# Docking protein 6 (DOK6) selectively docks the neurotrophic signaling transduction to restrain peripheral neuropathy

**DOI:** 10.1038/s41392-024-01742-2

**Published:** 2024-02-14

**Authors:** Yan Guo, Pan Xiang, Xiaojiao Sun, Wei Liu, Jiafeng Zhou, Bin Yin, Lin Hou, Boqin Qiang, Huiliang Li, Pengcheng Shu, Xiaozhong Peng

**Keywords:** Peripheral nervous system, Diseases of the nervous system

## Abstract

The appropriate and specific response of nerve cells to various external cues is essential for the establishment and maintenance of neural circuits, and this process requires the proper recruitment of adaptor molecules to selectively activate downstream pathways. Here, we identified that DOK6, a member of the Dok (downstream of tyrosine kinases) family, is required for the maintenance of peripheral axons, and that loss of *Dok6* can cause typical peripheral neuropathy symptoms in mice, manifested as impaired sensory, abnormal posture, paw deformities, blocked nerve conduction, and dysmyelination. Furthermore, Dok6 is highly expressed in peripheral neurons but not in Schwann cells, and genetic deletion of *Dok6* in peripheral neurons led to typical peripheral myelin outfolding, axon destruction, and hindered retrograde axonal transport. Specifically, DOK6 acts as an adaptor protein for selectivity-mediated neurotrophic signal transduction and retrograde transport for TrkC and Ret but not for TrkA and TrkB. DOK6 interacts with certain proteins in the trafficking machinery and controls their phosphorylation, including MAP1B, Tau and Dynein for axonal transport, and specifically activates the downstream ERK1/2 kinase pathway to maintain axonal survival and homeostasis. This finding provides new clues to potential insights into the pathogenesis and treatment of hereditary peripheral neuropathies and other degenerative diseases.

## Introduction

Nearly all aspects of neural activity, from the generation of neurons and glial cells to the establishment and maintenance of proper circuitry, depend on precise intracellular signaling transduction in response to environmental cues (e.g., neurotransmitters, growth factors, hormones, and other chemical stimuli). A variety of signaling pathways are involved in the regulation of these processes, forming a sophisticated yet tightly organized network to achieve diverse functional outcomes. Receptor tyrosine kinase (RTK) signaling, in which the receptors contain a catalytic tyrosine kinase in the intracellular domain, is widely recognized to play a critical role in the development and maintenance of the peripheral nervous system (PNS), affecting both the axons of peripheral neurons and the myelin sheaths produced by Schwann cells (SCs).^1,2^ Dysregulated transduction of RTKs signaling contributes to various neuropathologies.^3,4^

RTKs constitute a large family of cell surface receptors that are typically activated by growth factors and trophic factors.^1,2^ Upon activation, RTKs recruit adapters and effector proteins to facilitate various downstream intracellular signaling cascades, including the mitogen-activated protein kinase (MAPK), phosphatidylinositol 3-kinase (PI3K), Janus kinase and signal transducer and activator of transcription (JAK/STAT), and PLCγ pathways. The MAPK cascades are subdivided into at least four subfamilies: extracellular signal-related kinases (Erk1/2), Erk5, JNK1–3, and the p38 kinases, which comprise p38α, β, γ, and δ.^1,4^ It is intriguing that multiple RTKs utilize comparable molecular subsets or overlapping downstream cascade pathways to achieve diverse biological outcomes, such as cell growth, differentiation, survival, and function. However, how signaling specificity is achieved, or how to generate a distinct cellular response, remains a significant challenge. In addition, some RTK signaling complexes are also transported, particularly the neurotrophin signaling. The specific target-derived neurotrophic factors (NTs) bind to their receptors to form signaling endosomes through receptor-mediated endocytosis, then the ligand–receptor complexes undergo retrograde transport through the microtubule-based motor system relying on dynein and Rab protein,^5–8^ and recruit downstream molecules to activate specific downstream pathways.^7,8^ It is noteworthy that mutations in NGF and TrkA, or defects in components of the retrograde axonal transport pathway (e.g., *DYNC1H1, RAB7A, KIF1A* and *DCTN1*), can result in hereditary peripheral neuropathies, which have a broad spectrum with variable sensory, motor, autonomic, and other organ trophic symptoms depending on the type of neurons involved and lead to damage of these fibers.^9–14^ The trafficking of signaling molecules controls their precise spatial location for transduction events, and signaling cascades also influence trafficking. However, the intricate relationship between the regulation of these two signaling events remains incompletely understood. Understanding the components of signal transduction is crucial to unraveling the underlying mechanisms, as their concentration, localization, and interactions with other proteins are critical for determining distinct and context-specific responses.

Adapter proteins, also known as docking proteins,^15^ play a critical role in RTK-mediated signaling pathways by precisely recruiting specific molecules and governing signaling cascades.^15–17^ Acting as a scaffold, they interact with various protein binding partners, facilitating the formation of extensive signaling complexes. Additionally, adapter proteins modulate the dynamic activation of the signaling pathway.^18^ Different cells may concurrently and/or differently employ multiple adapter proteins to selectively regulate distinct downstream targets. In essence, these adapter proteins serve as significant nodes for neuronal cells to effectively respond to external signals. Nevertheless, the functionality of many adapter proteins remains to be elucidated. DOK6, a member of the downstream tyrosine kinase (DOK) family protein, is expressed predominantly in the nervous system.^19^ It comprises the typical structural features characterized by N-terminal pleckstrin-homology (PH) and phosphotyrosine-binding (PTB) domains, as well as multiple tyrosine phosphorylation sites in C-terminal.^20^ Although members of the DOK family share similar structural domains, their functions are distinct, and some of them even have opposing functions. However, to date, the in vivo role of *Dok6* remains unknown. Crowder *et al*. showed that DOK6 acts as a substrate of RET signaling and facilitates Ret-mediated neurite outgrowth in N2A-α1 cells.^19^ Our previous work has shown that DOK6 selectively binds to TrkC receptors through its PTB domain, dependent on kinase activity, and participates in NT-3-mediated neurite outgrowth in the mouse cortical neurons.^21^ A recent study indicates that *Dok6* polymorphisms significantly increase susceptibility to Hirschsprung’s disease, a developmental defect that is defined by the absence of enteric ganglia in the distal colon, suggesting a role for Dok6 in PNS development.^22^

In this study, we identified DOK6 as a novel factor involved in the maintenance of peripheral axons, and found that loss of *Dok6* leads to typical symptoms of peripheral neuropathy in mice. Notably, Dok6 is specifically expressed in certain types of DRG neurons, but not in SCs in the PNS, is required for the myelination of axons. Mechanistically, DOK6 acts as a key adapter protein to facilitate the retrograde transport of NT-Trk signaling and to selectively activate the MEK/ERK signaling pathway. This finding also provides new insight into the underlying mechanisms that drive peripheral neuropathy.

## Results

### The absence of *Dok6* in mice leads to motor abnormalities and nociceptive hyposensitivity

To investigate the function of *Dok6*, we first crossed floxed *Dok6* (*Dok6*^*fl/fl*^) mice with *EIIA-cre* mice to generate *Dok6*^*−/−*^ mice (Supplementary Fig. S1a–c) since *EIIA-cre* mice activate Cre activity in early fertilized eggs.^23^ After confirming that DOK6 is predominantly expressed in the brain (Supplementary Fig. S1d), we further verified the conventional deletion of the Dok6 gene at the protein level (Supplementary Fig. S1e).

Intercrosses between *Dok6*^*+/-*^ heterozygotes yielded ~25% *Dok6*^*−/−*^ pups after birth, indicating that *Dok6*^*−/−*^ did not affect survival at birth, nor did it affect later survival (Supplementary Fig. S1f). However, *Dok6*^*−/−*^ mice were distinguishable from the control group and heterozygous littermates based on abnormal posture of the forelimbs and hindlimbs. *Dok6*^*−/−*^ pups appeared to walk abnormally with staggered gait and abnormal posture at postnatal day 20 (P20) (Fig. 1a, Supplementary Video S1). A total of 2.6% *Dok6*^*+/-*^ mice had an abnormal gait phenotype (Supplementary Table S1), while 31.1% *Dok6*^*−/−*^ mice showed abnormal hindlimb deficiency and swelling (Fig. 1b, Supplementary Table S1), whereas the littermate control did not display similar phenotypes.

**Fig. 1:**
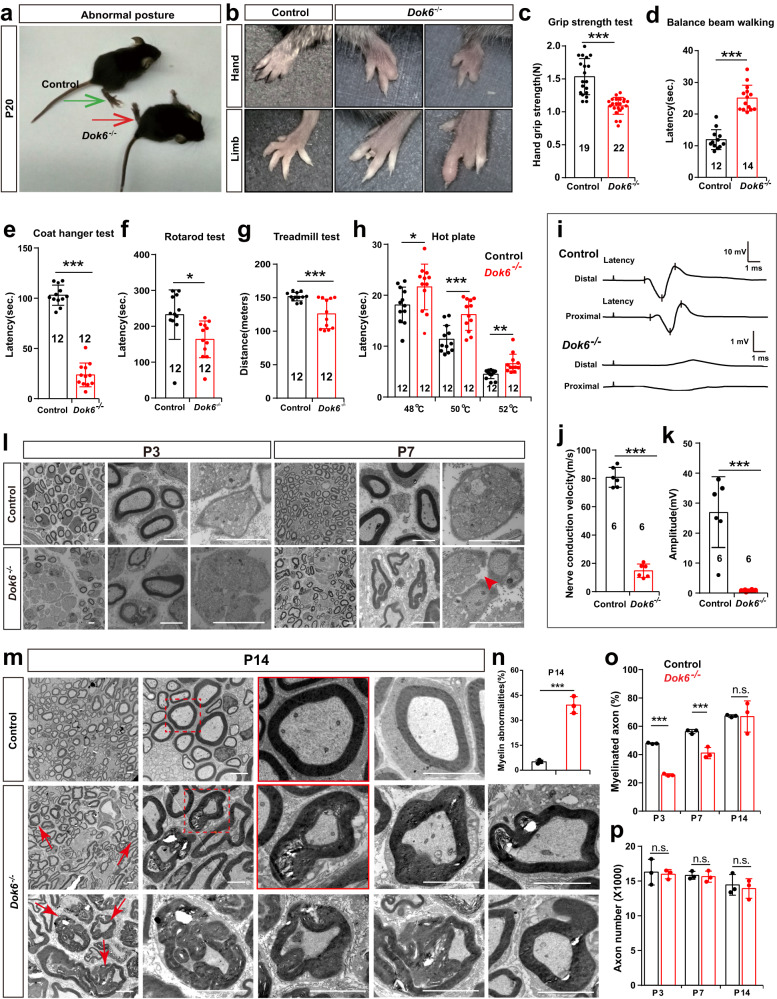
Motor abnormality, nociceptive hyposensitivity, and peripheral myelin abnormalities in *Dok6*^*−/−*^ mice**. a**, **b** *Dok6*^*−/−*^ mice exhibited abnormal posture and aberrant gait (arrows). Severe injury and deformity of paws in both forelimbs (upper) and hindlimbs (lower) of *Dok6*^−/−^ mice were observed at P20. **c–h** Motor performance was examined with the grip strength test, beam balance test, coat hanger test, rotarod test, and treadmill test in age-matched wild-type control group mice and *Dok6*^−/−^ mice at P60. Nociceptive sensitivity was measured by the hot plate test. **i** conduction velocity recording of CAPs with stimulated right sciatic nerves from the control group and *Dok6*^−/−^ mice at age P60. Representative traces from measurements per genotype are shown. **j**, **k** Nerve conduction velocity and amplitude in control and *Dok6*^−/−^ mice. **l** The ultrastructure of the sciatic nerve was observed with electron microscopy in the control group and *Dok6*^*−/−*^ mice at P3 and P7 (*n* = 3 per genotype). At P3 in the *Dok6*^−/−^ sciatic nerve, delayed axonal sorting by SC. At P7, several axons were ensheathed by promyelinating SCs, abnormal folding was observed in the *Dok6*^−/−^ sciatic nerve, and an abnormal Remak Schwann cell was present (arrowhead). Scale bars, 2 μm (Lanes 3 and 6, Scale bars, 500 nm). **m** The ultrastructure of the sciatic nerve was observed with electron microscopy in the control group and *Dok6*^−/−^ mice at P14. Misfolded myelin, focal hypermyelination, myelin debris, such as myelin tomacula and invaginating recurrent loops were detected in *Dok6*^−/−^ mice axons (arrow). Scale bars, 2 μm. **n** Quantitation of sciatic nerve myelin abnormalities in the control and *Dok6*^−/−^ mice at P14 (*n* = 3 animals per genotype, on average 7 randomly taken electron micrographs at the same magnification per animal were chosen. The percentage of abnormal myelin significantly increased in *Dok6*^−/−^ mice. **o** The percentage of myelinated axons in the P3 (*n* = 3 per genotype, on average nine sections per animal), P7 (*n* = 3 per genotype, on average 7 sections per animal), and P14 (*n* = 3 per genotype, on average 7 sections per animal) control, *Dok6*^*−/−*^ mice sciatic nerve. Randomly taken electron micrographs at the same magnification per animal were chosen. **p** Total axon number in the P3, P7, and P14 control, *Dok6*^*−/−*^ mice sciatic nerve. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed unpaired Student’s *t* test

We then assessed the motor coordination ability, pain, and temperature sensing abilities of age-matched wild-type control group mice and *Dok6*^*−/−*^ mice. Grip strength was reduced in *Dok6*^*−/−*^ mice compared to the control group (Fig. 1c). Control group mice required less time to cross the horizontal bar than did *Dok6*^*−/−*^ mice (Fig. 1d). Additionally, *Dok6*^*−/−*^ mice exhibited a reduced duration on the coat hanger after being placed in the middle of the lower horizontal bar (Fig. 1e). The rotarod test was used to evaluate motor coordination capability and there was a significant decrease in rotarod residence time in *Dok6*^*−/−*^ mice compared to control mice (Fig. 1f). Moreover, treadmill distance and stimulation times were recorded for all mice, and the *Dok6*^*−/−*^ group had reduced treadmill lane distance (Fig. 1g). These tests all indicated that *Dok6*^*−/−*^ mice had impaired motor function. Meanwhile, the results showed that *Dok6*^*−/−*^ mice had a longer incubation period than the control group at 48 °C, 50 °C and 52 °C (Fig. 1h), and *Dok6*^*−/−*^ mice were less susceptible to noxious stimulation than the control group.

The altered sensory symptoms and motor dysfunction observed in *Dok6*^*−/−*^ mice suggest abnormalities in axonal function. Since slowed motor nerve conduction velocity (NCV) in the sciatic nerve is one of the key electrophysiological features of axonal function, we recorded NCV, the speed at which an action potential is transmitted along the axon, and the amplitude of the compound action potentials (CAPs) in the sciatic nerve of *Dok6*^*−/−*^ mice and control mice. Stimulation at proximal sites in the sciatic nerve revealed flattened potential peaks, reduced NCV and amplitude in the sciatic nerve of *Dok6*^*−/−*^ mice (Fig. 1i-k), indicating severe axonal damage caused by *Dok6* knockout.

### Neuronal fate specification was unchanged but impaired the survival of DRG sensory neurons in *Dok6* deletion mice

*Dok6*^*−/−*^ mice showed abnormal pain and temperature sensation, hindlimb deficiency, and swelling abnormalities, indicating defects in peripheral nerve circuitry. Meanwhile, our previous work has shown that DOK6 is able to interact with the TrkC receptor to mediate neurotrophin signaling.^21^ Therefore, we wondered whether the functional defects caused by *Dok6* deletion were due to the abnormal fate specialization of sensory neurons or neuronal apoptosis caused by blockade of neurotrophic factor signals. To test this possibility, we performed in situ hybridizations on transverse lumbar L4-L5 sections of wild-type and *Dok6*^*−/−*^ mice at early stage E16.5 and at the mature stage P21 (Supplementary Fig. S2a-b). The number of nociceptive neurons (*TrkA*^+^, *CGRP*^+^), mechanoreceptor neurons (*TrkB*^+^ or *Ret*^+^) that convey touch sensation, and proprioceptive neurons (*TrkC*^*+*^, *Runx3*^*+*^, *PV*^*+*^) that sense limb movement and position.^24^ were counted. Embryonic *TrkA*^*+*^ neurons generate adult *TrkA*^*+*^ peptidergic and *Ret*^+^ nonpeptidergic neurons.^25^ The number of most DRG neurons appeared unchanged in *Dok6*^*−/−*^ mice compared to control mice at E16.5. Nonetheless, the number of proprioceptive neurons (*TrkC*^*+*^, *Runx3*^*+*^, *PV*^*+*^) and *Ret*^*+*^ neurons exhibited a slight reduction in the *Dok6*^*−/−*^ DRG at P21 (Supplementary Fig. S2c, d). This suggests that *Dok6* deletion does not alter early neuronal fate specification, but impaired the survival of some subtypes of DRG sensory neurons.

### *Dok6*^*−/−*^ mice exhibit peripheral myelin abnormalities

Since the structural integrity of the myelin sheath is required for functional sensation in the PNS, we next examined whether the myelin structure was altered in *Dok6*^*−/−*^ mice. The myelinated fibers in the sciatic nerve of the littermate control group mice and the *Dok6*^*−/−*^ group were examined by transmission electron microscopy (TEM). In the sciatic nerve of P21 *Dok6*^*−/−*^ mice, there was a large amount of dysmyelination, including comma-shaped outfolding or recurrent loop abnormalities or tomaculum with myelin breakdown (data not shown). Therefore, we analyzed the different stages at the earlier stage. The process by which Schwann cells select larger axons for myelination during development is known as radial sorting.^26^ At P3, radial sorting of axons by SCs was delayed in the *Dok6*^*−/−*^ sciatic nerve (Fig. 1l, m). A few axons were ensheathed by promyelinating SCs, and abnormal multilayered myelin sheath structures were formed but not tightly attached to the axons in the *Dok6*^−/−^ sciatic nerve at P7. In addition, abnormal folding was detected in the *Dok6*^*−/−*^ sciatic nerve at P7 (Fig. 1l). At P14, misfolded myelin, focal hypermyelination, myelin debris, aberrant outfoldings and invaginating recurrent loops in axons were widely observed in the *Dok6*^*−/−*^ sciatic nerve (Fig. 1m). The ratio of myelinated axons was almost unchanged in *Dok6*^*−/−*^ mice compared to control group mice at P14 (Fig. 1n–p), and the percentage of sciatic nerve axonal myelin abnormalities was significantly increased in *Dok6*^−/−^ mice (Fig. 1n). In summary, *Dok6* deletion in mice results in a typical peripheral neuropathy, including decreased nociceptive and proprioceptive sensitivity, reduced nerve conduction velocities and abnormal peripheral myelination.

### *Dok6* is expressed specifically in dorsal root ganglion (DRG) neurons in the PNS

Peripheral neuropathy can be caused by myelinopathy or neuronopathy.^27^ To further distinguish whether DOK6 acts on neurons or SCs to cause peripheral neuropathy, we utilized in situ hybridization to analyze the temporal and spatial expression patterns of *Dok6* mRNA. The results showed that *Dok6* was specifically expressed in the nervous system from the early stages of neurodevelopment, especially in the dorsal root ganglion (DRG) (Supplementary Fig. S1g). Next, we analyzed the expression dynamics of Dok6 in the dorsal root ganglia at E16.5, E18.5, P3, P7, and P14, and found that *Dok6* continued to be highly expressed in the DRG, and its distribution ratio gradually decreased after birth (Fig. 2a).

**Fig. 2:**
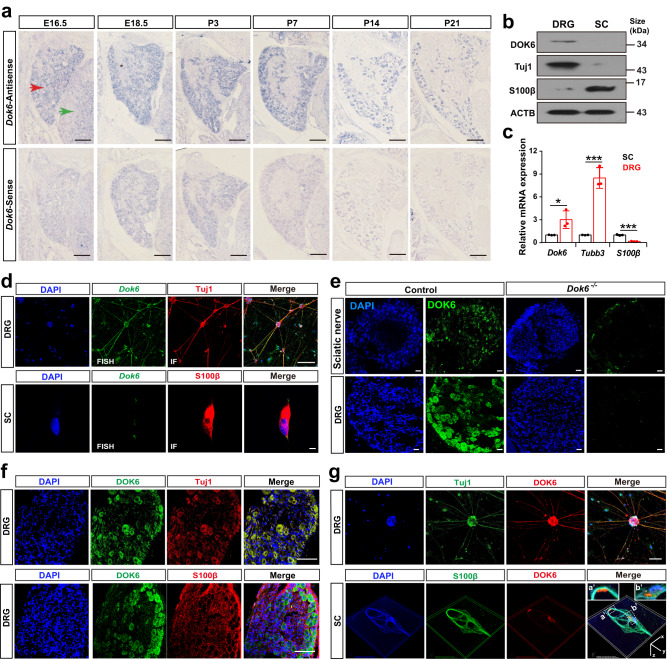
Dok6 was expressed in DRG neurons. **a** *Dok6* RNA in situ hybridization with tissue from DRG tissues collected at E16.5, E18.5, P3, P7, and P14. *Dok6* expression started in the DRG at E16.5, reached a peak at E18.5, and then gradually decreased after birth. The red arrow points to the DRG and the green arrow points to the spinal cord. A *Dok6*-sense riboprobe was used as the negative control. **b** Western blot assays for DOK6 with protein lysates from cultured DRG neurons and SCs. DOK6 was predominantly detected in DRG neurons. **c** qRT–PCR assays with isolated DRG neurons and SCs. *Dok6* was mainly detected in DRG neurons. qRT–PCR for *Tubb3* and *S100β* showed a high purity of isolated cells. **d** Histochemical assays with the DRG neuron-SC coculture system. Cultured cells were subjected to fluorescent in situ hybridization for *Dok6* (green), followed by immunostaining for Tuj1 (red) or S100β (red). **e** Immunostaining of customized antibody to Dok6 in P7 age-matched wild-type control group and mutant mice sciatic nerve and DRG tissue to confirm its expression, Scale bars, 100 μm. **f** Histochemical assays of the DRG tissue, co-labeling of DOK6(green) with neuronal cell marker Tuj1 (red) and Schwann cell marker S100β (red), Scale bar, 100 μm. **g** Histochemical assays of the DRG neuron and SC with Dok6. Cultured cells were subjected to immunofluorescence for DOK6 (red), followed by immunostaining for Tuj1 (green) or S100β (green). Scale bar: up panel = 100 μm, low panel: *x* = 1 μm, *y* = 1 μm, *z* = 5 μm. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed unpaired Student’s *t* test

To further investigate the cellular localization of DOK6, we detected its expression in DRG neurons and SCs cells by isolating and purifying of these two cell types from adult Sprague-Dawley (SD) rats, respectively. After confirming the purity of the cells using markers of neurons or SCs (data not shown), we performed Western blot and quantitative real-time PCR (RT-qPCR) assays to reveal that *Dok6* is predominantly expressed in DRG neurons (Fig. 2b, c). Furthermore, we used fluorescence in situ hybridization followed by immunostaining to confirm that *Dok6* was highly expressed in Tuj1^+^ DRG neurons but not S100β^+^ SCs in cultured DRGs and SCs (Fig. 2d). To validate the expression characteristic of DOK6, we generated a polyclonal antibody that specifically recognizes mouse DOK6 protein and can be used for immunostaining. While DOK6 protein was detected in the DRG and sciatic nerve of wild-type control group mice at P7, no expression of the protein was detected in the DRG or sciatic nerve of the *Dok6* KO mice (Fig. 2e). Next, we performed immunofluorescence colocalization analysis in DRG tissues (Fig. 2f) and purified culture cells (Fig. 2g), and found that DOK6 protein expression overlapped with Tuj1 expression, but not with S100β (Fig. 2f, g). It is further confirmed that DOK6 was enriched in neurons rather than in SC cells.

### *Dok6* conditional knockout (cKO) in DRG neurons but not SCs leads to peripheral myelin abnormalities

To further verify whether DOK6 acts on neurons or SCs, we conditionally knocked out *Dok6* in SCs with *Cnp-Cre*.^28^ or DRG neurons with *Sns-Cre*.^29^ and *Advillin-Cre (Avil-Cre)*.^30^ (Fig. 3a, b, Supplementary Fig. S3a–g). In the *Cnp-Cre*; *Dok6*^*fl/fl*^ mice, immunofluorescence staining for MBP, a marker of mature SC, did not reveal significant changes in myelin density or the number of myelinated axons in the sciatic nerve (Fig. 4a, Supplementary Fig. S3h). TEM observation revealed that there was no obvious microstructural difference between sciatic nerves in *Cnp-Cre*; *Dok6*^*fl/fl*^ mice and littermate control group mice (Fig. 4b). However, in *Avil-Cre*; *Dok6*^*fl/fl*^ mice, in which cre targets all subsets of peripheral sensory neurons, the sciatic nerve did show significant signs of myelin sheath degradation or misfolded myelin as early as P7 (Fig. 3c). Myelin sheaths in *Avil-Cre; Dok6*^*fl/fl*^ mice at P14 were generally not compact and displayed myelin fragments, onion-like, and comma-shaped outfolding configurations, splitting of the myelin lamellae with dense degeneration (Fig. 3d). The ratio of myelinated axons reduced in *Avil-cre; Dok6*^*fl/fl*^ mice at P7 rather than at P14 (Fig. 3e, f), and the percentage of sciatic nerve axonal myelin abnormalities was significantly increased in *Avil-Cre; Dok6* ^*fl/fl*^ mice at P7 and P14 (Fig. 3g). Myelin labeled by MBP staining was found to be significantly decreased in the *Avil-Cre*; *Dok6*^*fl/fl*^ sciatic nerve (Fig. 4a, Supplementary Fig. S3h). Furthermore, the thickness of axon myelin sheaths of different diameters was measured in *Avil-Cre; Dok6*^*fl/fl*^ mice and littermate control group mice. The average g-ratio in the sciatic axons of *Avil-Cre; Dok6*^*fl/fl*^ mice and the relationship between the g-ratio and sciatic nerve axon diameter were significantly decreased, which are similar to the *Dok6*^*−/−*^ mice group at P14 (Supplementary Fig. S3i-p). This suggests the average myelin thickness in *the Avil-Cre; Dok6*^*fl/fl*^ sciatic nerve was increased. Additionally, similar peripheral myelin abnormalities were also observed in *Sns-cre*; *Dok6* ^*fl/fl*^ mice at P14 (Fig. 3h).

**Fig. 3:**
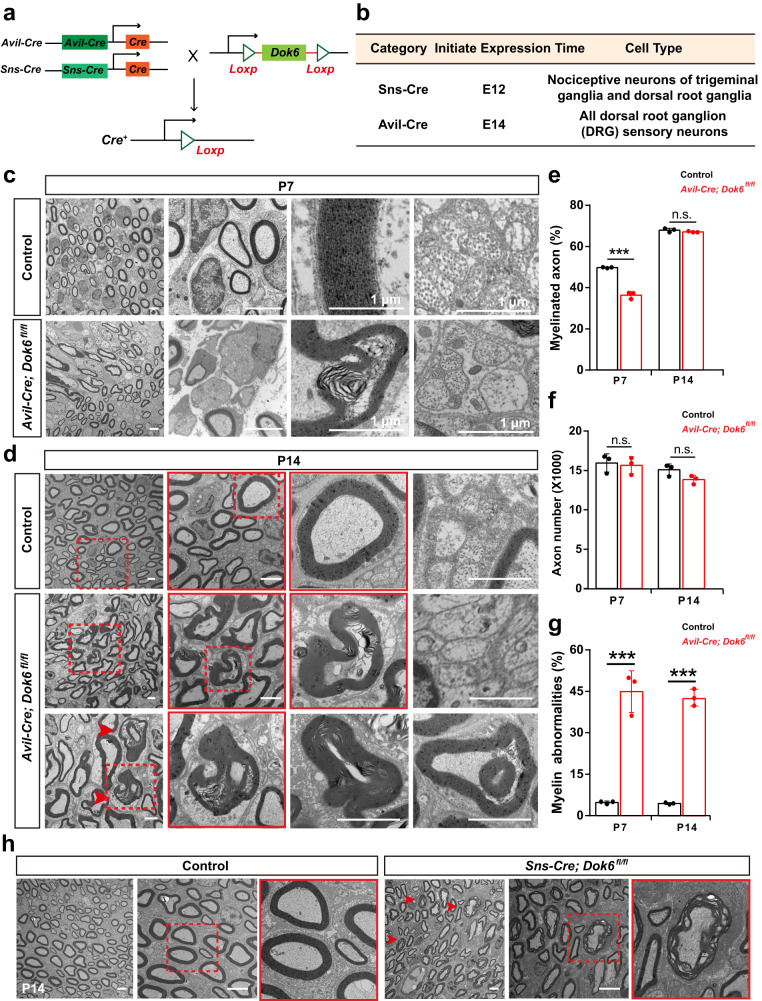
Mice lacking *Dok6* in DRG neurons showed peripheral myelin abnormalities. **a** Schematic representation of the constructs used to create the transgenic mice. **b** Two kinds of Cre tool mouse information, *Sns*, and *Avil*, are specifically expressed in neurons. *Sns* is mainly expressed in most nociceptors, and *Avil* has a range of expression and targets all subsets of peripheral sensory neurons. **c** The ultrastructure of the sciatic nerve observed with TEM in age-matched wild-type control group mice and *Avil-Cre*; *Dok6* ^*fl/fl*^ mice at P7. Degenerating myelin (arrowhead) was present in *Avil-*Cre; *Dok6* ^*fl/fl*^ mice. Scale bar, 2 μm (panels 3 and 4, Scale bar, 1 μm). **d** The ultrastructure of the sciatic nerve observed with TEM in control and *Avil-Cre*; *Dok6* ^*fl/fl*^ mice at P14. Myelin sheaths with dense degeneration and other abnormal phenotypes were present in *Avil-Cre*; *Dok6* ^*fl/fl*^ mice. Scale bar, 2 μm. **e** The percentage of myelinated axons in the P7 (*n* = 3 animals per genotype, on average 17 electron micrographs per animal) and P14 (*n* = 3 animals per genotype, on average 25 electron micrographs per animal) control, *Avil-Cre*; *Dok6* ^*fl/fl*^ mice sciatic nerve (*n* = 3 per genotype). Randomly taken electron micrographs at the same magnification per animal were chosen. **f** Total axon number in the P7 and P14 control, *Avil-Cre*; *Dok6* ^*fl/fl*^ mice sciatic nerve. **g** Quantitation of sciatic nerve myelin abnormalities in control and *Avil-Cre*; *Dok6* ^*fl/fl*^ mice at P7 (*n* = 3 animals per genotype, on average 17 electron micrographs per animal) and P14 (*n* = 3 animals per genotype, on average 25 electron micrographs per animal). Randomly taken electron micrographs at the same magnification per animal were chosen. **h** The ultrastructure of the sciatic nerve observed with TEM in control and *Sns-cre; Dok6* ^*fl/fl*^ mice at P14. Abnormal myelin sheaths were detected in *Sns-cre; Dok6* ^*fl/fl*^ mice. Scale bar, 2 μm. Data are presented as the mean ± SD, ***p < 0.001, two-tailed unpaired Student’s t test

**Fig. 4:**
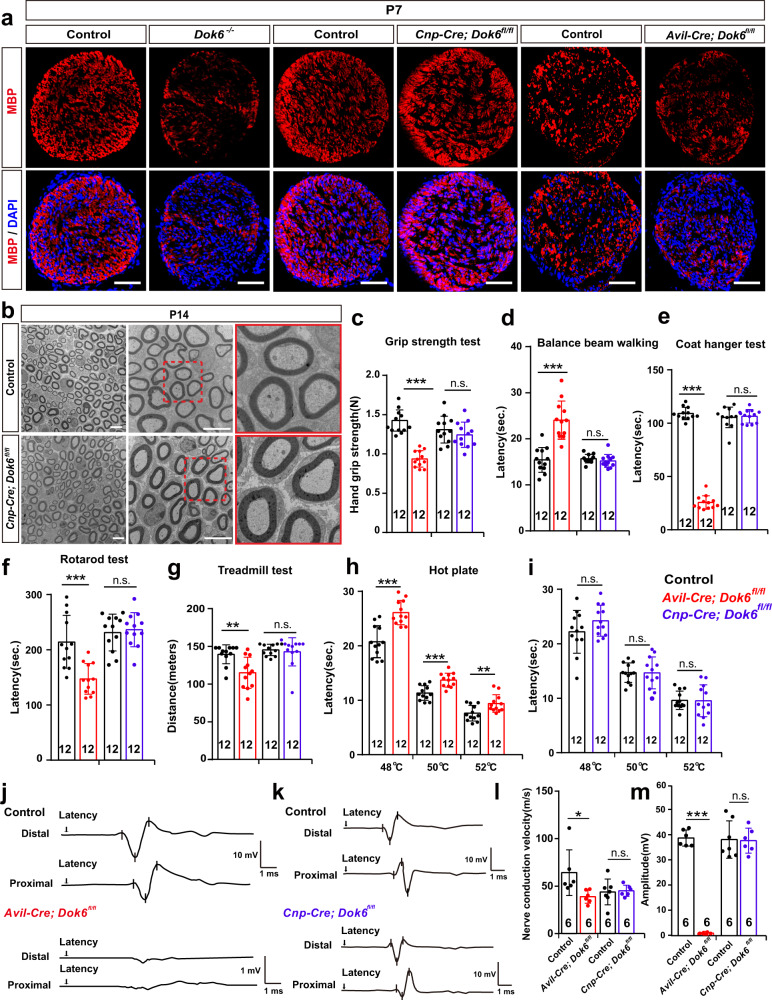
Motor abnormality, nociceptive hypersensitivity, and peripheral myelin abnormalities in *Avil-Cre; Dok6*^*fl/fl*^ rather than in *Cnp-Cre; Dok6*^*fl/fl*^ mice. **a** MBP immunostaining (red) in the P7 littermate control, *Dok6* mutant, *Cnp-cre; Dok6* ^*fl/fl*^ and *Avil-Cre; Dok6*^*fl/fl*^ mice sciatic nerve. Scale bar, 10 μm. **b** The ultrastructure of the sciatic nerve observed with TEM in Control and *Cnp-cre; Dok6* ^*fl/fl*^ mice at P14. Scale bar, 10 μm. **c–i** Motor performance was examined with the grip strength test, beam balance test, coat hanger test, rotarod test, and treadmill test in control, *Avil-Cre; Dok6*^*fl/fl*^ and *Cnp-Cre; Dok6*^*fl/fl*^ mice at P60. Nociceptive sensitivity was measured by the hot plate test. **j**, **k** Conduction velocity recording of CAPs with stimulated right sciatic nerves from Control, *Avil-Cre; Dok6*^*fl/fl*^ and *Cnp-Cre; Dok6*^*fl/fl*^ mice at P60. Representative traces from measurements per genotype are shown. **l**, **m** Nerve conduction velocity and amplitude in control, *Avil-Cre; Dok6*^*fl/fl*^ and *Cnp-Cre; Dok6*^*fl/fl*^ mice. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, ***p < *0.001*, two-tailed unpaired Student’s *t* test

Besides, to further verify how DOK6 affects the peripheral nervous system, we performed behavioral and electrophysiological analysis in these different lines of *Dok6* knockout mice at the same age as in *Dok6* full KO. The data show that *Dok6* mutation in DRG neurons with *Avil-Cre* but not *Dok6* knockout in SCs with *Cnp-Cre*, leads to typical conduction velocity changes in mice, similar to those of *Dok6* conditional knockout (Fig. 4c–m), strongly suggesting that *Dok6* expression in DRG neurons is essential for PNS myelination in mice. In short, the abnormal myelination phenotype in *Dok6*^*−/−*^ mice may not be directly caused by *Dok6* function in SCs and could be the indirect consequence of axonal pathological changes.

### Mice lacking *Dok6* in DRG neurons exhibit axonal degeneration and axonal retrograde transport defects

Electron microscopy data revealed several feature changes of axonal degeneration in the *Dok6*^*−/−*^ sciatic nerve, such as axon shrinkage or axonal loss (empty myelin sheath), accumulation of mitochondria and lysosomes in the axoplasm, and splitting or contortion of the remaining myelin sheath (Supplementary Fig. S4a), strongly suggesting nerve degeneration. Moreover, we also found typical electron microscopic features of peripheral nerve axonal degeneration in *Avil-Cre; Dok6*^*fl/fl*^ sciatic nerve axons at P7 and P14, such as splitting of the myelin sheath, dense cytoplasm with vacuole, distorted lamellae separated from the axonal membrane, which are similar to the *Dok6*^*−/−*^ (Fig. 5a).

**Fig. 5:**
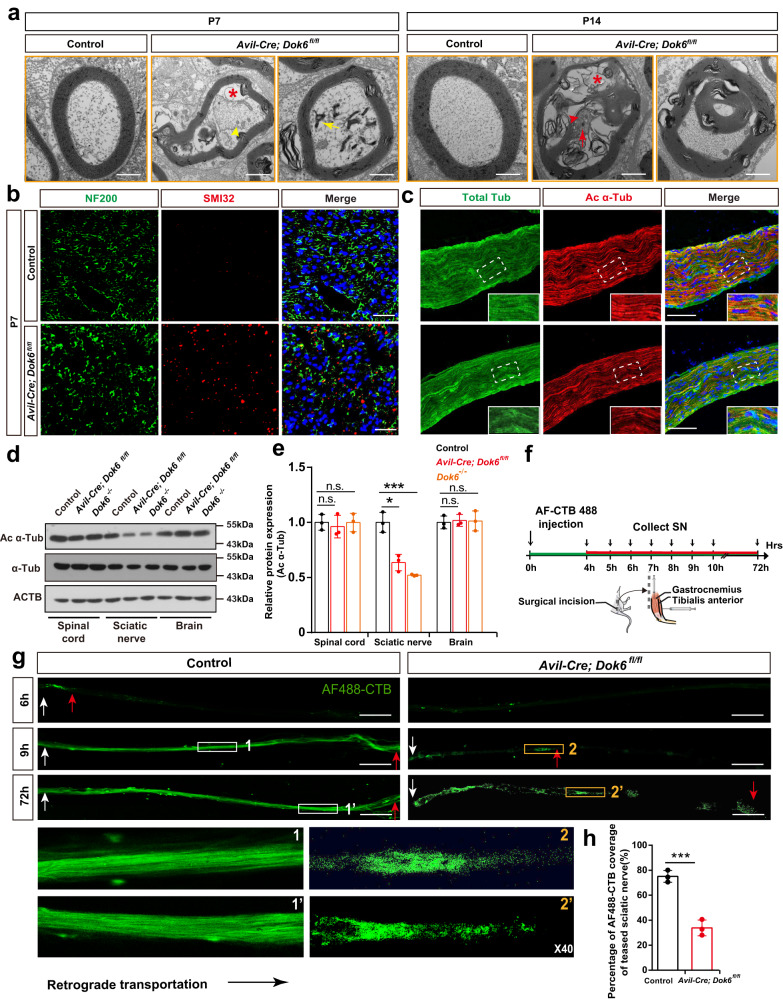
Mice lacking *Dok6* in DRG neurons exhibited axonal degeneration and axonal retrograde transport abnormalities. **a** Ultrastructure of the sciatic nerve observed with TEM in littermate control and *Avil-Cre*; *Dok6* ^*fl/fl*^ mice at P7 and P14. Axon pathological alterations were present in *Avil-Cre*; *Dok6* ^*fl/fl*^ mice. Vacuoles are on the perimeter of the axon (red asterisk), fiber with dark cytoplasm (yellow arrowhead) at the periphery of the axon, the axoplasmic contents appear to be mitochondria or other membrane-bound organelles (yellow arrow); the axoplasm contains an accumulation of mitochondria as well as a few lysosomes (red arrow and arrowhead), detachment of the myelin sheath from the axon and degenerated axon presented with vacuoles (red asterisk) and axon loss. Scale bar, 500 nm. **b** Immunostaining of NF200 (green, a marker for axons) and SMI32 (red, a marker for damaged axons) in the sciatic nerve of control and *Avil-Cre*; *Dok6*^*fl/fl*^ mice at P7. Scale bar, 100 μm. **c** Immunostaining of tubulin (green, a marker for axons) and acetylated α-tubulin (red, a marker for damaged axon tubulins) in the sciatic nerve of control and *Avil-Cre*; *Dok6*^*fl/fl*^ mice at P7. Scale bar, 100 μm. **d**, **e** Western blot analysis showing decreased α-tubulin acetylation in sciatic nerves of *Avil-Cre*; *Dok6*^*fl/fl*^ mice. Data are presented as the mean ± SD, *p < 0.05, ***p < 0.001, One-way ANOVA between different lines of mice. **f** Schematic diagram for AF488-CTB injection into the muscle. Inject the lateral head of the gastrocnemius using a steep angle from the plane of the table and use a much shallower, almost horizontal, angle (10–20°) for the tibialis anterior. **g** AF488-CTB was used as a tracer to investigate sciatic nerve retrograde transport in control and *Avil-Cre*; *Dok*6^*fl/fl*^ mice. The left end of each diagram represents the distal end of the teased sciatic nerve. Scale bar, 500 μm. **h** Histograms showing axonal transport parameters of AF488-CTB to analyze the percentages of AF488-CTB coverage in teased sciatic nerve by the end of 9 h from injection time point in control and *Avil-Cre*; *Dok*6^*fl/fl*^ mice. Data are presented as the mean ± SD, ***p < 0.001, two-tailed unpaired Student’s *t* test

To further confirm the occurrence of axonal degeneration upon loss of *Dok6*, we detected SMI32^+^, a marker of damaged axons that labels non-phosphorylated neurofilaments,^31^ by immunostaining in *Dok6* deletion sciatic nerves. The number of SMI32^+^ axons was significantly increased in the sciatic nerve of *Avil-Cre*; *Dok6*^*fl/fl*^ mice at P7 compared to the littermate wild-type control group (Fig. 5b, Supplementary Fig. S4b). Furthermore, we detected the expression of acetylated α-tubulin (ac α-tub), a marker of stable microtubules,^14^ in different tissues in *Dok6* deletion PNS. Immunostaining showed a significant decrease in acetylated α-tubulin expression in the sciatic nerves of *Avil-Cre*; *Dok6*^*fl/fl*^ mice, and the decrease in acetylated α-tubulin indicated a defect in the axons (Fig. 5c, Supplementary Fig. S4c). Western blot analysis showed that the decrease in acetylated α-tubulin was specific to sciatic nerves in both *Avil-Cre*; *Dok6*^*fl/fl*^ mice and *Dok6*^*−/−*^ mice, whereas no obvious change was found in spinal cord and brain tissues for both α-tubulin and acetylated α-tubulin levels (Fig. 5d, e). Next, to determine whether *Dok6* deletion-induced axonal degeneration affects axonal retrograde transport, the retrograde tracer AF488-CTB was injected into the mouse gastrocnemius and the tibialis anterior, and a fixed position of the sciatic nerve was separated and analyzed after a few hours (Fig. 5f–h). In the control group, we found that AF488-CTB was transported to the distal end of the fixed sciatic nerve 6 h after injection, and 9 h later, the entire exposed sciatic nerve was filled with fluorescent signaling endosomes.^32^ In contrast, fluorescent signaling endosomes accumulated in different segments of the teased sciatic nerve, the teased sciatic nerve showed a relatively delayed transfer process compared to the control group mice, and the labeled AF488-CTB exhibited segmental accumulation and discontinuous status in axons. These results revealed retrograded axonal transport deficits in the PNS of *Dok6* cKO mice.

### DOK6 interacts with MAP1B to maintain axonal stability

Since DOK6 acts as an adapter protein-mediated tyrosine kinase signal, to gain insight into how *Dok6* deletion leads to PNS axon degeneration, we performed a DOK6-GST pull-down assay with lysates from E18.5 brain tissue (due to the limited amount of protein in the sciatic nerve) to identify candidate DOK6-binding proteins (Fig. 6a, b). Silver staining and DOK6-specific Western blotting confirmed that purified GST-DOK6 presented as a band at the predicted molecular weight of 60 kDa. Through mass spectrometry, 69 proteins were found to potentially bind to DOK6. GO analysis of these DOK6-binding proteins revealed the enrichment of biological processes associated with axonogenesis and axonal regulation (Supplementary Fig. S5a–h, Supplementary Table S5). The RNA in situ hybridization data also confirmed that some of them were enriched in the dorsal root ganglion (Supplementary Fig. S5g).

**Fig. 6:**
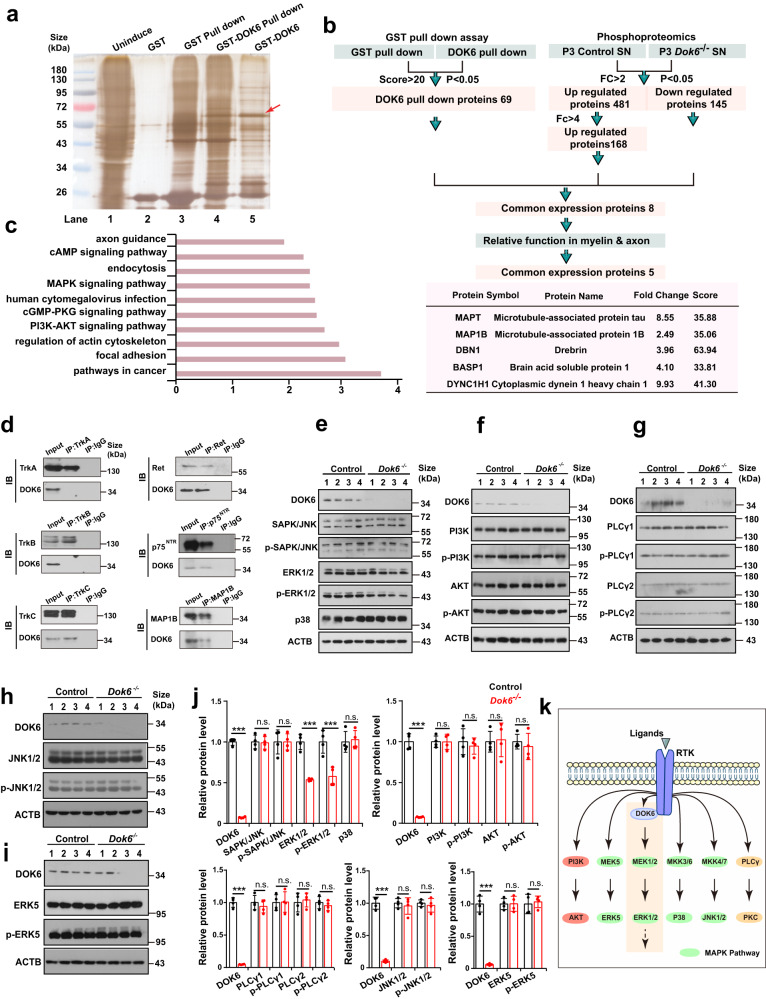
MAP1B was identified as a target of DOK6 by GST pull-down and mass spectrometry. **a** The E18.5 mouse purified brain tissue protein was incubated with the DOK6-GST fusion protein, the binding protein was retained, and then the bands were silver-stained, the red arrow indicates the location of the DOK6-GST fusion protein. Mass spectrometry analysis was performed on Lane 3, Lane 4, and Lane 5. Lane 3 and Lane 5 proteins were employed as controls to identify differential proteins. **b** The process of selecting possible interacting proteins by phosphoproteomic and GST pulldown assays. Phosphotomics mass spectrometry and GST pulldown mass spectrometry were analyzed and classified to screen candidate proteins interacting with DOK6. DOK6 potential interacting proteins, the fold change, and score were obtained based on mass spectrometry results and are listed in the lower panel. **c** The top ten GO pathways were analyzed with data from phosphoproteomics mass spectrometry assays on pulldown samples. **d** Coimmunoprecipitation assay of DOK6 with lysates from P3 mice sciatic nerve tissue. Precipitates and total lysates were subjected to Western blotting with antibodies against TrkA, TrkB, TrkC, RET, p75^NTR^, and MAP1B, revealing that DOK6 was able to bind to MAP1B. **e**–**j** Protein levels of P3 sciatic nerve protein associated with the MEK/ERK, p38, PI3K/AKT, PLCγ, JNK and MEK5/ERK5 signaling pathway assessed by Western blot in the control and *Dok6*^−/−^ groups. **k** Schematic diagram of the MEK/ERK signaling pathway in which DOK6 is involved. Data are presented as the mean ± SD, ***p < 0.001, two-tailed unpaired Student’s *t* test in Control and mutant mice

Then, we performed phosphoproteomics in the WT and *Dok6*^−/−^ sciatic nerves at P3 to determine which signaling pathways were altered. The results showed that many molecules with altered phosphorylation levels were found in the phosphorylated proteome, and the MAPK and PI3K/AKT pathways were relatively ranked at the forefront (Fig. 6b, c). Furthermore, in combined with phosphoproteomic profiling analysis, eight proteins appeared in both experiments. Among them, five proteins have the ability to regulate axonal homeostasis or myelin formation, according to previous reports, these are microtubule-associated protein tau (MAPT), microtubule-associated protein 1B (MAP1B/MAP5), drebrin 1 (DBN1), brain acid soluble protein 1 (Basp1), and cytoplasmic dynein 1 heavy chain 1 (Dync1h1) (Fig. 6b, bottom row). Interestingly, in addition to phosphorylated Map1b, the expression of Map1b is also altered after *Dok6* knockout, which is different from other proteins (Supplementary Fig. S5j, k). This suggests that MAP1B may serve as a downstream molecule of DOK6, in addition to its binding interaction with DOK6. MAP1B is highly expressed in the mouse DRG during development and is associated with axonal degeneration, reverse axoplasmic transport, and myelin damage and remodeling.^33^ The interaction between DOK6 and MAP1B was also confirmed by coimmunoprecipitation (Co-IP) (Fig. 6d).

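RNA from the sciatic nerves of 3 control (WT) and 3 Dok6 mutant mice at postnatal day 3 was sequenced, with one library per mouse. The sciatic nerve carries axons of sensory and motor neurons wrapped by Schwann cells, whereas the cell bodies of the sensory neurons lie in the dorsal root ganglia (DRG). The libraries were prepared with the NEBNext Ultra Directional RNA kit, as the methods state, and sequenced on an Illumina NovaSeq instrument. The authors aligned the reads and deposited the number of reads counted on each gene of each mouse, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or whether strand was used in counting. The table lists 54532 genes by Ensembl identifier, of which 23567 had no count in any library, and 54409 of the identifiers are in GENCODE M21, an annotation of the GRCm38 mouse genome. The counts summed to 17699904, 17824084 and 17989661 in the control mice and to 18678170, 18175481 and 18571995 in the Dok6 mutant mice. The paper states a depth of 45 to 50 M mapped reads per sample, and the values here rest on the counted reads. At this depth, the smallest level taken as detectable, 3 counts in a library, corresponds to between 0.161 and 0.169 counts per M counts of the library (CPM). This floor covers counting error only. Genes were kept with edgeR's filterByExpr function, which left 17099 genes, the libraries were scaled by the TMM method, and the genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 2 were called, as in the methods of the paper, which used DESeq2. The choice of the fold change threshold and of the filter on low counts changed the number of called genes more than the scaling did. No pair of libraries agreed within sampling noise, with chi-square values per degree of freedom from 9.47 between control mice 1 and 2 to 58.3 between control mouse 2 and Dok6 mutant mouse 2. The labels number the mice 1 to 3 in each genotype, and the paper calls the controls littermates without naming which mice shared a litter. Deviations from the genotype mean of same-numbered mice had a mean correlation across genes of -0.14. The mean for other pairs, 0.07, follows from this value, because the deviations are centred within each genotype. Results with the replicate number as a block are given beside those without it. With 3 mice against 3, an exact permutation test of a single value cannot give a two-sided p below 0.10.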

To identify the potential downstream pathways, we also analyzed the transcriptomic gene expression changes in WT and *Dok6* mutant sciatic nerves at P3, the stage when radial sorting is active in sciatic nerves (Supplementary Fig. S6a). 687 genes showed a significant increase, while 84 genes showed a decrease. 

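In edgeR's quasi-likelihood test with the threshold of 2 on the log2 fold change, 185 genes were higher and 19 were lower in Dok6 mutant nerves, so that 90.7% of the called genes were higher. For 184 of the 185 higher genes and all 19 lower genes, the values of the 3 mutant mice did not overlap those of the 3 control mice. Among all 17099 genes tested, 38.2% had no overlap, where chance gives 10%. With an absolute log2 fold change above 1, the threshold drawn in Fig. S6b, 612 genes were higher and 74 lower, and with no threshold on the fold change 1474 were higher and 1028 lower. DESeq2 with a log2 fold change above 1 gave 672 higher and 80 lower genes. A block for the replicate number left 125 genes higher and 9 lower at the threshold of 2, and 119 and 8 of these were also called without the block. Leaving out control mouse 2 moved the count of higher genes most among the fits without a mouse, to 26, and the count of lower genes to 1. Of the 185 higher genes, 148 differed more than 2-fold between the highest and the lowest mutant mouse, and their median ratio of highest to lowest mutant was 3.0, against 1.24 for all genes tested. The largest increases among genes with at least 1 CPM in every mutant mouse included those in Mrgprd, Sln, Tmem233 and Ptgir. Mrgprd stands on a list of DRG neuron markers, of which 13 were called higher. Transcripts of neuron cell bodies were not separated from those of the nerve. Mrgprd, on chromosome 7 of GRCm38 from 145314835 to 145324086, had at most 2 counts in a control library. Its mean in the mutants was at least 59.5-fold higher, with the controls taken at the floor of 3 counts. By the same measure, the mutant mean of Sln, with at most 1 count in a control library, was at least 13.3-fold higher. That of Ptgir was at least 19.7-fold higher. Tmem233 had a log2 fold change of 5.74 (standard error 0.64, adjusted p = 0.00588 from edgeR's quasi-likelihood test). The largest decreases were in Gm15446, Gm49191, D7Bwg0826e, Gm26917 and Gm26583. Gm15446 fell from between 10.2 and 12.6 CPM in the control mice to between 0.106 and 0.273 in the mutants, a log2 fold change of -5.70 (standard error 0.29, adjusted p = 0.000236 from the same test). One other annotated gene overlaps its exons and 1 matches its transcript at 95% identity or more over at least 200 bases, so its count is uncertain. The same limit applies to D7Bwg0826e, with a log2 fold change of -2.55, and Gm49191 is annotated as an antisense transcript. Marker genes of skeletal muscle, from a list of 28 genes, summed to between 45.2 and 64.6 CPM in the control mice and to 826, 467 and 180 in mutant mice 1, 2 and 3.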

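Dok6 (ENSMUSG00000073514) was measured at 17.8, 11.9 and 17.5 CPM in the control nerves and at 7.26, 5.78 and 7.15 in the Dok6 mutant nerves, or 15.8 ± 3.32 (SD, n = 3 mice) against 6.73 ± 0.825 (SD, n = 3 mice). Its log2 fold change was -1.23 (standard error 0.20, adjusted p = 0.0118 from edgeR's quasi-likelihood test), and every mutant mouse was below every control mouse. The decrease was past the threshold for the adjusted p-value but not for an absolute log2 fold change above 2. Its log2 fold change with the replicate block was -1.21 (adjusted p = 0.0297), and with each mouse left out it stayed between -1.39 and -1.13 with adjusted p-values of at most 0.0495. The counts are per gene, so reads from exons outside the deleted exon 3 are included, and exon 3 makes up 1.14% of the annotated exonic bases of the main transcript. Caps2 (ENSMUSG00000035694), on chromosome 10 of GRCm38 from 112163621 to 112216555, had low counts, from 5 to 29 per library. It was at 1.45 ± 0.315 CPM (SD, n = 3 mice) in control and 0.336 ± 0.0754 (SD, n = 3 mice) in mutant nerves. Its log2 fold change was -2.09 (standard error 0.38, adjusted p = 0.0155 from edgeR's quasi-likelihood test), and -2.08 with the replicate block, where the adjusted p was 0.0558. One other annotated gene matches the Caps2 transcript at 95% identity or more over at least 200 bases. Cadps2, a separate gene on chromosome 6 whose protein is also known as CAPS2, was at 43.7 ± 4.21 CPM (SD, n = 3 mice) in control and 38.8 ± 3.54 (SD, n = 3 mice) in mutant nerves. Its log2 fold change of -0.17 (standard error 0.11, adjusted p = 0.312 from the same test) was within the spread between mice.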

The downregulated genes included *Dok6* and *Caps2*, a gene involved in neurotrophin release and cell survival.^34^ 

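Adgrg6 (Gpr126), Erbb3, Lgi4 and Egr2 were each higher in every Dok6 mutant mouse than in every control mouse, and each had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Erbb3, on chromosome 10 of GRCm38 from 128567523 to 128589652, had a log2 fold change of 3.30 (standard error 0.60, adjusted p = 0.0151). Egr2, on chromosome 10 from 67535475 to 67542188, was at 2.02, 18.9 and 2.70 CPM in the 3 mutant mice and at 1.21, 0.975 and 0.4 in the control mice, a log2 fold change of 3.18 (standard error 0.90, adjusted p = 0.0483). Adgrg6 had a log2 fold change of 1.76 (standard error 0.35, adjusted p = 0.0193) and Lgi4 of 1.38 (standard error 0.36, adjusted p = 0.0399), below the threshold of 2 and above the threshold of 1. An annotated gene overlaps the exons of each of these 2 genes, and 1 gene matches the Lgi4 transcript at 95% identity or more, so their counts are uncertain. The adjusted p-values with the replicate block were 0.0449 for Erbb3, 0.0637 for Adgrg6, 0.0715 for Egr2 and 0.0861 for Lgi4. Across the 6 fits that each left out one mouse, the adjusted p of Egr2 ranged from 0.0302 to 0.154 and that of Lgi4 from 0.034 to 0.146. In the same fits, that of Erbb3 ranged from 0.00595 to 0.0854 and that of Adgrg6 from 0.0148 to 0.0883. Erbb3 and Adgrg6 were over 0.05 only without control mouse 2. Lama4 and Lamb1, laminin genes labelled in Fig. S6b, had log2 fold changes of 1.34 and 1.77, and Ngfr had one of 1.35 with overlapping values of the genotypes. The adjusted p-values of Lama4, Lamb1 and Ngfr were 0.0252, 0.0416 and 0.0326 in edgeR's quasi-likelihood test, and 0.0695, 0.0895 and 0.101 with the replicate block. Of the 13 genes of a list of central nervous system markers, 12 had at least 1 CPM in every library, and the list summed to between 1457 and 2341 CPM per library.

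**Figure D1:**
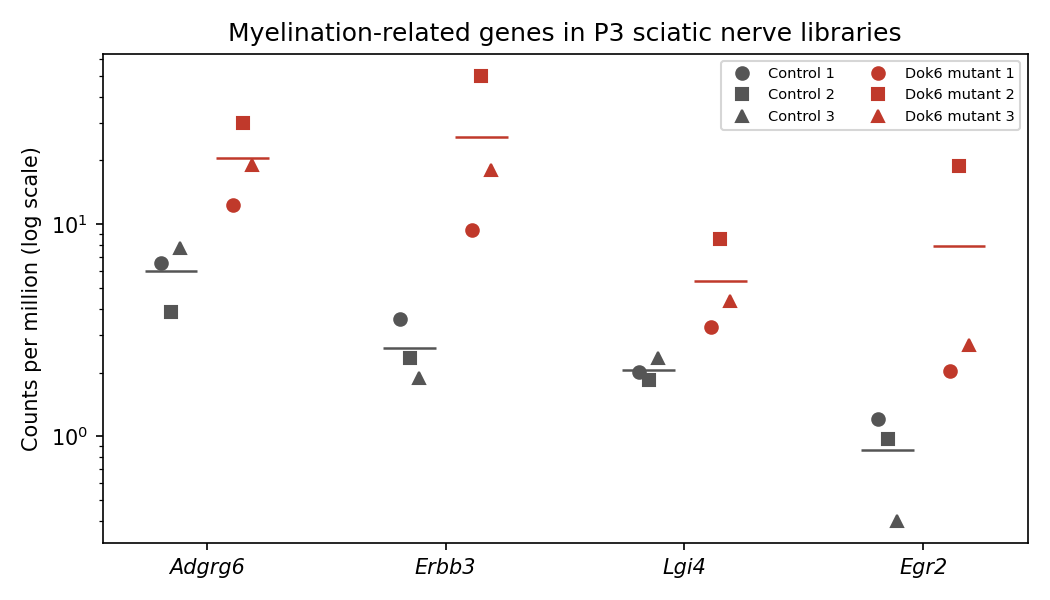
CPM (log axis) of Adgrg6, Erbb3, Lgi4 and Egr2 in each of the 3 control and 3 Dok6 mutant mice, with the symbol giving the mouse number and the horizontal line the mean of the genotype. Mutant mouse 2 is the highest for each of these genes, at 18.9 for Egr2 against 2.02 and 2.70 in the other mutant mice.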

Strikingly, many of the myelination-related genes (e.g., *Adgrg6/Gpr126*, *Mpz*, *Erbb3*, *Lgi4*, *Egr2*) that were significantly upregulated in *Dok6* KO mice (Supplementary Fig. S6b). A subset of these genes was randomly selected for validation by quantitative real-time PCR, and the results were in line with the findings from the RNA-Seq data. (Supplementary Fig. S6c). 

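A list of 195 focal adhesion genes and a list of 323 genes for receptors of neurotransmitters and hormones and their ligands were written by hand, since the KEGG sets were not used here. The background of both tests was the 17099 genes that passed the filter, in which 185 and 234 genes of the lists were present. Of the neuroactive ligand-receptor list, 9 genes (3.85%) were among the 204 called genes, against 1.16% of the other genes, an odds ratio of 3.42 (one-sided Fisher's exact test, p = 0.00203, Benjamini-Hochberg adjusted over the 2 lists p = 0.00406). All 9 were higher in Dok6 mutant nerves. They were Gabra2, P2rx3, Ptgir, Htr3b, Trpv1, C5ar1, P2ry2, Npffr2 and Lpar5, with log2 fold changes from 2.03 for Gabra2 to 5.72 for Ptgir. P2rx3 and Trpv1 also stand on a list of DRG neuron markers. None of the 185 focal adhesion genes was called at a log2 fold change above 2 (adjusted p = 1.0), although 46 had an adjusted p-value under 0.05 with an increase and 5 with a decrease. At a log2 fold change above 1, 22 focal adhesion genes (11.9%) were among the 686 called genes, against 3.93% of the other genes, an odds ratio of 3.30 (one-sided Fisher's exact test, adjusted p = 1.05e-05). These included the collagen genes Col6a1, Col6a2 and Col6a3 and the integrin genes Itga4, Itga5 and Itga6. In the fit with the replicate block, 7 genes of the neuroactive list (adjusted p = 0.00496) and 1 gene of the focal adhesion list (adjusted p = 0.769) were called at the threshold of 2.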

When the differentially expressed genes (DEGs) underwent functional category analysis, they showed enrichment in “Focal adhesion” or “Neuroactive ligand-receptor interaction” pathways, as well as other signaling pathway categories in Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. Furthermore, Gene set enrichment analysis (GSEA) revealed upregulation of genes associated with the “ErbB signaling pathway” and the “Regulation of actin cytoskeleton” (Supplementary Fig. S6d, e).

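Hand-written lists of genes of ErbB signaling and of the regulation of the actin cytoskeleton, of which 80 of 84 and 179 of 194 genes passed the filter, were compared with all other genes by the camera test of limma, which allows for correlation between the genes of a list. The ErbB signaling list had a median log2 fold change of -0.03, with 37 genes higher and 43 lower (adjusted p = 0.933 over the 3 lists tested with camera). Of its genes, 11 were higher and 7 lower with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Erbb3 had the largest increase of these and was the only one past a log2 fold change of 2. Erbb2 had a log2 fold change of 1.16 and Shc1 of 1.54, while Nrg3 and Pak1 were lower, at -0.46 and -0.40. The actin cytoskeleton list had a median log2 fold change of 0.14, with 105 genes higher and 74 lower (adjusted p = 0.112 from camera). Of its genes, 34 were higher and 6 lower with an adjusted p-value under 0.05, among them Itga5 at 1.53, Gsn at 1.19 and Myh9 at 1.04. Camera with the replicate block gave an adjusted p of 0.948 for the ErbB signaling list and 0.0793 for the actin cytoskeleton list. Ranking genes by log2 fold change and testing with fgsea, which like the GSEA of the paper compares the ranks of a list with those of random genes, gave normalized enrichment scores of 0.89 for the ErbB signaling list (adjusted p = 0.668) and 1.49 for the actin cytoskeleton list (adjusted p = 0.00227).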

Since our lab has previously revealed DOK6 is involved in Trk receptor-mediated signaling,^21^ to determine which neurotrophic factors may serve as upstream signals transduced by DOK6, we used immunoprecipitation experiments to determine whether NT receptors such as TrkA, TrkB, TrkC, Ret, and p75^NTR^ interact with DOK6 in the P3 sciatic nerve. The results show that DOK6 is capable of interacting with TrkC, Ret, p75NTR, etc., but cannot form mutual binding with TrkA and TrkB (Fig. 6d), which was subsequently confirmed in immunofluorescence experiments (Supplementary Fig. S7a). This suggests that DOK6 exhibits selectivity in mediating neurotrophin signaling.

Next, we investigated whether MAP1B functions downstream of DOK6 in supporting axonal maintenance. Notably, when cultured DRG neurons were infected with *Dok6*-shRNA and *Map1b*-shRNA lentivirus, the axons of the *Dok6-*shRNA group and *Map1b-*shRNA group showed discontinuous or beaded structures, as detected by immunostaining for NF200, a marker for large myelinated A fiber neurons, which was different from the littermate control group (Fig. 7a, Supplementary Fig. S7e). Moreover, the DRG neurons infected with *Dok6-shRNA* and *Map1b-shRNA*, showed a significantly decreased expression of ac-α-tub (Fig. 7a). Besides, consistent with the phosphoproteomics results, a significant decrease in MAP1B and p-MAP1B was observed in *Dok6* knockout sciatic nerves (Fig. 7b, c). These findings suggest that the function of DOK6 is related to the MAP1B in axonal degeneration.

**Fig. 7:**
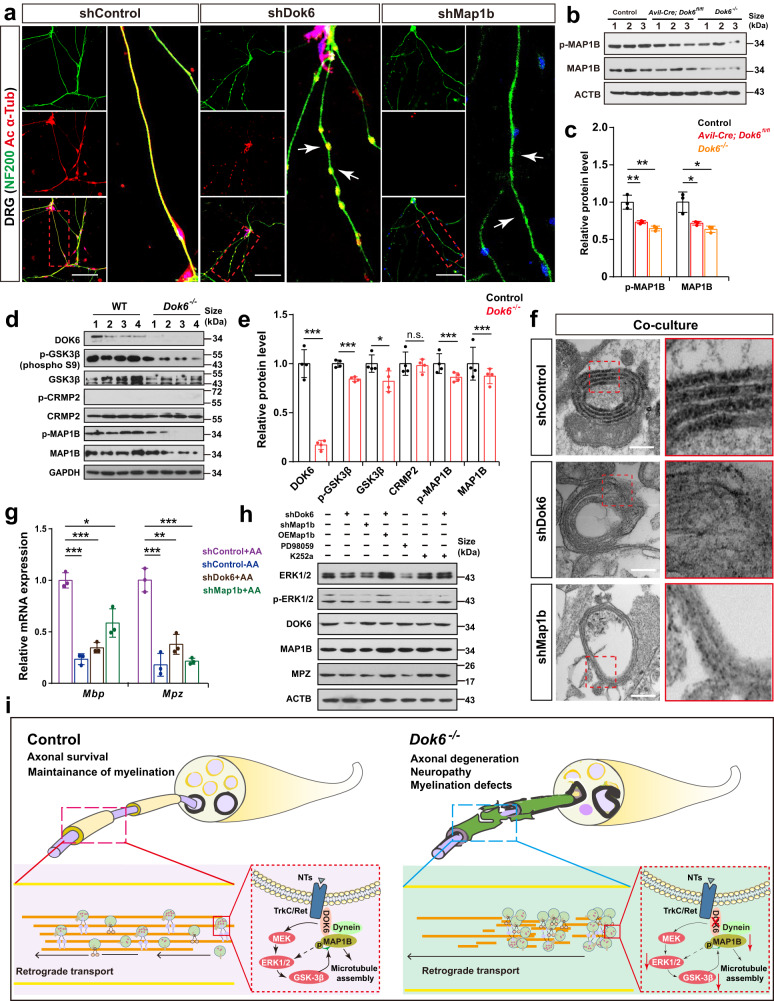
The DOK6, MAP1B and MEK/ERK signaling pathways are involved in the myelination process in the peripheral nervous system. **a** Immunocytochemistry of cultured DRG neurons after infection with sham, *Dok6-shRNA*, and *Map1b-shRNA* lentiviruses. The effects of DOK6 and MAP1B on neuronal degeneration were determined by acetylated α-tubulin (red) staining, the arrows indicate to degenerated axon showed torpedo-like structures Scale bar, 100 μm. **b**, **c** Western blot analysis of MAP1B Thr1265 phosphorylation (pMAP1B) and total MAP1B in sciatic nerves from untreated control, *Avil-Cre; Dok6*^*fl/fl*^ mice and *Dok6*^*−/−*^ mice. β-ACTIN served as a loading control. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, One-way ANOVA between different lines of mice. **d**, **e** Protein levels of P3 sciatic nerve protein associated with the GSK-3β signaling pathway, assessed by Western blot in Control and *Dok6* mutant mice sciatic nerve. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, ***p < *0.001* unpaired t test between different lines of mice. **f** Electron microscopy assay of cocultured DRG neurons and SCs infected with sham, *Dok6-*shRNA, and *Map1b-*shRNA lentiviruses. The abnormal myelin structure was exhibited in the *Dok6-*shRNA- and *Map1b-*shRNA-infected groups. Scale bar, 100 μm. **g** qRT–PCR assay for *Mbp* and *Mpz* mRNA expression in cocultured DRG neurons and SCs. *Dok6*-shRNA and *Map1b*-shRNA knockdown reduced *Mbp* and *Mpz* mRNA expression. AA refers to ascorbic acid, which is an essential component for cell myelination culture. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, One-way ANOVA. **h** Western blot assays for DOK6, MAP1B, ERK1/2, p-ERK1/2, MPZ and ACTB in cocultured DRG neurons and SCs. K252a is an inhibitor of Trk tyrosine protein kinase, and PD98059 is a MEK/ERK pathway inhibitor. **i** Proposed schematic model of the role of DOK6 in the crosstalk between axons and glia in PNS. *Dok6* conditional deletion in neurons affected axonal degeneration and myelination caused by improper signal activation of tyrosine receptor kinase. MAP1B could interact with DOK6, and *Dok6* deletion could correspondingly reduce the phosphorylation level of MAP1B via the GSK3β signaling pathway, thus affecting the expression of ERK1/2 in the MAPK signaling pathway in neurons

### DOK6 affects neuronal degeneration by MEK/ERK signaling activity

We further analyzed which downstream signal is mediated by DOK6 as an adapter protein. Trk receptor signaling mainly includes MEK/ERK, PI3K/AKT, and PLC-γ.^35^ In general, the intracellular signaling pathways of receptor tyrosine kinase (RTK) have several branches: MEK1/2/ERK1/2, p38, JNK, MEK5/ERK5, and AKT.^36^ We used the sciatic nerves from P3 mice to analyze the changes in the above pathways after *Dok6* deletion. Western blot data showed that both total and phosphorylated ERK1/2 were significantly decreased in *Dok6*^−/−^ mice (Fig. 6e, j). However, elements in the PI3K/AKT pathway, PLCγ pathway, MEK5/ERK5, p38, and JNK were not altered (Fig. 6f–j). Thus, we concluded that DOK6 is involved in the MEK/ERK signaling pathway (Fig. 6k), which is important for maintaining of cell survival and regulating of peripheral myelination and axonal growth.

Next, we further explored the potential relationship between DOK6, MAP1B, and MEK/ERK1/2 signaling pathways. MAP1B is a well-known target of glycogen synthase kinase 3β (GSK3β) and is activated by GSK-3β phosphorylation. Interestingly, neurotrophin engagement with its Trk receptor enhances the activity of GSK-3β through the MAPK pathway, specifically ERK1/2 activity, then to phosphorylate MAP1B.^37^ We then investigated the expression and phosphorylation of these proteins in littermate control and *Dok6* mutant mice sciatic nerve and found that *Dok6* mutant decreased the expression and phosphorylation of GSK3β, as well as the phosphorylation of MAP1B. The expression of CRMP2 was unaffected, even the phosphorylation of CRMP2 cannot be detected (Fig. 7d, e). These results suggest that *Dok6* deletion inhibits the GSK-3β activity, which is likely to be mediated through the action of ERK1/2, thereby abolishing MAP1B phosphorylation and reducing microtubule stability. In turn, MAP1B can directly bind to DOK6 and affect the phosphorylation and expression of ERK1/2.

To further verify that the function of DOK6 is related to the MAP1B in myelination, we established an in vitro DRG neuron and SC coculture experimental system that mimics the early myelination process (Supplementary Fig. S7c). The expression of *Dok6* and *Krox20*, an SC marker, varied regularly along with the progression of myelination in the coculture system (Supplementary Fig. S7d). Immunostaining and TEM revealed degeneration in the *Dok6*-shRNA- and *Map1b-*shRNA*-*infected axons, which failed to form intact and continuous myelin sheaths. In addition, the expression of myelin protein zero (MPZ), a gene required for the proper formation and maintenance of myelin, was relatively lower in the *Dok6*-shRNA- and *Map1b-*shRNA*-*infected coculture system (Fig. 7f, Supplementary Fig. S7f). Real-time PCR analysis confirmed the decreased *Mbp* and *Mpz* mRNA expression in the coculture system upon *Dok6*-shRNA and *Map1b-*shRNA knockdown (Fig. 7g). These data indicated that MAP1B may play a similar function to DOK6 in the initiation of myelination. Notably, *Dok6*-shRNA knockdown plus *Map1b* overexpression together increased the phosphorylation level of ERK1/2 as well as the expression level of MPZ indicating that MAP1B could partially restore DOK6 function. In the *Dok6*-shRNA knockdown plus the addition of K252a, an inhibitor of tyrosine protein kinase, ERK1/2 phosphorylation levels and MPZ expression were slightly lower than those in the K252a group. PD98059, an inhibitor of the MEK/ERK pathway, efficiently blocked ERK1/2 phosphorylation in DRG neuron and SC co-culture systems and reduced MPZ expression (Fig. 7h). Taken together, these in vitro and in vivo analyses suggest that DOK6 may influence axon degeneration and then impair myelination via the MEK/ERK signaling cascade.

## Discussion

In this study, we have demonstrated that DOK6, a member of the DOK family adapter protein, is essential for axon transport, stability and myelination in the PNS (Fig. 7i). Genetic deletion of *Dok6* results in typical peripheral neuropathy symptoms such as abnormal posture and aberrant gait, nociceptive hyposensitivity, severe paw injury and deformity, peripheral myelin abnormalities, and decreased of nerve conduction velocities. These pathological changes caused by *Dok6* deletion are due to axon degeneration. Since *Avil-Cre* drives Cre-mediated recombination specifically in all peripheral sensory neurons,^30^ our data show that *Avil-Cre-*mediated *Dok6* knockout in sensory neurons displays a set of phenotypes similar to that of the *Dok6* mutant. This further indicates that the axonopathy and myelination abnormality caused by *Dok6* is mainly based on PNS sensory neurons. Mice lacking *Dok6* showed increased SMI32^+^ non-phosphorylated neurofilaments, decreased acetylation/stable α-tubulin, and impaired axonal retrograde transport in peripheral nerves. It is worth noting that the acetylation of α-tubulin promotes dynein binding to microtubules, thereby facilitating axonal retrograde transport. Decreased α-tubulin acetylation and deficits in axonal transport are considered early characteristics of peripheral neuropathy,^14^ and increasing α-tubulin acetylation and salvage axonal transport defects may provide benefits in mice with Charcot-Marie-Tooth disease (CMT), the predominant type of inherited peripheral neuropathy.^38^ Notably, the human genetic and clinical data also strongly suggest that DOK6 is closely associated with peripheral neuropathy. The single nucleotide polymorphisms of *Dok6* found to increase susceptibility to Hirschsprung’s disease, which is most commonly associated with the RET genetic mutation, indicating the relevance of *Dok6* to neurotrophic signaling.^22^ This supports the key role of *Dok6* in maintaining axon function and its possible role in the pathogenesis of peripheral neuropathy

How the specificity of functional outputs is achieved in such divergent neurotrophin signaling has always been of great interest. In this study, we found that DOK6 selectively mediates the neurotrophin signaling cascade, by selectivity binding to some neurotrophin receptor and by specifically mediating the activation of the downstream MAPK-ERK1/2 kinase pathway. First, our immunoprecipitation results showed that DOK6 can interact with TrkC and Ret but not TrkA and TrkB, and the immunofluorescence data also confirmed the co-localization of DOK6 and TrkC in DRG neurons. Meanwhile, *Dok6* deletion reduced the number of proprioceptive neurons (*TrkC*^*+*^*, Runx3*^*+*^*, PV*^*+*^) and *Ret*^*+*^ neurons in the P21 mouse DRG, but did not change the number of *TrkA*^*+*^, *CGRP*^*+*^ and *TrkB*^*+*^ DRG sensory neurons. TrkC^+^ proprioceptive neurons consist of large- and medium-diameter myelinated A-fibers (Aα and Aβ, respectively) to sense body position and movement.^24,39^ *Ret*^*+*^ neurons have two main subpopulations: small- to medium-diameter non-peptidergic nociceptors and mechanosensory neurons that sense touch.^25^ This is consistent with the behavioral changes in *Dok6* knockout mice, which are severely impaired in proprioception and experience a certain decrease in pain. Second, our phosphoproteomics and Western blot analysis in *Dok6*-deleted sciatic nerves showed that the MEK/ERK1/2 signaling pathway was significantly decreased, while other molecules (e.g., pAKT, pPLCγ1/2, pERK5, pJNK and p-p38) did not show obvious changes, suggesting that DOK6 specifically mediates the MEK/ERK signaling pathway. These results are in line with our previous findings that DOK6 can interact with the NPQY motif of TrkC receptor via its PTB domain. The tyrosine residue Tyr516, which mediates the MEK/ERK1/2 signaling pathway, is situated within the conserved NPQY motif that binds to DOK6.^21^ The reason for this is still unclear and it may be that different molecules mediate differential signal transduction at different stages or cell types.

As an adapter protein, DOK6 not only coordinates the specificity for activation of the downstream neurotrophin pathway but is also involved in the retrograde transport of NT-receptor complexes. DOK6 can directly interact with trafficking machinery proteins including MAP1B, Tau, and Dynein, and mediate their phosphorylation, to maintain axonal homeostasis and retrograde transport. Axonal transport of protein and organelle cargoes is essential for the execution and maintenance of neuron functions.^11–13^ Remarkably, several mutations in motor proteins or motor regulator genes have been identified in associated with axonal forms of hereditary peripheral neuropathies.^40,41^ For example, mutations in DYNC1H1.^42^ or RAB7A.^43^ have been reported to cause CMT. Mice with loss of microtubule-associated protein Tau or MAP1B show significant abnormalities in axon elongation,^33,44,45^ demonstrating the necessity of these MAPs in axon maintenance. We found the *Dok6* mutant decreased the expression and phosphorylated of ERK1/2, GSK3β, as well as the phosphorylation of MAP1B. Interestingly, the neurotrophin mediated MAPK-ERK1/2 pathway could phosphorylate MAP1B through activated GSK3β,^37^ and the activity of ERK1/2 regulates the cytoplasmic dynein binding to endosomes for retrograde axonal transport in response to neurotrophin.^46^ It is proposed that DOK6 can affect the activity of ERK1/2, regulate the expression and phosphorylation of MAP1B (possibly also Tau) through GSK3β to affect the stability of the cytoskeleton; and regulate cytoplasmic dynein binding to endosomes for retrograde axonal transport in response to neurotrophin. These could mechanically explain the lack of *Dok6* leading to degeneration of axons and block of axonal retrograde transport (Fig. 7i). In summary, as mentioned above, the different neurotrophic factor-receptor complexes can recruit specific adapter proteins, such as DOK6, to selectively modulate the activity of distinct targets within a network. At the same time, these adapter proteins can act as scaffolds to recruit different proteins to mediate retrograde trafficking and signaling cascades.

In *Dok6*-lacking mice, there was a significant abnormal myelination phenotype, including: (a) inhibition of radial sorting and delay of the sciatic nerve myelination at an early stage; and (b) developing neuropathy-like focal myelin abnormalities. The change in myelin sheath at the later stage may be due to the secondary effect leading to the abnormal upregulation of myelination-related gene expression, which is consistent with the sciatic nerve transcriptome results at P3. However, the expression pattern of Dok6 and the conditional knockout data suggest that the myelin abnormalities caused by *Dok6* deletion are a secondary effect of the axonal change. 

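In the P3 nerves, 54 of 55 genes of a hand-written list of myelination genes passed the filter, and their median log2 fold change between Dok6 mutant and control mice was 0.83, against 0.01 for the other genes (adjusted p = 0.000177 from camera). Of these genes, 46 were higher and 8 lower, 21 were higher in every mutant mouse than in every control mouse, and 3 were lower in every mutant mouse. With an adjusted p-value under 0.05 in edgeR's quasi-likelihood test over all genes, 15 genes were higher and none was lower, and with adjustment over the list alone, 23 genes passed. Pmp22 was at 24.7, 17.5 and 14.6 CPM in the control mice and at 89.3, 783 and 76.2 in mutant mice 1, 2 and 3, a log2 fold change of 4.06 (standard error 0.89, adjusted p = 0.0244). Prx was at 28.2, 330 and 18.7 in the mutant mice and at most 10.3 in a control mouse. Without the 5 genes named in the results, the adjusted p of the list was 0.00176, with the replicate block it was 0.000116, and with the correlation between genes estimated from the data in place of the preset 0.01 it was 0.512. Each of the 3 other splits of the 6 mice that part all same-numbered pairs also gave this list a p-value at least as small as the split by genotype. The paper proposes that the change in the myelin sheath at the later stage may be due to a secondary effect leading to abnormal upregulation of these genes, and it refers to the P3 transcriptome beside this proposal.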

Mice with *Dok6* deletion in peripheral neurons by *Avil-Cre* and *Sns-Cre* showed typical peripheral myelin outfolding, axon destruction, and retrograde transport defects, whereas mice with *Dok6* deletion in SCs by *Cnp-Cre* shown no obvious changes. In the past, many studies have focused on the regulatory mechanism of axon-glia crosstalk.^3,47^ For example, it has been found neurotrophins also affect the myelination of DRG axons, that BDNF promotes myelination through the p75^NTR^ receptor, whereas NT3 inhibits myelination by acting through its TrkC receptor.^47–50^ Neuregulin 1 (Nrg1) is a crucial regulator that provides axonal signals to control Schwann cell proliferation and myelination through its ErbB2/3 receptors in SCs. Interestingly, ErbB2/3 are members of tyrosine kinase receptors, and Erk1/2 are considered to be their functional downstream cascades when activated by Nrg1.^51^ 

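At the RNA level, Nrg1 (chromosome 8 of GRCm38, from 31814551 to 32884029) was at 34.5, 29.6 and 30.0 CPM in the control nerves and at 30.4, 35.1 and 41.3 in the Dok6 mutant nerves. The log2 fold change was 0.18 (standard error 0.13, adjusted p = 0.359 from edgeR's quasi-likelihood test), and the values of the genotypes overlapped. With the replicate block it was also 0.18 (adjusted p = 0.471). An annotated gene overlaps the exons of Nrg1. Erbb3 was at 2.60 ± 0.862 CPM (SD, n = 3 mice) in control and 25.8 ± 21.4 (SD, n = 3 mice) in mutant nerves, with 9.39, 49.9 and 18.0 in mutant mice 1, 2 and 3. The count table measures transcripts and carries no information on phosphorylation.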

We found a significant increase in NRG1 and p-ErbB3 (ErbB3) in P3 *Dok6* knockout sciatic nerves (Supplementary Fig. S6f, g) which is consistent with our RNA-seq results (Supplementary Fig. S6). This provides some insight into the mechanism of *Dok6* mediated in axon myelination. Moreover, MAP1B is mainly expressed in neurons at high levels during development;^33^ however, our in vitro cell culture data show that knockdown of MAP1B in neurons affects the process of myelination, and overexpression of MAP1B could rescue the effect of *Dok6* knockdown on MPZ expression. This is consistent with the previously reported that mice lacking MAP1B exhibit impaired axonal myelination in the CNS and PNS.^52,53^ Humans with MAP1B loss-of-function mutations show intellectual disability and extensive white matter deficits.^54^ Franzen *et al*. found MAP1B acts as a neuronal binding partner for Myelin-associated glycoprotein (MAG), which is expressed in the periaxonal membranes of Schwann cells responsible for the maintenance of myelinated axons.^55^ Therefore, DOK6, as an important docking protein that mediates RTK signaling cascades, may be a key molecule in neurons that provides axon-glia communication in the PNS.

Taken together, this study reveals the role of DOK6 in the maintenance of peripheral nerves as a critical adapter protein that selectively facilitates part of the neurotrophin signal transduction process. These findings provide new perspectives on inherited peripheral neuropathy. Nevertheless, this study has certain limitations or raises some intriguing issues that require further investigation in the future. First, DOK6 functions as an adapter protein that can mediate the RTK pathway, although we found that DOK6 interacts with TrkC and Ret but not with TrkA and TrkB, whether it can also mediate other RTK signals and how the specificity is established needs to be further determined. Second, we found that DOK6 is expressed in the peripheral nervous system, particularly in sensory neurons. It still needs further characterization that DOK6 is expressed in which types of peripheral nerve cells, such as motor neurons (Supplementary Fig. S7b), enteric nerves, *etc*.; Third, adapter proteins can provide a docking platform to perform multiple signaling events. This study revealed that DOK6 has the capacity to bind and regulate numerous proteins in the process of prograde transport. However, the precise mechanism of the process requires further revealed; Finally, the underlying DOK6-dependent mechanism that controls the directionality of axon-glia crosstalk in the PNS remains to be elucidated. This will help us to better clarify how axonal signals recruit and maintain myelination.

## Materials and methods

### Construction of *Dok6* mutant and conditional knockout model mice

All animal experiments conducted in this study were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Chinese Academy of Medical Sciences and Peking Union Medical College. Additionally, all procedures were performed in accordance with the Experimental Animal Regulations (China Science and Technology Commission Order No. 2). All mice were housed in cages with individual ventilation systems and subjected to a 12-h light/dark cycle. Except for the behavioral experiments with female mice, other experiments did not distinguish between the genders of mice. The weight of the mice ranged from 1.5 g to 25 g, with mice of different ages according to the different experimental requirements. All experiment animals were randomly allocated to different experimental groups based on their age and genotype.

*Dok6* conditional knockout mice were designed and completed by Beijing Biocytogen Co., Ltd. The *Dok6* gene has a total length of ~468 kb on chromosome 18 and has two transcripts, *Dok6*-001 (protein ID: ENSMUSP00000095103) and *Dok6*-002 (protein ID: no protein product). The knockout strategy is based on *Dok6*-001 by using the Cre/Loxp system. The mouse strains utilized in this study were bred and kept on a C57BL/6 background. The mice were obtained using the ES cells targeting strategy wherein clones exhibiting accurate recombination at both ends were selected and subsequently subjected to ES cell (on a C57BL/6 background) microinjection. The resulting offspring chimera mice were further backcrossed with the C57BL/6 wild-type mice so as to generate the mutant mice for experimentation.

A standard gene targeting procedure was used to generate the *Dok6* mutant mouse, in which a neomycin (Neo) resistance gene was flanked by exon 3 of Dok6 (Supplementary Fig. S1a). F1 heterozygous mice were first required to remove the neomycin resistance cassette. The Frt sequence is located bilaterally in the Neo cassette, which is the recognition site for FLP recombinase. Floxp (fl) heterozygous mice were obtained by crossing F1 heterozygous mice with FLP deletion mice. *EIIA-cre*, which is expressed in the early fertilized egg period, was selected to cross floxp (fl) heterozygous mice for experimental *Dok6* conventional knockout. Later, *Cnp-Cre*, *Sns-Cre*, and *Advillin-Cre* were selected to cross *Dok6*^fl/fl^ mice for *Dok6* conditional knockout.

Mice up to 7 days of age may undergo toe clipping for identification purposes, and collect the tissue in a 1.5 ml EP tube. For Mouse genome DNA extraction, 500 μL DNA Lysis Buffer and 8 μL Proteinase K were added to each tube and were fully lysed in water bath at 56 °C overnight. The EP tube was removed from the water bath and placed at room temperature for 10 min. An equal volume of phenol-chloroform mixture (25:24) was added to the tissue lysate, and centrifuged at 12,000 rpm at 4 °C for 15 min. The upper water phase of 300 μL was transferred to the new EP tube, and the same volume of isopropyl alcohol was added, and centrifuged at 12,000 rpm for 15 min at 4 °C. Leave the precipitation, add 75% ethanol to wash, centrifuge at 12,000 rpm 4 °C for 10 min, then discard the supernatant. Repeat this operation. Dry precipitation at room temperature for 5 min, adding a certain volume of ddH_2_O to dissolve.

Genotyping was conducted on DNA obtained from tail or ear biopsies using standard PCR techniques and the specified primers supplied in Supplementary Table S2, knocking out the *Dok6* gene results in the deletion of one end of the Aloxp primer and the Frt primer, the PCR assay cannot produce a fragment PCR band of the target size. The primer Aloxp was obtained by DNA identification of mice in the control group with a band size of 297 bp, and a band size of Frt is 267 bp. 3loxp primers were used for gene identification for *Dok6* knockout. The 3loxp primers located on both sides of the loxp insertion site could produce a sequence product with a length of 435 bp, but the full-length band product of control mice was 1088 bp.

### DRG dissection and culturing

Before DRG culturing, coverslips placed in 24-well plates (Corning) were treated with 20 μg/ml poly-L-lysine plus laminin for at least 12 h at 4 °C. E15.5 SD pregnant mice underwent intraperitoneal injection for anesthesia with 0.7% Amobarbital Sodium (10 ml/kg). Embryos were removed intact and placed in a 15 cm culture dish filled with normal saline. 20–24 DRGs per animal were dissected from the spinal cord regions of one mouse in the Neurobasal medium (Gibco) and collected DRGs in the L-15 medium (Gibco). Collected DRGs into the culture dish center, pipetted L-15 medium, and treated with 0.25% Trypsin and incubated at 37 °C (without CO_2_) for 45 min to 1 h. To detach the cells, 10% (vol/vol) HI-FBS was added. The cell suspension was then transferred to a sterile centrifuge tube and centrifuged at 500 × *g* for 5 min. The supernatant was removed and the cell pellet was resuspended with Neurobasal medium using fire-polished glass 0.5 Pasteur pipettes. After another centrifugation at 500×g for 5 min, the cells were resuspended in Neurobasal medium and plated or transferred to wells. The culture media, including HI-FBS, 1 mM glutamine, 10–5 M fluorodeoxyuridine, 10-5 M uridine, and 50 ng/ml NGF, were added to reach a total volume of 800 μl or 400 μl for plates or wells, respectively. The cells were maintained at 37 °C in a humidified atmosphere with 5% (v/v) CO_2_.

Then, the DRG neurons were pre-treated for 30 min in the medium with either K252a (a selective inhibitor of the tyrosine-protein kinase activity of Trk family, 100 nM, Sigma) or PD98059 (a selective inhibitor of MEK/ERK signaling, 10 μM, MCE). DMSO was added at an appropriate concentration as the solvent control for chemical reagents that required dissolution.

### DRG/Schwann cell cocultures

Myelination in DRG/Schwann cell cocultures was performed basically as described previously.^56^

### In situ hybridization and immunohistochemistry

L4 and L5 DRGs and sciatic nerves were first fixed in a solution containing 4% (wt/vol) paraformaldehyde (PFA) in DEPC H_2_O. Then were cryoprotected in a solution containing 25% (wt/vol) sucrose. After embedding in TissueTek (Sakura Finetek), the samples were sectioned into slices, thaw-mounted on Superfrost Plus slides (Erie Scientific), and stored at −80 °C.

#### In situ hybridization

RNA probes were synthesized by using gene-specific PCR primers and embryonic or adult mouse brains or spinal cords cDNA templates. In situ hybridization was performed using digoxigenin-labeled probes. The probes were then hybridized overnight at 65 °C, and the slides were treated with horseradish peroxidase anti-digoxigenin antibody (Roche). The final detection was achieved using NBT/BCIP stock solution (Roche). To estimate the neuron profile, every third section was chosen for ISH quantification, and the number of neurons positive for specific molecular markers was counted at least six independent sections were taken, with more than ten DRGs per genotype, ensuring they were nonadjacent. The primer information for the in situ hybridization probes can be found in Supplementary Table S3.

#### Immunohistochemistry

After performing antigen retrieval (10 mM citrate buffer with 0.05% Tween-20, pH 6.0, at 95 °C for 20 min) and blocking (5% goat serum plus 0.3% Triton X-100). Following that, the tissue was incubated with antibodies under different conditions. The resulting images were captured using a Zeiss LSM510 confocal microscope. To estimate the cell profile, every third section was stained with DAPI to visualize the nucleoli. The validity of the method was confirmed through several control experiments. The following primary antibodies were used: Anti-α-tubulin (CST, 3873, 1:1000), Anti-acetyl-α-tubulin (CST, 5335, 1:800), anti-TrkA (Millipore,06-574, 1:200), anti-TrkB (Santa Cruz Biotechnology, sc-377218, 1:200), anti-TrkC (R&D systems, AF1404,1:200), anti-Tuj1 (Abcam, ab78078, 1:1000), anti-S100β (Sigma, Sab4200671,1:100), anti-DOK6 (Oasisbiofarm, epitope:1624, 1:250), anti-NF200 (Abcam, ab4680,1:1000), anti-MBP (RayBiotech, Aa82-87,1: 1000), anti-MPZ (Sigma, ABN363,1:2000). Secondary antibodies were Alexa Fluor 488 (goat anti-mouse, A-11001; goat anti-rabbit, A-11008); and 594 (goat anti-rabbit, A-11012; goat anti-mouse, A-11005) (Invitrogen) with dilution: 1:1000.

### Protein extraction

Tissues were dissected from different aged mice according to the different experiments, after PBS-perfused, tissues were washed in PBS, then collected into microcentrifuge tubes and snap freezing in liquid nitrogen then stored at −80 °C. Samples were thawed on ice, and ground up in lysis buffer (Tris-NaCl-Triton-EDTA (TNTE) lysis buffer (pH = 7.4) containing 50 mM Tris-HCl, 150 mM NaCl, 0.5% Triton X-100, 1 mM EDTA, 1 mM Na_3_VO_4_, 25 mM NaF, 10 mM Na_4_P_2_O_7_·10H_2_O) with four protease inhibitors (5 μg/mL phenylmethylsulfonyl fluoride (PMSF), 0.5 μg/mL leupeptin, 0.7 μg/mL pepstatin, and 0.5 μg/mL aprotinin) and left for 30 min on ice, before clearing for 30 min at 12,000 rpm at 4 °C. Centrifuge Transfer the supernatant to the new EP tube and add about 1/5 of the supernatant volume of 6 × Protein Loading Buffer, mix well, denatured at 98 °C for 10 min in a metal bath, and store at −20 °C.

### Immunoblotting

Immunoprecipitates and protein lysates were fractionated by appropriate concentration (v/v) SDS-PAGE gels and transferred to PVDF membranes. After incubating in blocking solution (Tris-buffered saline with 0.1% (v/v) Tween 20 and 5% (w/v) non-fat dry milk) for 1 h, the membranes were then exposed to primary antibodies overnight. The next day, the membranes were washed and probed with HRP-conjugated anti-mouse or anti-rabbit secondary antibodies: Goat anti-rabbit HPR (zsbio ZB-2301), Goat anti-mouse HPR (zsbio ZB-2305), Goat anti-rat HPR (zsbio ZB-2307), Rabbit anti-goat HPR (zsbio ZB-2306), followed by detection using ECL western blotting substrate (Merck Millipore) and exposure using the Chemical Imaging System (Tanon). The following antibodies were used: anti-β-actin (Sigma, a5441), anti-DOK6 (Abcam, ab72730), anti-DOK6 (Novusbio, NBP2-16211), anti-Ret (Santa Cruz Biotechnology, sc-1290) anti-TrkA (Millipore,06-574), anti-TrkB (Santa Cruz Biotechnology, sc-377218), anti-TrkC (R&D systems, AF1404), anti-MAP1B (Santa Cruz Biotechnology, sc-136472), anti-p-MAP1B (Novus Biologicals, NBP1-42827), anti-p75^NTR^ (Abcam, ab52987), anti-p-MAPK kit (CST, 9910T), anti-MAPK kit (CST, 9926T), anti-p-ERK1/2 kit (CST, 9911T), anti- AKT kit (CST, 9916T), anti- PI3K kit (CST, 9655T), anti- AKT (CST, 9272S) anti- PLCγ kit (CST, 3860T), anti- ERK5 (CST, 3372), anti- p-ERK5 (CST, 3371), anti- JNK1/JNK2 (Abcam, ab4821). Anti-α-tubulin (CST, 3873), Anti-acetyl-α-tubulin (CST, 5335), anti-MAPT (Santa Cruz Biotechnology, sc-166062), anti-DBN1 (Abcam, ab60933), anti-BASP1 (Abcam, ab214322), Anti-p-GSK3β (CST, 9336), Anti-GSK3β (CST, 12456), Anti-p-CRMP2 (Abcam, ab62478), Anti-CRMP2 (CST, 9393), Anti-NRG1 (Abcam, ab180808), Anti-p-ErbB3 (CST, 4791), Anti- ErbB3 (Abcam, ab32121).

### GST pull-down assays

Clone the *Dok6* cDNA into the GST expression vector pGEX-6p-1, then transform constructs into the *E. coli* strain BL21 (DE3), subsequently induced with1 mM IPTG and incubate with 30°C while shaking at 220 rpm for 6 h. The recombinant GST fusion proteins were purified using Glutathione Sepharose Resin (TaKaRa). After the immobilization of the bait onto the prepared resin, the E18.5 mice forebrain lysates were incubated with GST-Full-length-DOK6 (GST-DOK6) or GST alone (negative control) coupled to glutathione Sepharose beads overnight at 4 °C. After extensive washing of the pelleted glutathione Sepharose beads, collect the beads, add 1XPBS for re-suspension. Analyze the results using SDS-PAGE, the precipitated material was analyzed by silver staining.

### Immunoprecipitations

Sciatic nerve protein collected from P3 mice was lysed, and protein was subjected to immunoprecipitation using TrkA, TrkB, TrkC, RET, p75^NTR^, and MAP1B specific antibodies or isotype control antibodies with protein G-conjugated Sepharose beads while rotating overnight at 4 °C. After incubation, the immunoprecipitates were subjected to four washes with lysis buffer and then eluted in 20 μl of 6× loading buffer at 98 °C.The eluted samples were subsequently analyzed by western blotting using their corresponding anti-DOK6 antibodies.

### Lentiviral and adenoviral production and infection

Lentiviruses for overexpression and knockdown of *Dok6* and *Map1b* were packaged by Shanghai Genechem Co., Ltd. Infected cells were treated with puromycin (2 μg/ml) for 14 days to select for successfully infected cells. GFP expression was observed to determine the efficiency of cell infection.

### Quantitative reverse transcription PCR (qRT–PCR)

Total RNA was isolated using TRIzol reagent (Invitrogen), and cDNA was synthesized using TransScript First-Strand cDNA Synthesis SuperMix (TransGen). qRT-PCR assays were conducted with SYBR Premix EX Taq (TaKaRa) and the IQ5 sequence detection system (Applied Biosystems) was used to record the signals. Each experiment included triplicate samples and the assay was repeated three times. The primer sequences can be found in the methods section, with Gapdh serving as the internal control. Supplementary Table S4 provides the qRT-PCR primer information.

### Retrograde tracer injection

Preparation of 0.5% (wt/vol) Alexa Fluor 488-conjugated cholera toxin-B (AF488- CTB, Thermo Fisher, C34775) solution involved dissolving 100 μg of solid in 20 μl of phosphate buffer. In a clean and well-ventilated environment, the fur was removed from the skin that covered the gastrocnemius and anterior tibialis muscles of the lower limb on one side of the mouse, the clipped hair was removed using surgical tape, the right leg was extended, the top of the hind paw was tapped, and straight forceps were used to gently hold the skin in place. Two small incisions were made, one above the gastrocnemius muscle and one below the anterior tibialis muscle. The solution containing the fluorescent probe was placed in a microsyringe, and 2 µl was slowly injected into the muscles. It was ensured that the eye of the needle could be seen within the muscle before the injection. The injection into the lateral head of the gastrocnemius was performed at a steep angle relative to the table surface, with a much shallower, almost horizontal approach, angle (10–20°) for the tibialis anterior. Once the injection was finished, the microsyringe in the muscles was halted for 3–5 s and then slowly removed.

### Nerve isolation and teasing of nerve fibers

Sciatic nerves were obtained from 6-week-old mice at least 4 h after AF488-CTB injection, and the surviving mice were anesthetized with 0.7% amobarbital (10 ml/kg, i.p.) Then, sciatic nerves were isolated from the mice and fixed in 4% ice-cold paraformaldehyde in 0.1 M phosphate buffer pH 7.4 and ddH_2_O for 30 min, rinsed three times with 0.1 M PBS, and stored at 4 °C until teased; teased sciatic nerve fibers were mounted on slides and stored at room temperature for drying up to 8 h before analysis using an Olympus confocal microscope.

### Electron microscopy

The perfusion-fixed tissues from transcardially perfused mice were fixed in a solution containing 4% paraformaldehyde (wt/vol) then postfixed in a solution containing 4% paraformaldehyde and 2.5% glutaraldehyde (wt/vol). The tissues from control and *Dok6* mutant mice were prepared together. Digital images were captured at original magnifications of ×5000 and ×8000. The g-ratio was measured on electron micrographs of randomly chosen axons per animal. The number and percentage of myelinated axons were counted on complete semithin cross-sections of sciatic nerves. The percentage of abnormal myelinated axons was quantified by counting all fibers on randomly selected electron micrographs at the same magnification per animal.

### g-ratio statistical analysis

Statistical analysis g-ratio, calculated as the ratio of axon diameter to fiber diameter, was performed as previously described.^57^ For quantification, sciatic nerve axons were manually counted using ImageJ software. The scale bar corresponding to the magnification used in each micrograph was used to calibrate the images. Randomly selected fibers were used to measure axons without myelin and the fiber regions with myelin, excluding those surrounded by a Schmidt Lanterman incisure. A minimum of 100 nerve fibers were analyzed per animal.

### Nerve conduction velocity measurement

Conduction velocity measurements were performed on P60 mice under anesthesia (0.7% amobarbital 10 ml/kg). The sciatic nerve tissue was removed from each animal, and then by stimulating one end of the motor nerve, the impulse was transmitted along the nerve trunk and recorded at the other end of the recording electrodes. The distance between the stimulation electrodes and recording electrodes was fixed, and compound action potentials (CAPs) were recorded with a BL-420N Biological Signal Acquisition and Analysis System (Chengdu, China). The calculation of nerve conduction velocities involved determining the distance between the stimulation and recording electrodes and measuring the latency difference between the successive stimulation-induced CAPs.

### Behavioral tests

Mice were maintained on a 12-h light/dark cycle and provided with ad libitum access to food and water. A 1-h habituation period was given to the mice before the start of the experiments. All behavioral experiments were conducted blindly.

#### The grip strength test

The forelimb grip strength test is a frequently employed technique where an examiner pulls the tail of a rodent horizontally while it grips a bar connected to a monitoring device. The maximum value recorded during this test represents the forelimb grip strength.

#### Coat hanger test

The experiment can detect comprehensive animal muscle motion ability, and objectively reflect the central nervous system of motor coordination ability and control ability. Use hangers as hanging tools, when the mouse catches its front paws hanging objects, timing starts, record its downtime, the time of climbing on the coat hanger, and the incubation period of falling were recorded.

#### Balance beam walking

Motor and balance coordination were evaluated by assessing the ability of mice to cross the balance beam laterally to reach a closed safety platform. The mice were placed on a balance beam with a length of 1 m and a width of 1 cm, and the time mice took to walk from one end of the balance beam to the other end (from the beginning of one end of the balance beam to the time when all their limbs entered the other end of the balance beam) was recorded to evaluate the balance ability.

#### Hot plate

Mice were initially placed on a plate set at 48 °C at initially. The latency to the onset of hindpaw licking or shaking was measured. Each mouse was tested twice with a resting period of 5 min between trials. After a resting period of at least 1 h, the experiment was repeated at 50 °C and 52 °C. A cut-off of 60 s was applied to avoid tissue damage.

#### Rotarod test

Mice were subjected to the rotarod test using the LSI Letica Scientific Instruments apparatus. The rotarod was set to gradually accelerate from 4 to 40 rpm over a 5-min period, and the time taken for the mice to fall off was recorded. The mice underwent training and testing for 4 consecutive days, with each day consisting of three separate tests, each separated by at least a 5-min resting period.

#### Treadmill exercise

Each mouse was familiarized with the treadmill apparatus (Model T306, Diagnostic & Research Instruments Co., Taoyuan, Taiwan). The mice were then made to exercise at a speed of 15 m/min for a duration of 10 min, while an electric shock grid on the rear barrier was used to motivate them to run. The distance covered by the mice during this exercise was measured.

### RNA-seq and data analysis

The sequencing process includes the detection of total RNA samples, construction of libraries, inspection of libraries, and sequencing. The RNA-seq libraries were prepared using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® and then sequenced by Illumina NovaSeq 6000 sequencer. Once the database meets the qualifying criteria, sequencing is carried out after pooling according to the requirements of effective concentration and target data quantity. After obtaining clean data, reads can be compared, and then performed gene expression quantification, differential expression analysis, and functional enrichment analysis using R language (version 4.2.1, http://www.rproject.org). Differential expression analysis of two conditions was performed using the DESeq2R package (version 1.38.3). Genes with an adjusted *P* value (padj) <0.05 and log2FoldChange > 2 found by DESeq2 were assigned as differentially expressed. The clusterProfiler package (4.6.2) was utilized for conducting the GO, KEGG, and GSEA analyses. Moreover, each genotype sample underwent three biological replicates. The sequencing depth of RNA-seq in this study is within the range of 45-50 M mapped reads per sample.

### Statistical analysis

All experiments, except for Western blot and quantitative reverse transcription PCR analyses, were conducted in a single-blinded manner. GraphPad Prism 6.0 software was used for generating plots and performing statistical analyses. Data were analyzed using a two-tailed unpaired Student’s *t* test or a one-way ANOVA if the data followed a normal distribution. If the data did not pass the normality test, Mann-Whitney *U* tests, or Kruskal-Wallis tests with Dunn’s multiple comparison tests were utilized. *p* values below 0.05 were considered significant (* < 0.05; ** < 0.01; *** < 0.001). The results are presented as the mean ± SD. Molecular and biochemical analyses were performed with a minimum of three biological replicates for each condition.

### Supplementary information

Dok6-Supplementary Materials

Supplemental Video 1

## Data Availability

The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE249502. The data that support the findings of this study will be made available to the scientific community upon reasonable request.

## References

[1] Lemmon MA, Schlessinger J (2010). Cell signaling by receptor tyrosine kinases. Cell.

[2] Clark JF, Soriano PM (2022). Pulling back the curtain: the hidden functions of receptor tyrosine kinases in development. Curr. Top. Dev. Biol..

[3] Pease-Raissi SE, Chan JR (2021). Building a (w)rapport between neurons and oligodendroglia: reciprocal interactions underlying adaptive myelination. Neuron.

[4] Fantauzzo KA, Soriano P (2015). Receptor tyrosine kinase signaling: regulating neural crest development one phosphate at a time. Curr. Top. Dev. Biol..

[5] Zweifel LS, Kuruvilla R, Ginty DD (2005). Functions and mechanisms of retrograde neurotrophin signalling. Nat. Rev. Neurosci..

[6] Scott-Solomon E, Kuruvilla R (2018). Mechanisms of neurotrophin trafficking via Trk receptors. Mol. Cell Neurosci..

[7] Harrington AW, Ginty DD (2013). Long-distance retrograde neurotrophic factor signalling in neurons. Nat. Rev. Neurosci..

[8] Chowdary PD, Che DL, Cui B (2012). Neurotrophin signaling via long-distance axonal transport. Annu. Rev. Phys. Chem..

[9] Indo Y (1996). Mutations in the TRKA/NGF receptor gene in patients with congenital insensitivity to pain with anhidrosis. Nat. Genet..

[10] Mardy S (1999). Congenital insensitivity to pain with anhidrosis: novel mutations in the TRKA (NTRK1) gene encoding a high-affinity receptor for nerve growth factor. Am. J. Hum. Genet..

[11] Beijer D, Sisto A, Van Lent J, Baets J, Timmerman V (2019). Defects in Axonal Transport in Inherited Neuropathies. J. Neuromuscul. Dis..

[12] Sleigh JN, Rossor AM, Fellows AD, Tosolini AP, Schiavo G (2019). Axonal transport and neurological disease. Nat. Rev. Neurol..

[13] Perlson E, Maday S, Fu MM, Moughamian AJ, Holzbaur EL (2010). Retrograde axonal transport: pathways to cell death?. Trends Neurosci..

[14] Mo Z (2018). Aberrant GlyRS-HDAC6 interaction linked to axonal transport deficits in Charcot-Marie-Tooth neuropathy. Nat. Commun..

[15] Brummer T, Schmitz-Peiffer C, Daly RJ (2010). Docking proteins. FEBS J..

[16] Borowicz P, Chan H, Hauge A, Spurkland A (2020). Adaptor proteins: flexible and dynamic modulators of immune cell signalling. Scand. J. Immunol..

[17] Wagner MJ, Stacey MM, Liu BA, Pawson T (2013). Molecular mechanisms of SH2- and PTB-domain-containing proteins in receptor tyrosine kinase signaling. Cold Spring Harb. Perspect. Biol..

[18] Pawson T (2007). Dynamic control of signaling by modular adaptor proteins. Curr. Opin. Cell Biol..

[19] Crowder RJ, Enomoto H, Yang M, Johnson EM, Milbrandt J (2004). Dok-6, a novel p62 Dok family member, promotes Ret-mediated neurite outgrowth. J. Biol. Chem..

[20] Mashima R, Hishida Y, Tezuka T, Yamanashi Y (2009). The roles of Dok family adapters in immunoreceptor signaling. Immunol. Rev..

[21] Li W (2010). Downstream of tyrosine kinase/docking protein 6, as a novel substrate of tropomyosin-related kinase C receptor, is involved in neurotrophin 3-mediated neurite outgrowth in mouse cortex neurons. BMC Biol..

[22] Lan C (2021). Association between ABHD1 and DOK6 polymorphisms and susceptibility to Hirschsprung disease in Southern Chinese children. J. Cell Mol. Med..

[23] Lakso M (1996). Efficient in vivo manipulation of mouse genomic sequences at the zygote stage. Proc. Natl Acad. Sci. USA.

[24] Lallemend F, Ernfors P (2012). Molecular interactions underlying the specification of sensory neurons. Trends Neurosci..

[25] Luo W (2007). A hierarchical NGF signaling cascade controls Ret-dependent and Ret-independent events during development of nonpeptidergic DRG neurons. Neuron.

[26] Feltri ML, Poitelon Y, Previtali SC (2015). How Schwann cells sort axons. Neuroscientist.

[27] Rossor AM, Polke JM, Houlden H, Reilly MM (2013). Clinical implications of genetic advances in Charcot-Marie-Tooth disease. Nat. Rev. Neurol..

[28] Lappe-Siefke C (2003). Disruption of Cnp1 uncouples oligodendroglial functions in axonal support and myelination. Nat. Genet..

[29] Agarwal N, Offermanns S, Kuner R (2004). Conditional gene deletion in primary nociceptive neurons of trigeminal ganglia and dorsal root ganglia. Genesis.

[30] Zurborg S (2011). Generation and characterization of an Advillin-Cre driver mouse line. Mol. Pain..

[31] Petzold A (2005). Neurofilament phosphoforms: surrogate markers for axonal injury, degeneration and loss. J. Neurol. Sci..

[32] Sleigh JN, Tosolini AP, Schiavo G (2020). In vivo imaging of anterograde and retrograde axonal transport in rodent peripheral nerves. Methods Mol. Biol..

[33] Villarroel-Campos D, Gonzalez-Billault C (2014). The MAP1B case: an old MAP that is new again. Dev. Neurobiol..

[34] Sadakata T (2004). The secretory granule-associated protein CAPS2 regulates neurotrophin release and cell survival. J. Neurosci..

[35] Arevalo JC, Wu SH (2006). Neurotrophin signaling: many exciting surprises!. Cell Mol. Life Sci..

[36] Dinsmore CJ, Soriano P (2018). MAPK and PI3K signaling: at the crossroads of neural crest development. Dev. Biol..

[37] Goold RG, Gordon-Weeks PR (2005). The MAP kinase pathway is upstream of the activation of GSK3beta that enables it to phosphorylate MAP1B and contributes to the stimulation of axon growth. Mol. Cell Neurosci..

[38] d’Ydewalle C (2011). HDAC6 inhibitors reverse axonal loss in a mouse model of mutant HSPB1-induced Charcot-Marie-Tooth disease. Nat. Med..

[39] Meltzer S, Santiago C, Sharma N, Ginty DD (2021). The cellular and molecular basis of somatosensory neuron development. Neuron.

[40] McCray BA, Scherer SS (2021). Axonal Charcot-Marie-Tooth disease: from common pathogenic mechanisms to emerging treatment opportunities. Neurotherapeutics.

[41] Klein CJCharcot-Marie-Tooth (2020). Disease and Other Hereditary Neuropathies. Contin.

[42] Weedon MN (2011). Exome sequencing identifies a DYNC1H1 mutation in a large pedigree with dominant axonal Charcot-Marie-Tooth disease. Am. J. Hum. Genet..

[43] Verhoeven K (2003). Mutations in the small GTP-ase late endosomal protein RAB7 cause Charcot-Marie-Tooth type 2B neuropathy. Am. J. Hum. Genet..

[44] Takei Y, Teng J, Harada A, Hirokawa N (2000). Defects in axonal elongation and neuronal migration in mice with disrupted tau and map1b genes. J. Cell Biol..

[45] Utreras E (2008). Microtubule-associated protein 1B interaction with tubulin tyrosine ligase contributes to the control of microtubule tyrosination. Dev. Neurosci..

[46] Mitchell DJ (2012). Trk activation of the ERK1/2 kinase pathway stimulates intermediate chain phosphorylation and recruits cytoplasmic dynein to signaling endosomes for retrograde axonal transport. J. Neurosci..

[47] Nave KA, Trapp BD (2008). Axon-glial signaling and the glial support of axon function. Annu. Rev. Neurosci..

[48] Cosgaya JM, Chan JR, Shooter EM (2002). The neurotrophin receptor p75NTR as a positive modulator of myelination. Science.

[49] Woolley AG (2008). Developmental loss of NT-3 in vivo results in reduced levels of myelin-specific proteins, a reduced extent of myelination and increased apoptosis of Schwann cells. Glia.

[50] Chan JR, Cosgaya JM, Wu YJ, Shooter EM (2001). Neurotrophins are key mediators of the myelination program in the peripheral nervous system. Proc. Natl Acad. Sci. USA.

[51] Birchmeier C, Bennett DL (2016). Neuregulin/ErbB signaling in developmental myelin formation and nerve repair. Curr. Top. Dev. Biol..

[52] Meixner A (2000). MAP1B is required for axon guidance and Is involved in the development of the central and peripheral nervous system. J. Cell Biol..

[53] Takei Y (1997). Delayed development of nervous system in mice homozygous for disrupted microtubule-associated protein 1B (MAP1B) gene. J. Cell Biol..

[54] Walters GB (2018). MAP1B mutations cause intellectual disability and extensive white matter deficit. Nat. Commun..

[55] Franzen R (2001). Microtubule-associated protein 1B: a neuronal binding partner for myelin-associated glycoprotein. J. Cell Biol..

[56] Paivalainen S (2008). Myelination in mouse dorsal root ganglion/Schwann cell cocultures. Mol. Cell Neurosci..

[57] Kaiser T (2021). MyelTracer: a semi-automated software for myelin g-ratio quantification. eNeuro.

# Supplementary material for: Docking protein 6 (DOK6) selectively docks the neurotrophic signaling transduction to restrain peripheral neuropathy
**Source:** Signal Transduct Target Ther. 2024 Feb 14;9:32. doi: 10.1038/s41392-024-01742-2
**Supplement:** Supplementary file 1 — Dok6-Supplementary Materials

Supplementary Materials for

**DOK6 Selectively Docks the Neurotrophic Signaling Transduction to Restrain Peripheral Neuropathy**

Yan Guo^1,7^, Pan Xiang^1,7^, Xiaojiao Sun^1^, Wei Liu^1^, Jiafeng Zhou^1^, Bin Yin^1,2^, Lin Hou^1,2^, Boqin Qiang^1,2^, Huiliang Li^6^, Pengcheng Shu^1,2,5*^, Xiaozhong Peng^1,3,4*^

**This PDF file includes:**Materials and Methods
Supplementary Text
Figures. S1 to S7
Tables S1 to S5

**Other Supplementary Materials for this manuscript include the following:**Movies S1

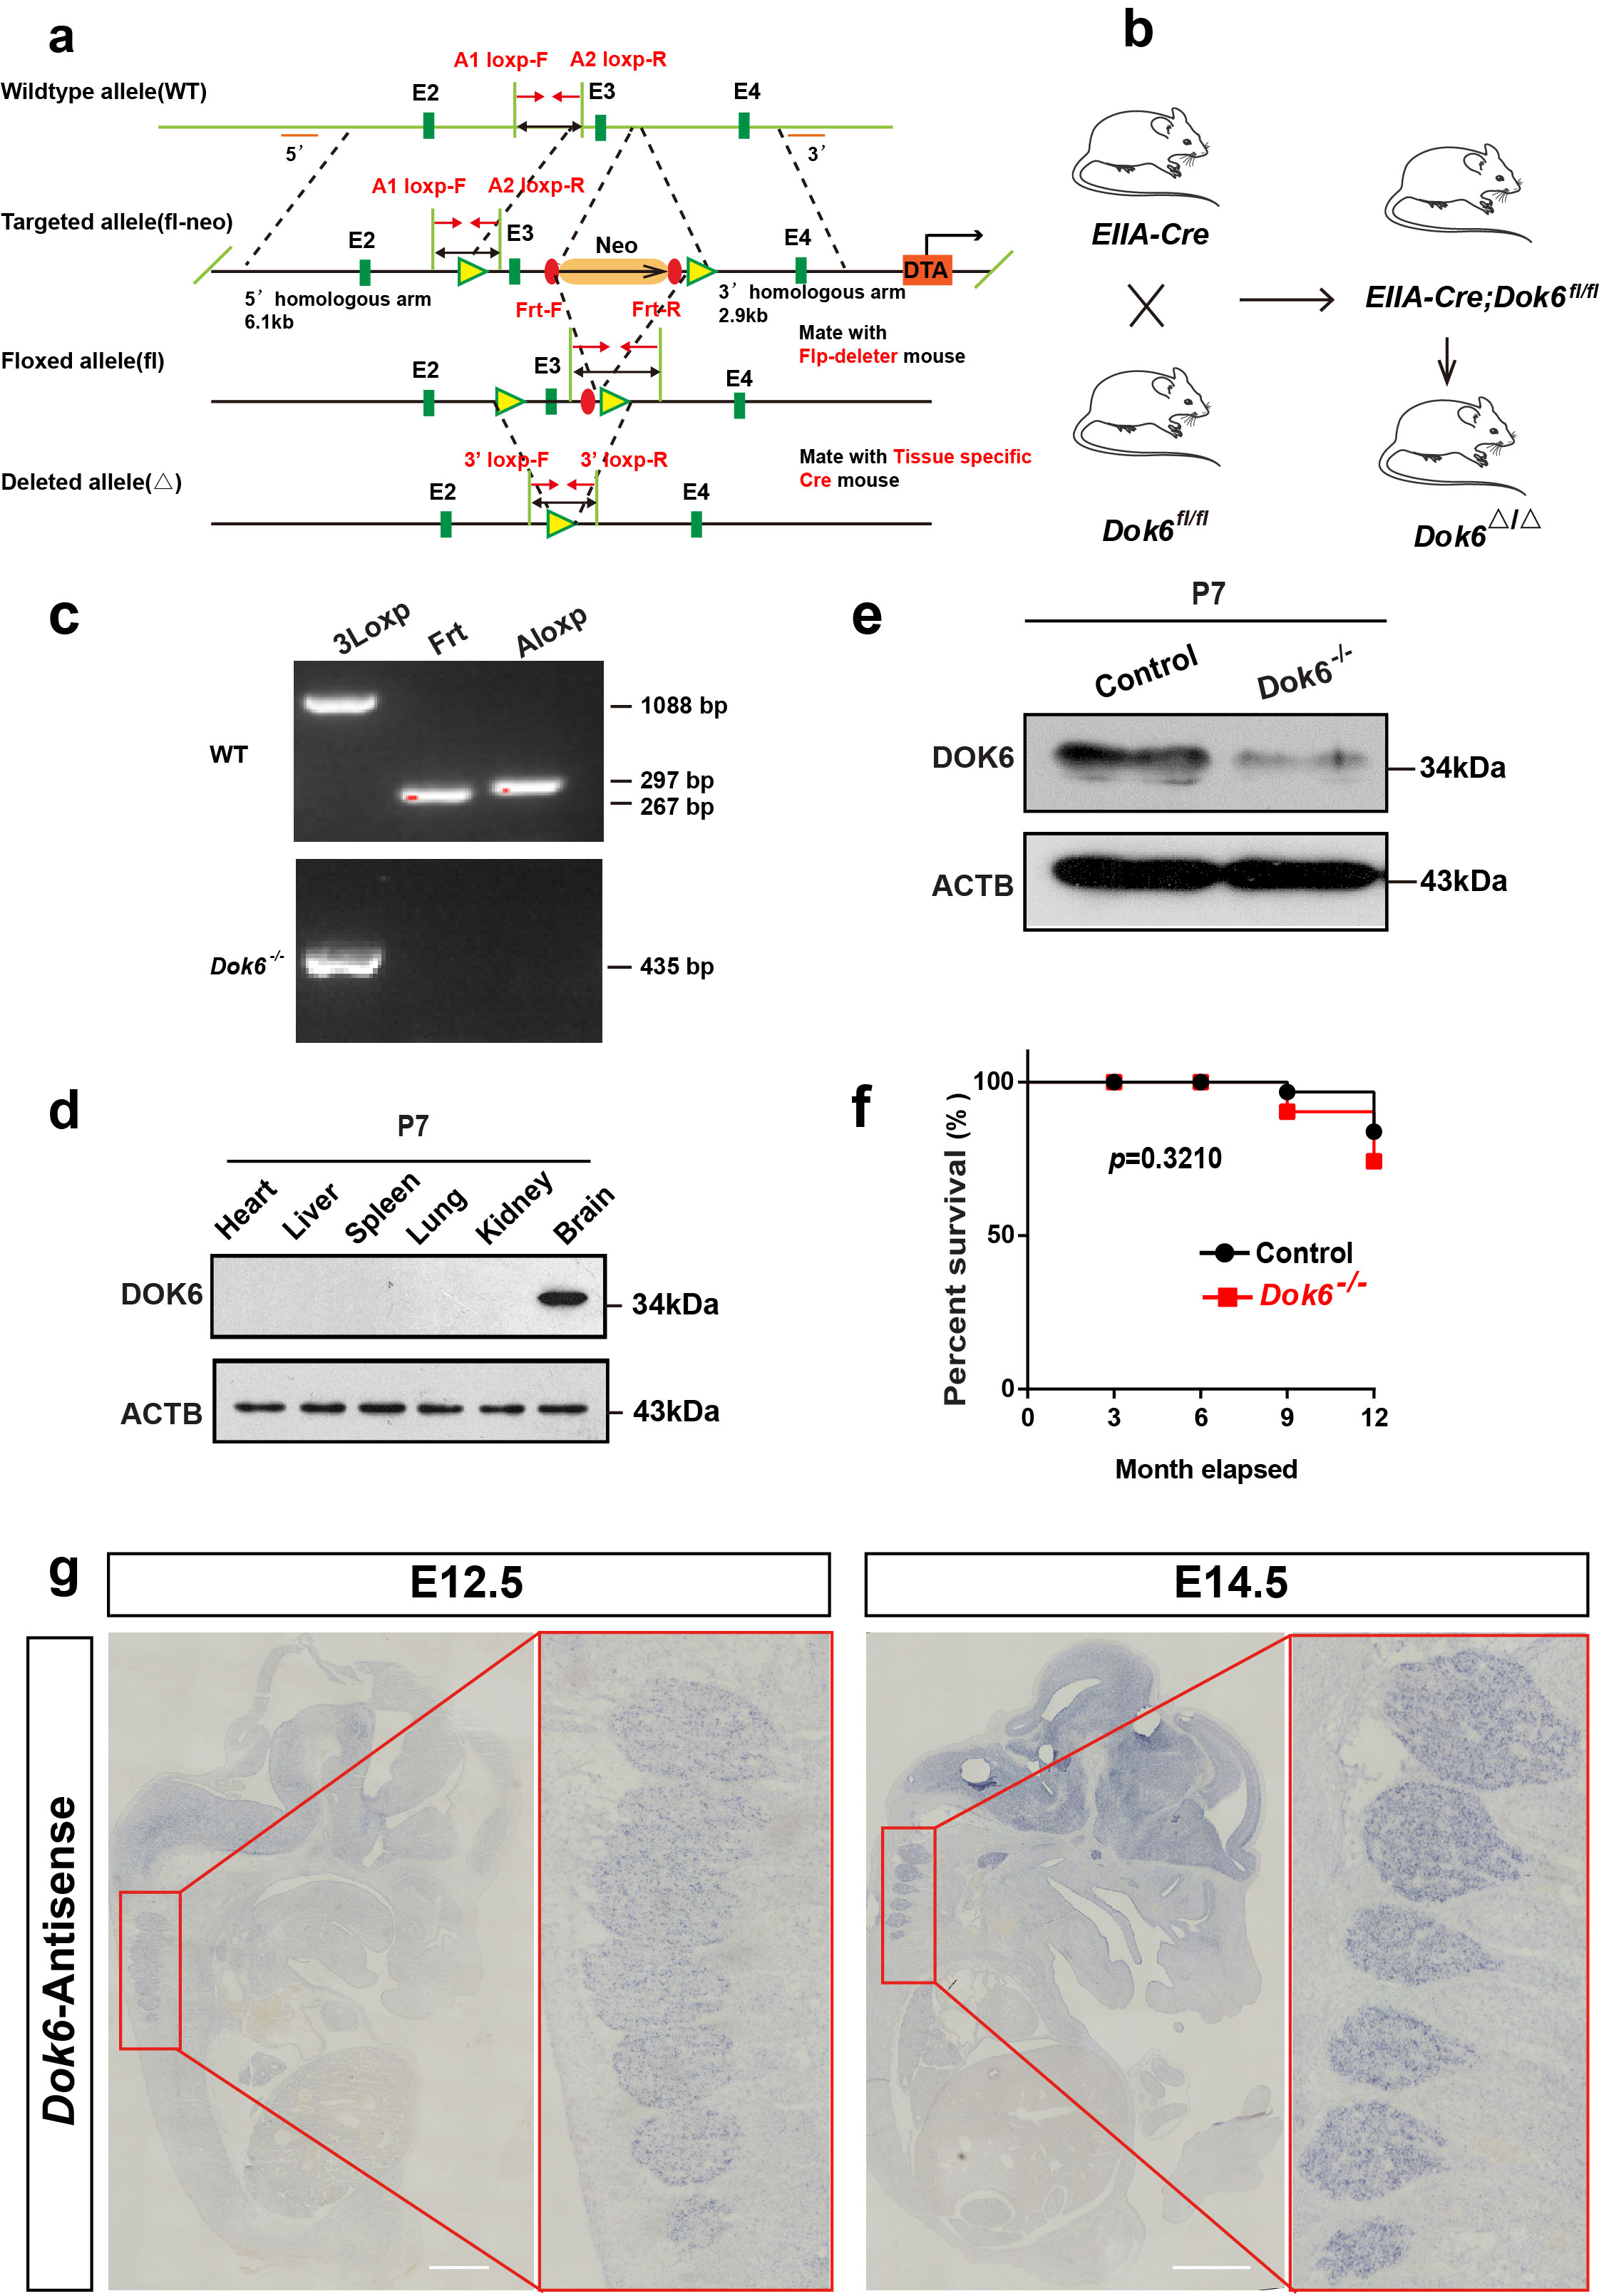

**Figure S1.** **Identification of *Dok6*^-/-^ mice. (a)** Targeted disruption of the mouse *Dok6* gene. The structures of the *Dok6* wild-type allele, the targeted allele, the floxed allele after Flp recombination, and the deleted allele after Cre recombination are indicated as dotted lines. The *Dok6* gene consists of 8 exons, and the targeting vector contained loxP sites (yellow triangles) within introns 2 and 3. **(b)** Mating program of *Dok6* knockout mice. **(c)** The target designed primers of knockout mice were used to conduct DNA level detection. The control group mice DNA identification produce primers Aloxp with 297 bp and Frt with 267 bp bands in size respectively. 3loxp primers were used for *Dok6* mutant gene identification, producing 1088 bp bands in control group and 435 bp bands in *Dok6* mutants. **(d)** Western blots with protein lysates from different tissues of control group mice showed that DOK6 is expressed in the brain. β-actin (ACTB) serves as a loading control. **(e)** Western blot analysis of protein lysates from the brains of control group mice and *Dok6^-/-^* mice. DOK6 expression was not detected in *Dok6^-/-^* brain. **(f)** Survival proportions of control (n = 30) and *Dok6^-/-^* (n = 30) group mice. Mantel-Cox statistical test, *Dok6* mutants vs Control group. **(g)** *Dok6* RNA *in situ* hybridization of sagittal sections from mouse embryonic tissues. *Dok6* was expressed in the DRG at E12.5 and E14.5. Scale bar, 1mm.

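In GENCODE M21, Dok6 lies on the minus strand of chromosome 18 of GRCm38 from 89292424 to 89769528, a span of 477 kb. Its coding transcript has 8 exons with 10099 bases and encodes 331 amino acids. Exon 3, from 89560003 to 89560117, is 115 bases long and wholly coding. It follows an intron of 38566 bases and precedes one of 63053 bases, which are the introns that hold the loxP sites. The first 2 exons encode 58 codons. As 115 leaves a remainder of 1 when divided by 3, a transcript that joins exon 2 to exon 4 changes its reading frame after these codons. Exon 8 holds 87.6% of the exonic bases, most of them in the 3′ UTR, and it is not removed by the deletion.

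**Figure D2:**
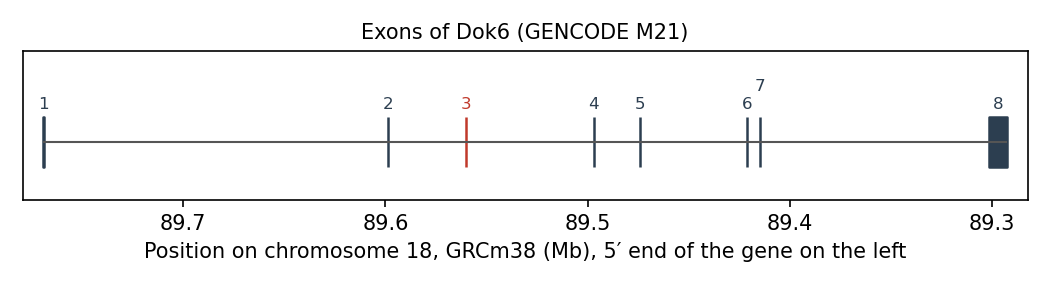
Exons of Dok6 along chromosome 18 of GRCm38 (position in Mb, with the 5′ end of the gene on the left), numbered as in GENCODE M21. Exon 3, from 89560003 to 89560117, is drawn in red.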

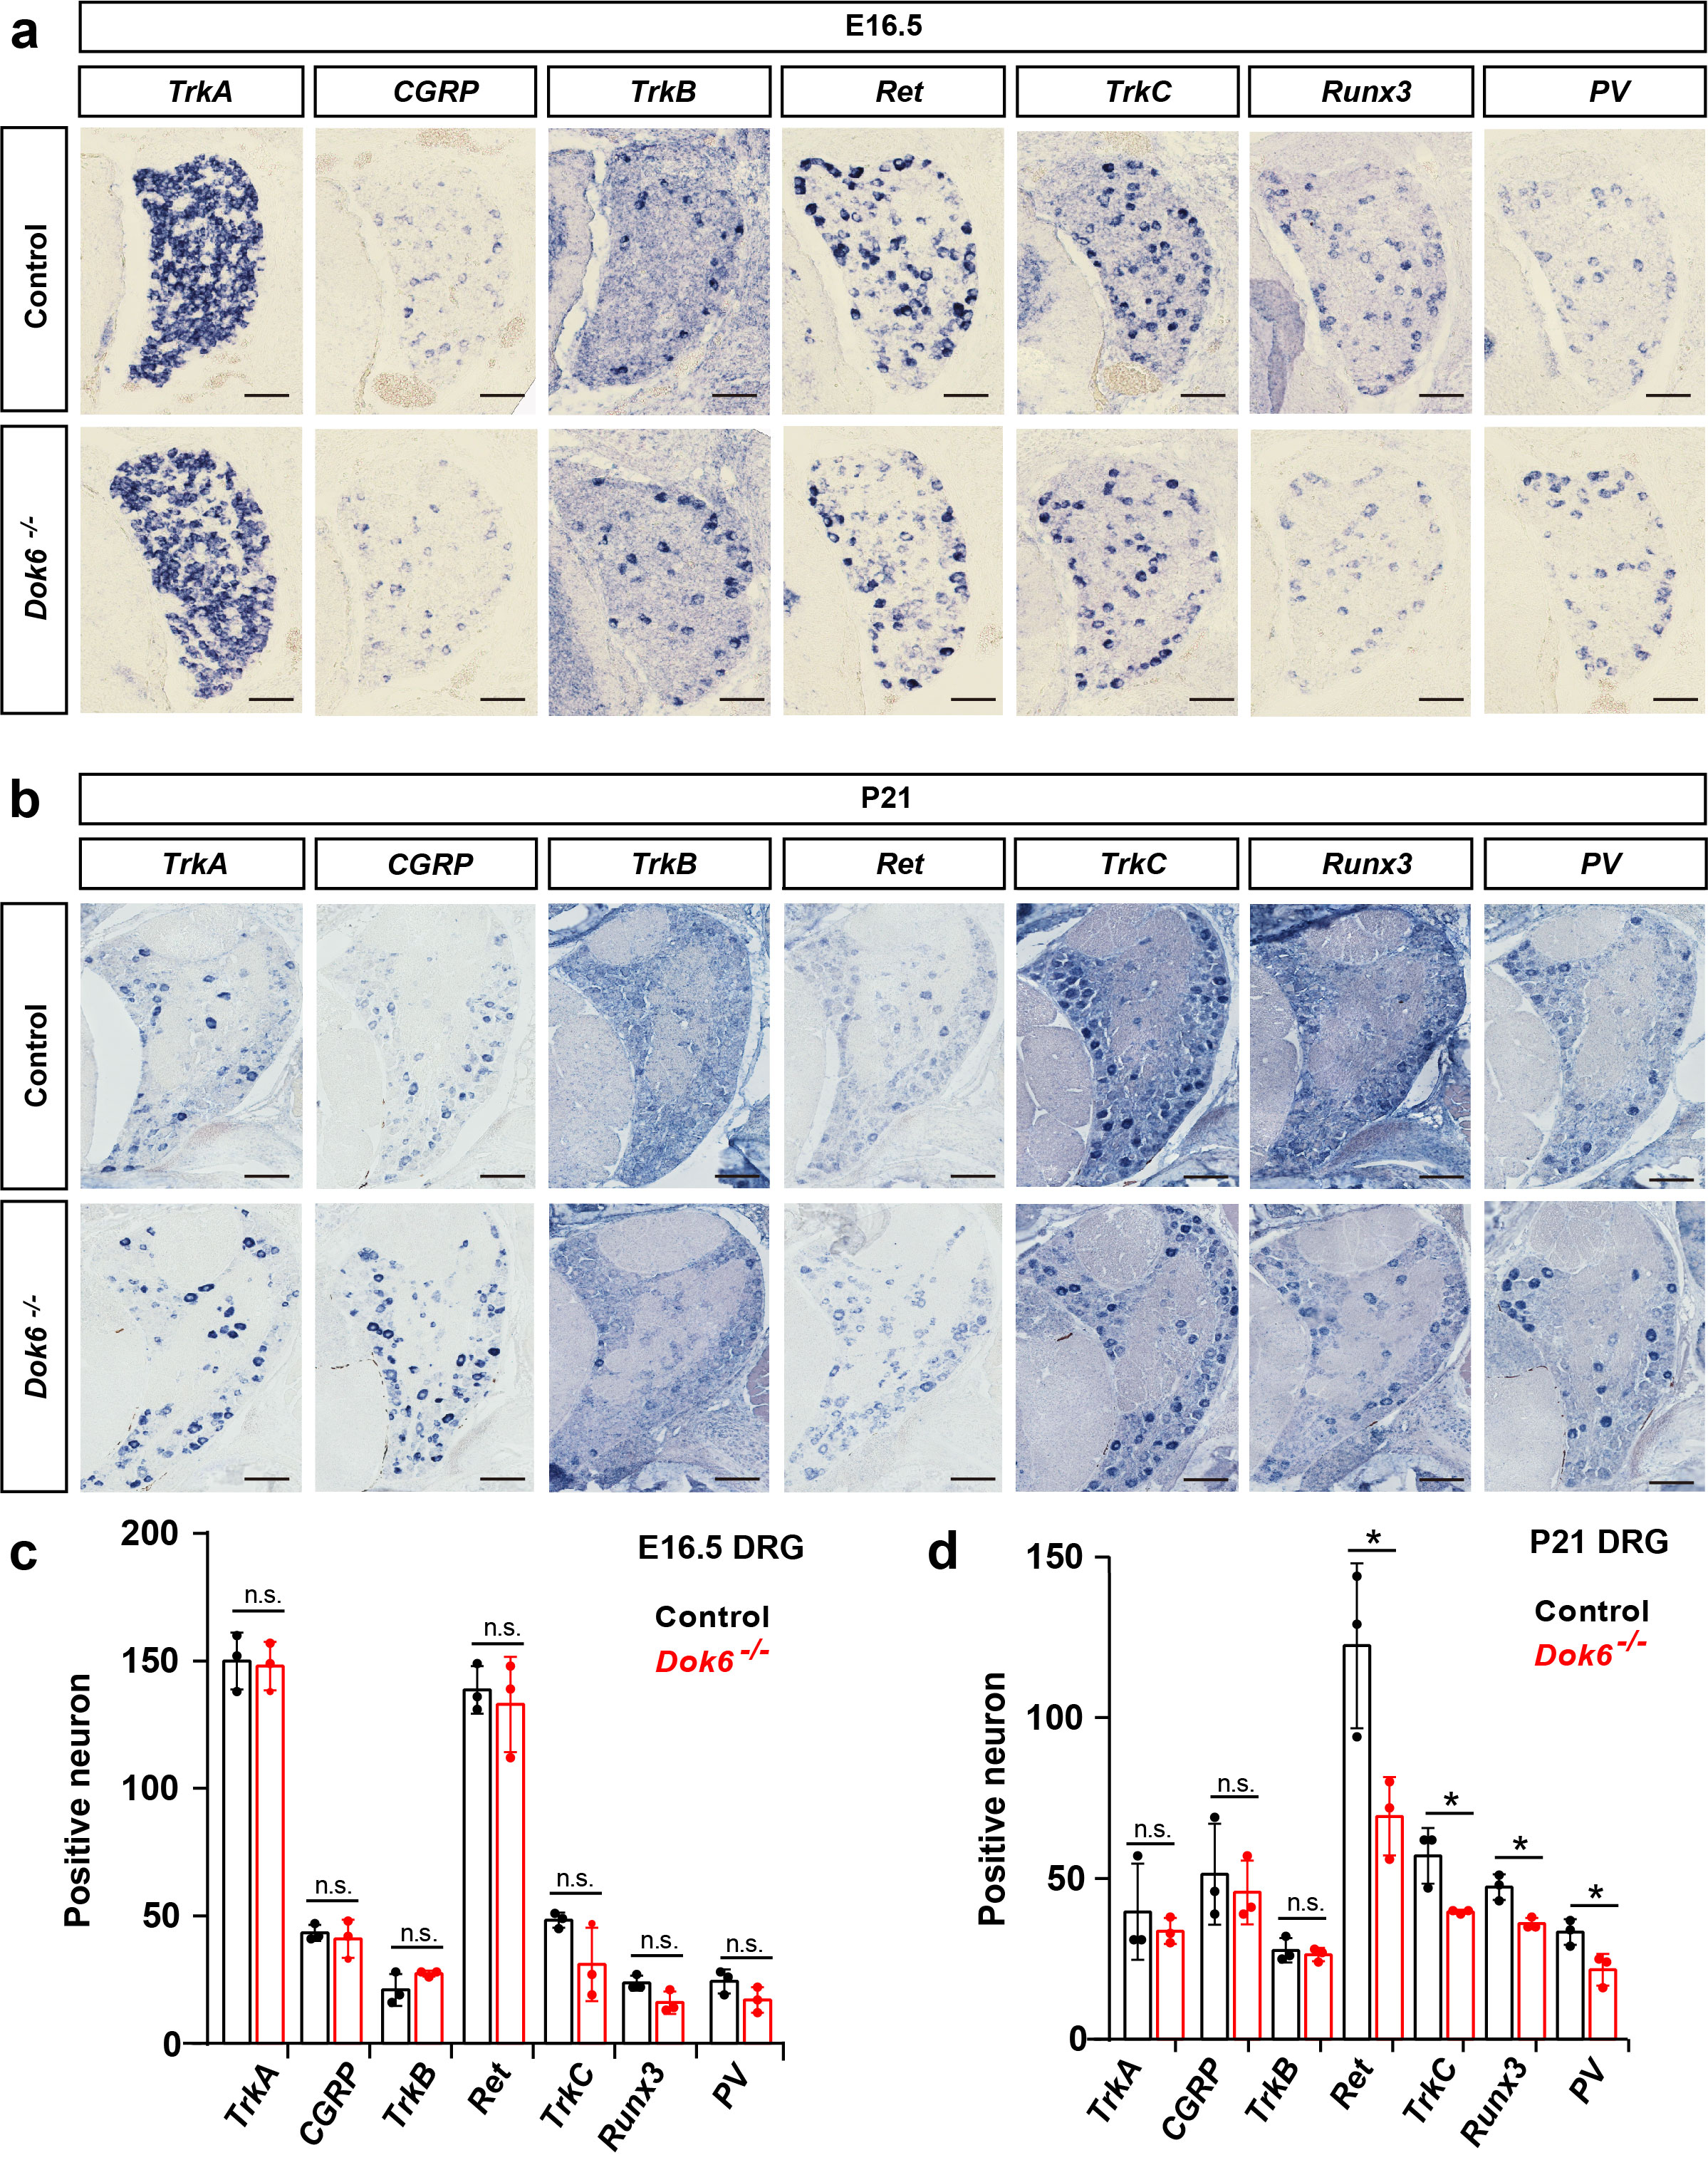

**Figure S2.** **The development of most DRG sensory neurons was not affected in *Dok6^-/-^* mice**. **(a, b)** *In situ* hybridizations were performed on transverse lumbar sections from control and *Dok6*^-/-^ mice at E16.5 and P21. The number of nociceptive (*TrkA*^+^, *CGRP*^+^), mechanoreceptive (*TrkB*^+^ or *Ret*^+^) and proprioceptive (*TrkC^+^*, *Runx3^+^*, *PV^+^*) sensory neurons was analyzed. Note that embryonic *TrkA*^+^ neurons can give rise to postnatal *TrkA*^+^ peptidergic and *Ret^+^* non-peptidergic neurons. Scale bar, 100 μm. **(c, d)** Quantification of *TrkA*^+^, *CGRP*^+^, *TrkB*^+^, *Ret*^+^, *TrkC*^+^, *TrkB*^+^, *Runx3*^+^ and *PV*^+^ neurons at E16.5 and P21 in the DRG. No significant changes were observed in most sensory neurons were observed in the *Dok6* DRG compared to the control group DRG, except for *TrkA*^+^ neurons and *TrkC*^+^ neurons at E16.5 and *CGRP*^+^ neurons and *TrkC*^+^ neurons at P21. (n = 3 per genotype). Data are presented as the mean ± SD, **p < 0.05,* unpaired t-test between control and mutant mice.

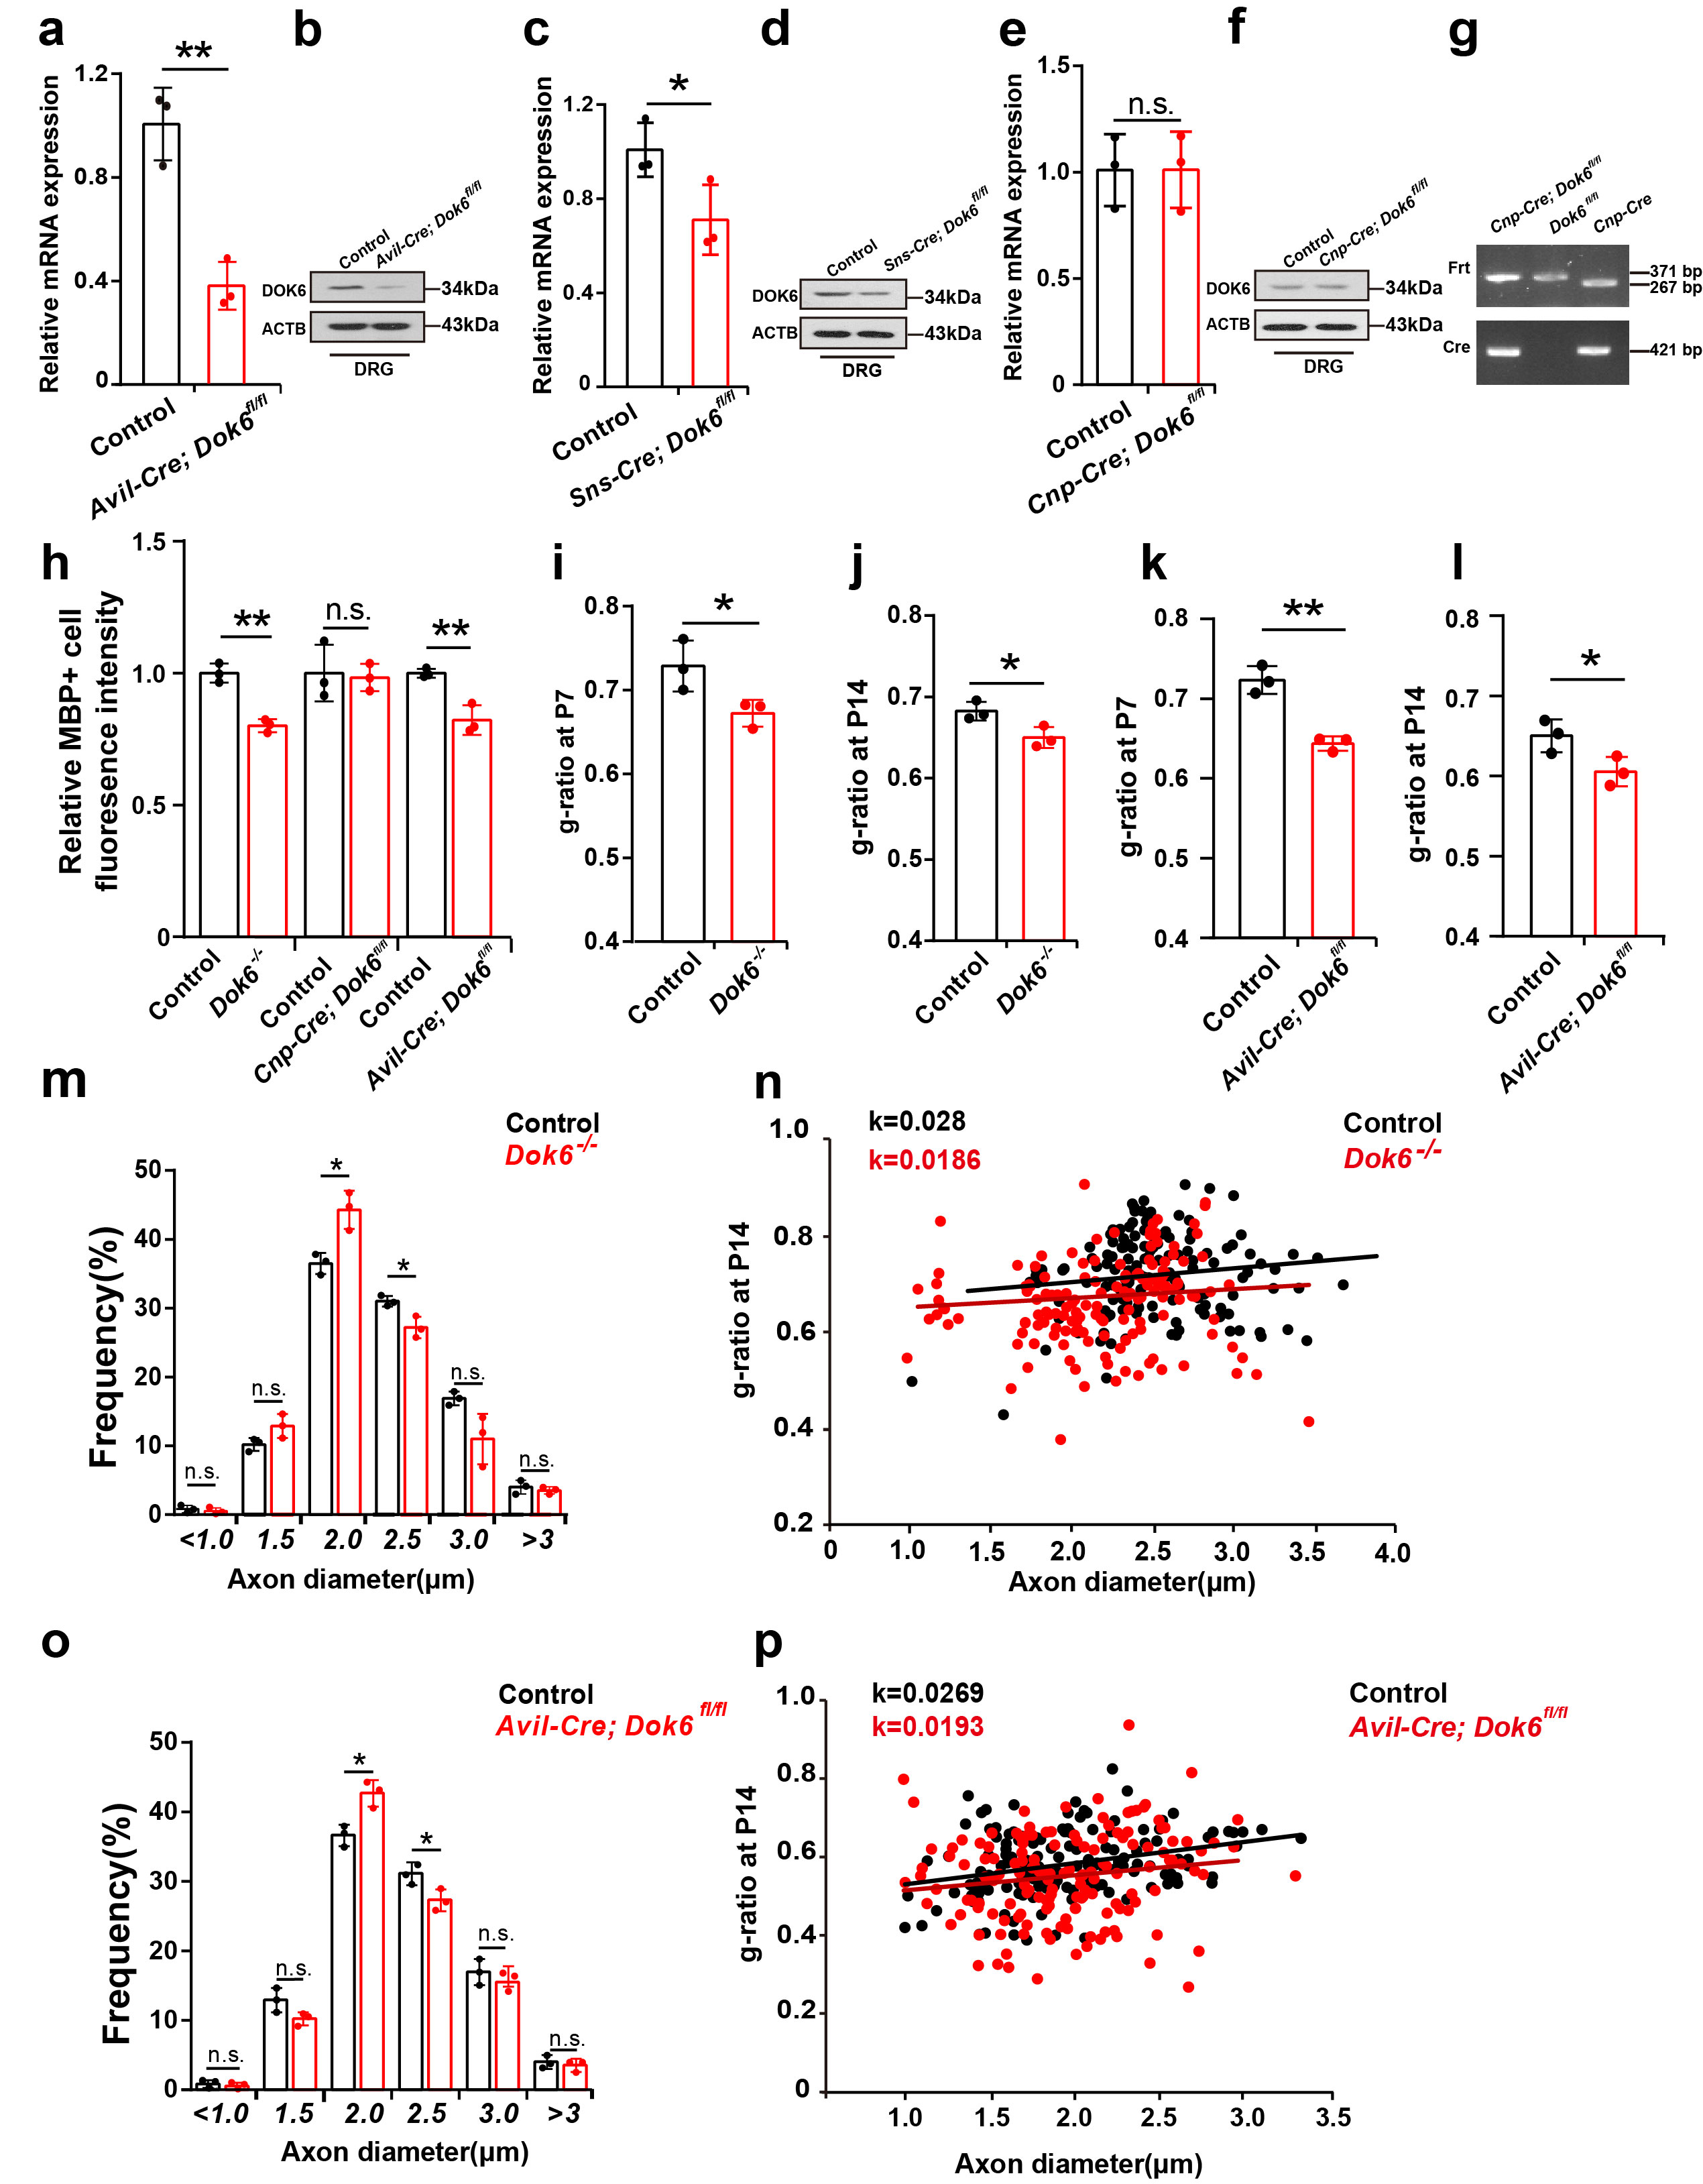

**Figure S3. Mice lacking *Dok6* in neurons rather than in SCs showed abnormal peripheral myelin. (a, c and e)** qRT–PCR of *Dok6* mRNA from the DRGs of *Avil-Cre; Dok6^fl/fl^* (A), *Sns-Cre; Dok6^fl/fl^* (C), *Cnp-Cre; Dok6^fl/fl^* (E) and their respective littermate control mice at P7. **(b, d and f)** DOK6 protein expression was detected by Western blot in the *Avil-Cre; Dok6^fl/fl^* (B), *Sns-Cre; Dok6^fl/fl^* (D), *Cnp-Cre; Dok6^fl/fl^* (F) and their respective littermate and littermate control DRG at P7. **(g)** PCR analysis of tail DNA for genotyping *Cnp-Cre; Dok6^fl/fl^* mice*.* Frt refers to primer Frt-F/Frt-R. **(h)** Relative fluorescence intensity of MBP- positive cell from sciatic nerve of P7 control, *Dok6* mutant, *Cnp-Cre; Dok6 ^fl/fl^* and *Avil-Cre; Dok6^fl/fl^* mice (n = 3 per genotype). **(i-l)** Myelin sheath thickness was quantified using modified g-ratio analysis of the sciatic nerve of control, *Dok6 ^-/-^* and *Avil-Cre*; *Dok6 ^fl/fl^* mice at P7 and P14 (n = 3 animals per genotype). **(m，o)** The distribution of axons with different diameters of the sciatic nerve in control, *Dok6 ^-/-^* and *Avil-Cre*; *Dok6 ^fl/fl^* mice at P14. **(n, p)** The relationship between the g-ratio and sciatic nerve axon diameter in control, *Dok6 ^-/-^* and *Avil-Cre*; *Dok6 ^fl/fl^* mice at P14. The thickness of the myelin sheaths of axon of different diameters was measured. Data are presented as the mean ± SD, **p < 0.05, **p < 0.01,* two-tailed unpaired Student’s t test.

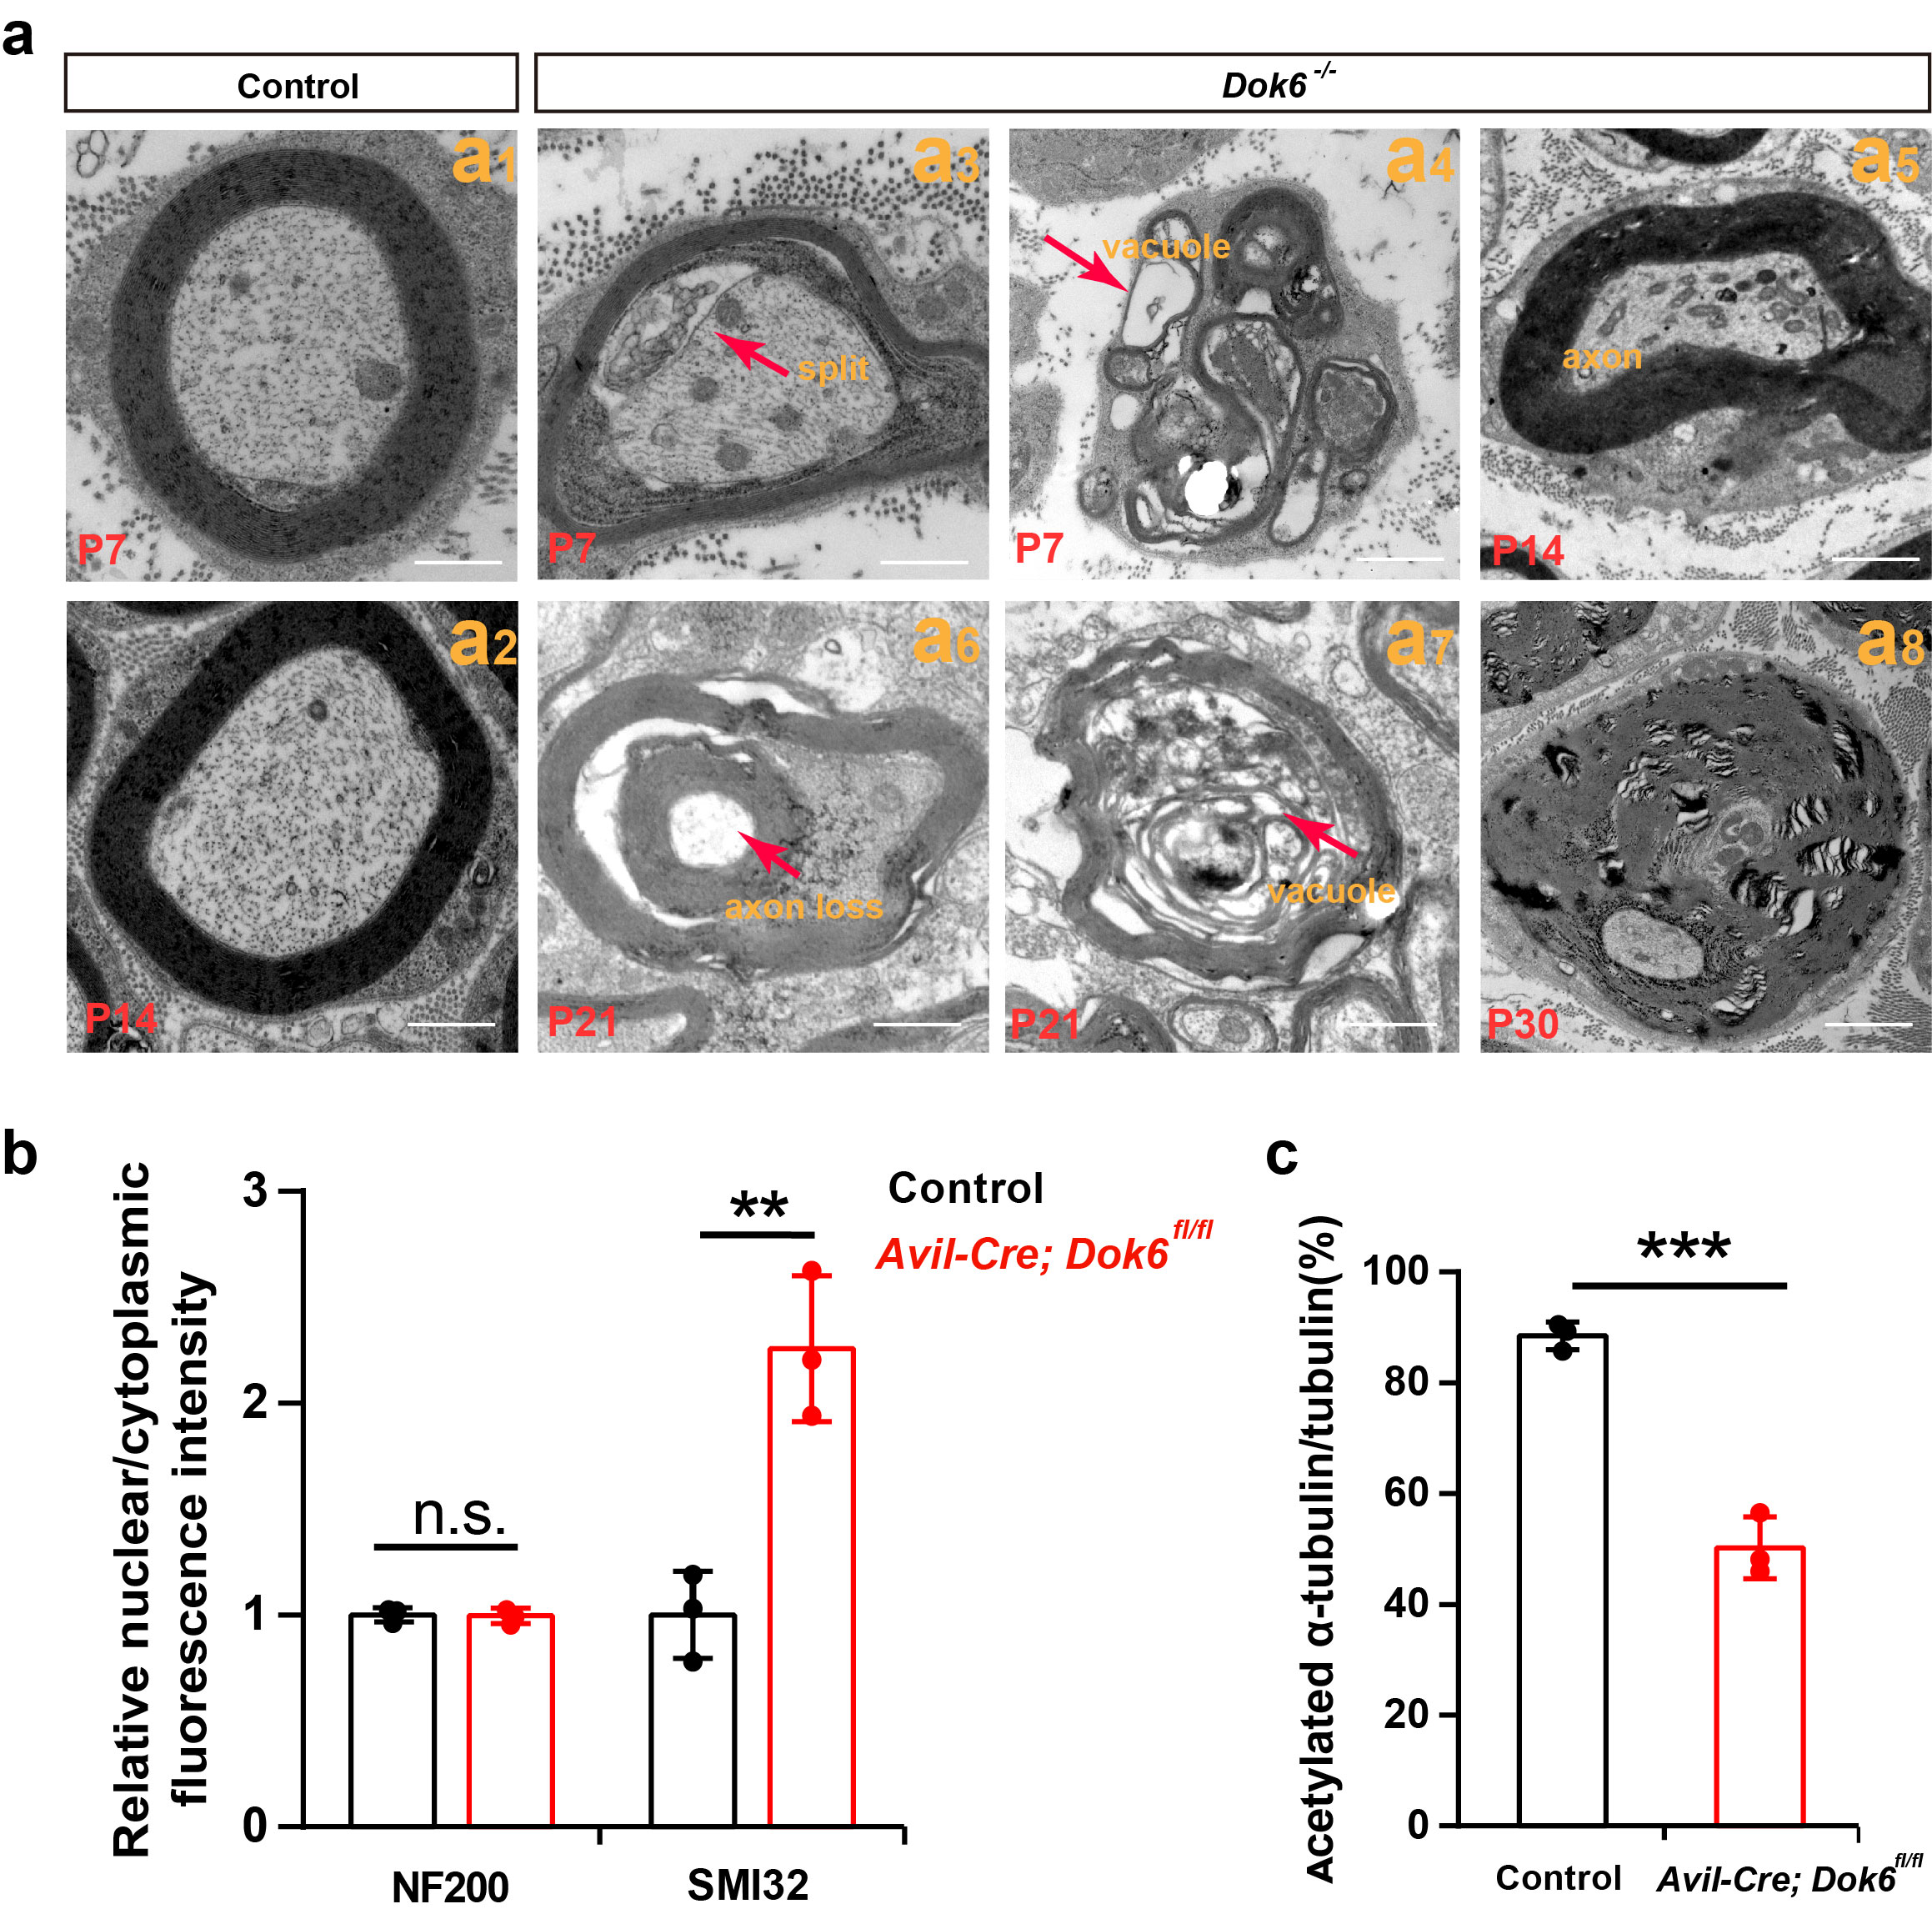

**Figure S4. Mice lacking *Dok6* exhibited axonal degeneration. (a)** Ultrastructure of the sciatic nerve observed by TEM in control and *Dok6^-/-^* mice. Axon pathological alterations were present in *Dok6^-/-^* mice. The normal myelinated axons of nerve fibers have a pale axoplasm with neurofilaments and microtubules homogeneously dispersed, as well as occasional profiles of mitochondria and smooth endoplasmic reticulum (a_1_, a_2_), In the sciatic nerve of *Dok6* mutant mice, the axon is detached from the myelin (a_3_), the axoplasmic contents appear to be vacuolated (a_4_), contains neurofilaments surrounded by an accumulation of lysosomes and mitochondria or other membrane bound organelles (a_5_), some structures that have the appearance of myelin pieces and are characterized by axon loss and myelin lamellae dense cytoplasm (a_6_, a_7_), the much smaller axon within the over expanded myelin sheath has degenerated (a_8_). Scale bar, 500 nm. **(b)** Relative nuclear /cytoplasmic fluorescence intensity of NF200 and SMI32 in the sciatic nerve of P7 control and *Avil-Cre;* *Dok6 ^fl/fl^* mice (n = 3 per genotype). **(c)** The percentage of Acetylated α-tubulin/ total tubulin in P7 control and *Avil-Cre*; *Dok6 ^fl/fl^* mouse sciatic nerve (n = 3 per genotype). Data are presented as the mean ± SD, ***p < 0.01,* ****p< 0.001*, unpaired t test.

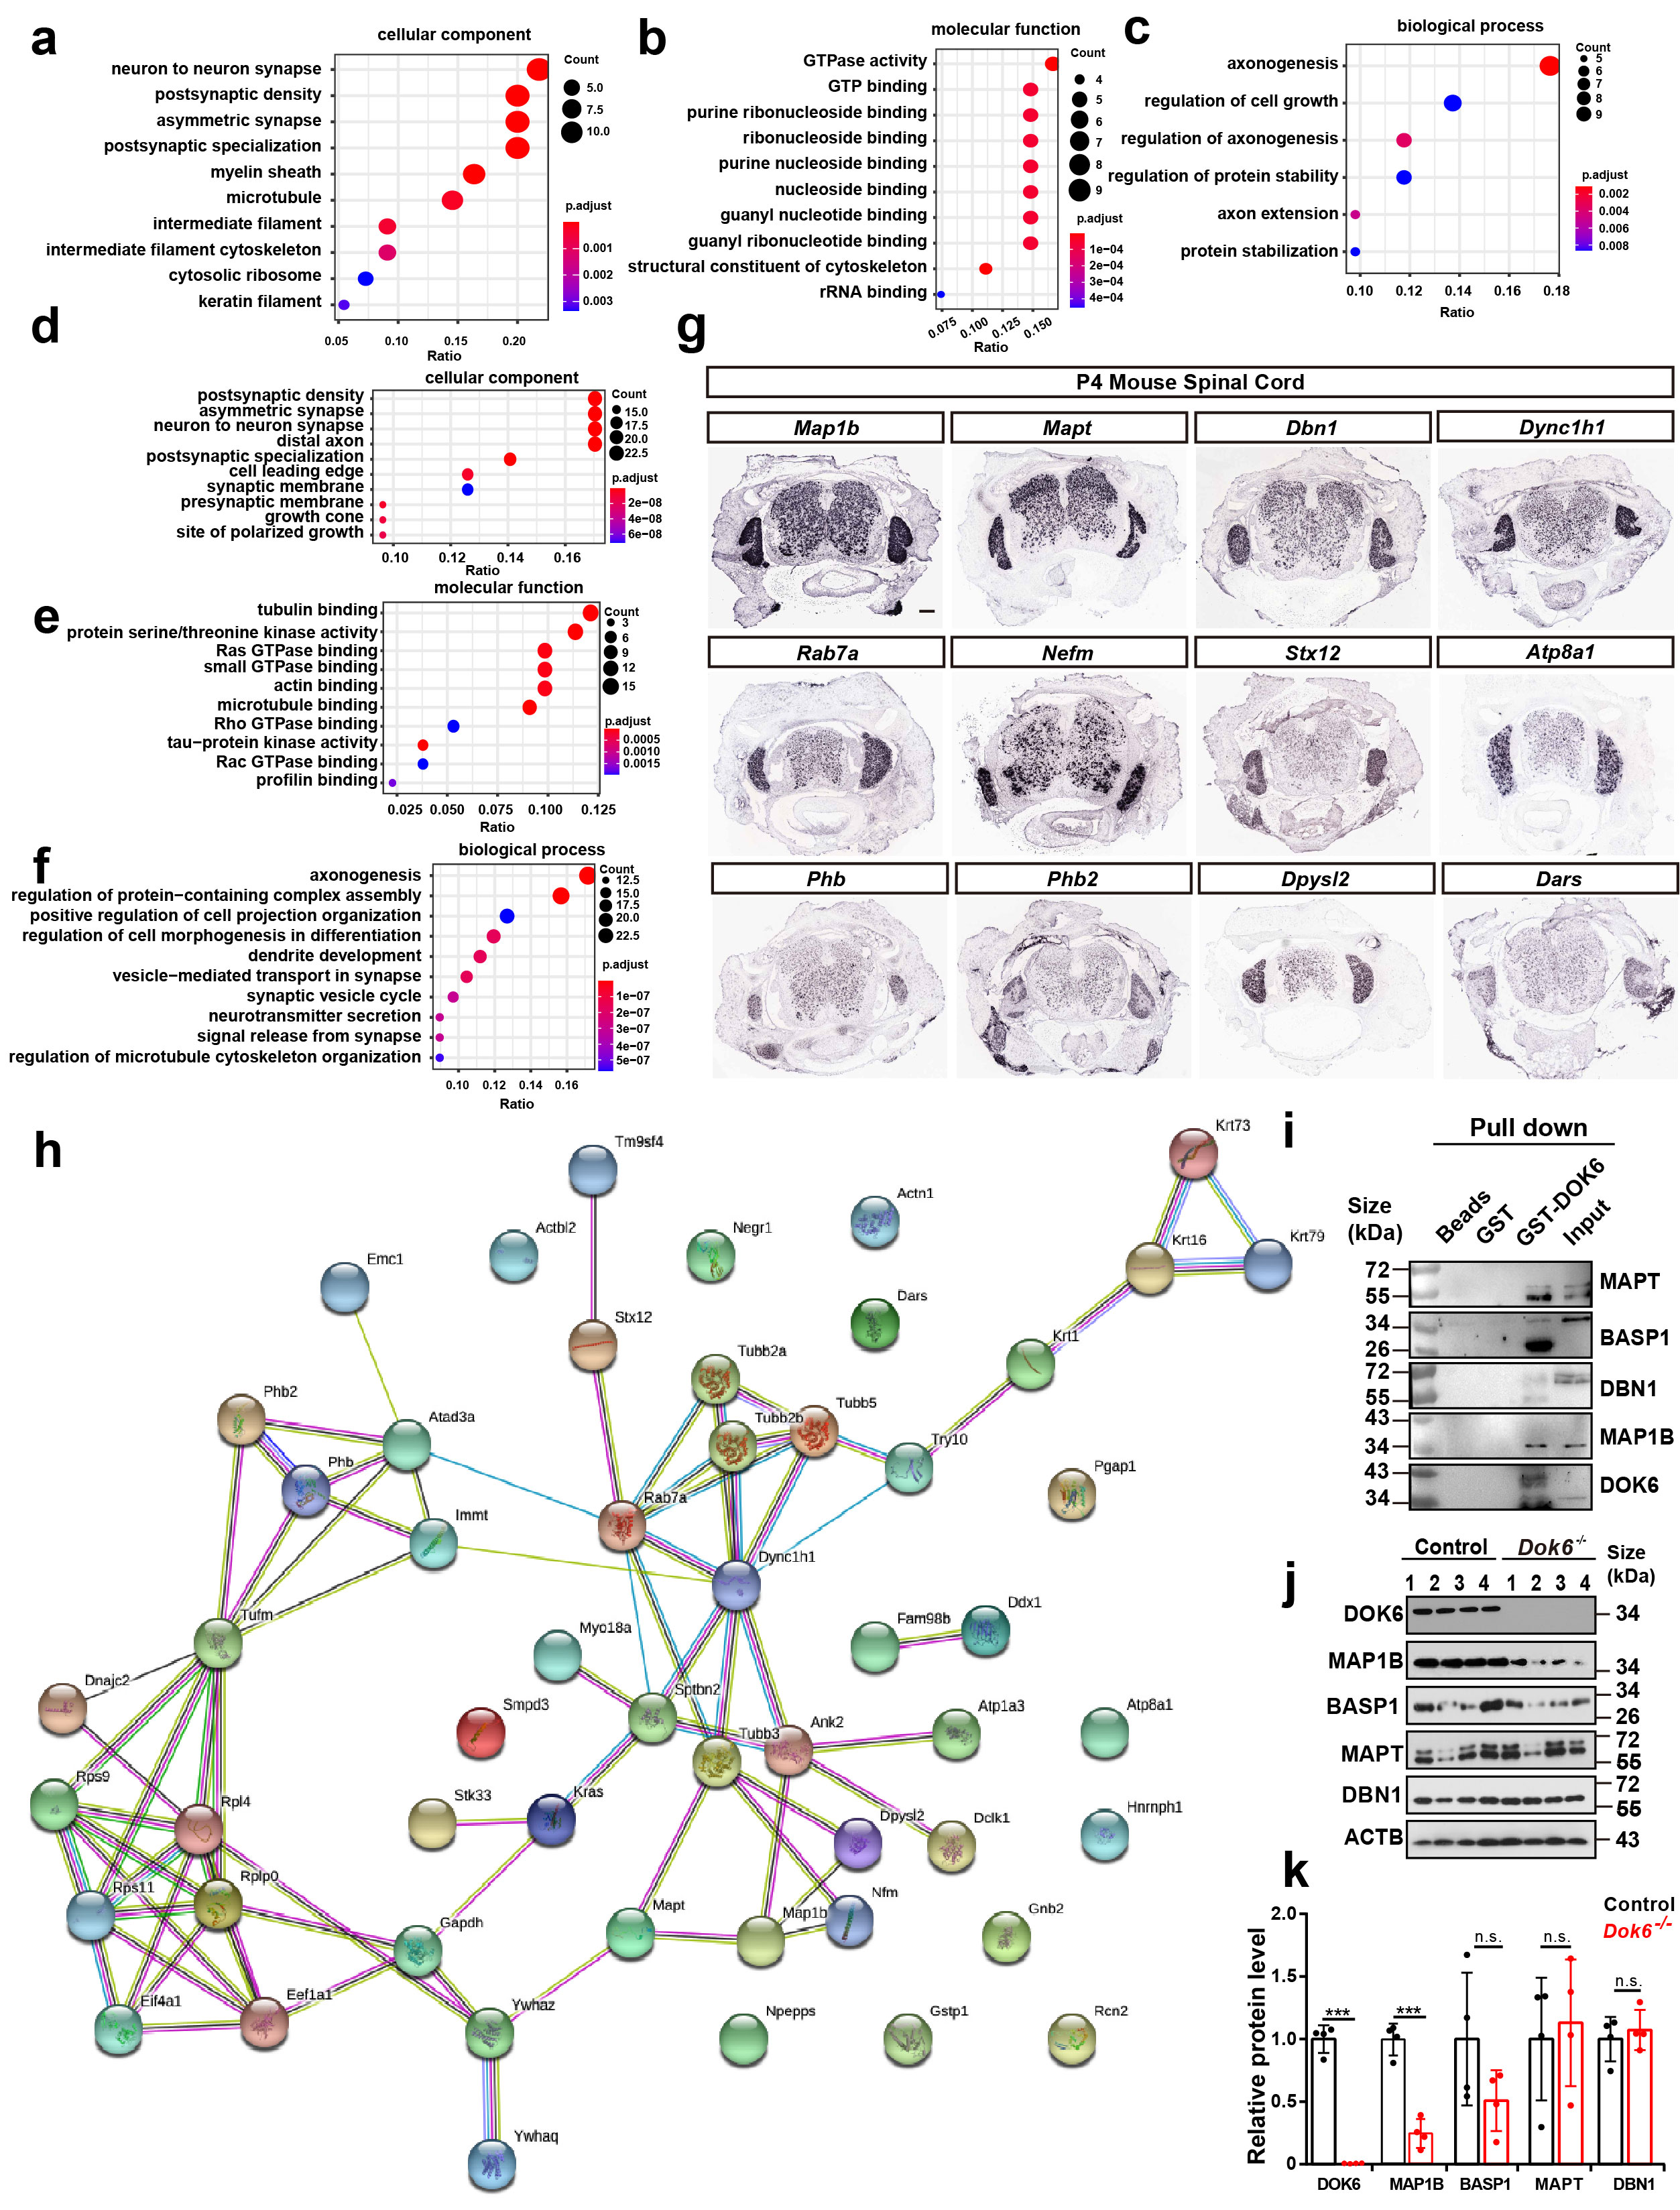

**Figure S5. Analyze the regulatory networks involved in DOK6 through the protein-protein interaction.**

**(a)** Cellular components were analyzed using mass spectrometry data from GST pulldowns. **(b)** Molecular function was analyzed using mass spectrometry data from GST pulldowns. **(c)** Biological processes were analyzed with mass spectrometry data from GST pulldowns. **(d)** Cellular components were analyzed with phosphoproteomic profiling data. **(e)** Molecular function was analyzed with phosphoproteomic profiling data. **(f)** Biological processes were analyzed with phosphoproteomic profiling data. **(g)** RNA *in situ* hybridization data from the were plotted, including *Map1b, Mapt, Dbn1, Dync1h1, Rab7a, Nefm, Stx12, Atp8a1, Phb, Phb2, Dpysl2, and Dars* (lower panel). **(h)** The straight line between the circle nodes represents the interaction between the two proteins, and DOK6 showed an important role in microtube and axonal transport. The *p* value is 1.43e^-12^ (upper panel). **(i)** Verification of four putative proteins (MAP1B, MAPT, BASP1, DBN1) interacting with DOK6 using GST pull-down. **(j-k)** Western blot analysis of MAP1B, BASP1, MAPT, and DBN1 in sciatic nerves from P3 control and *Dok6^-/-^* mice. β-actin served as a loading control. Data are presented as the mean ± SD, ****p < 0. 001.unpaired* t test between different lines of mice.

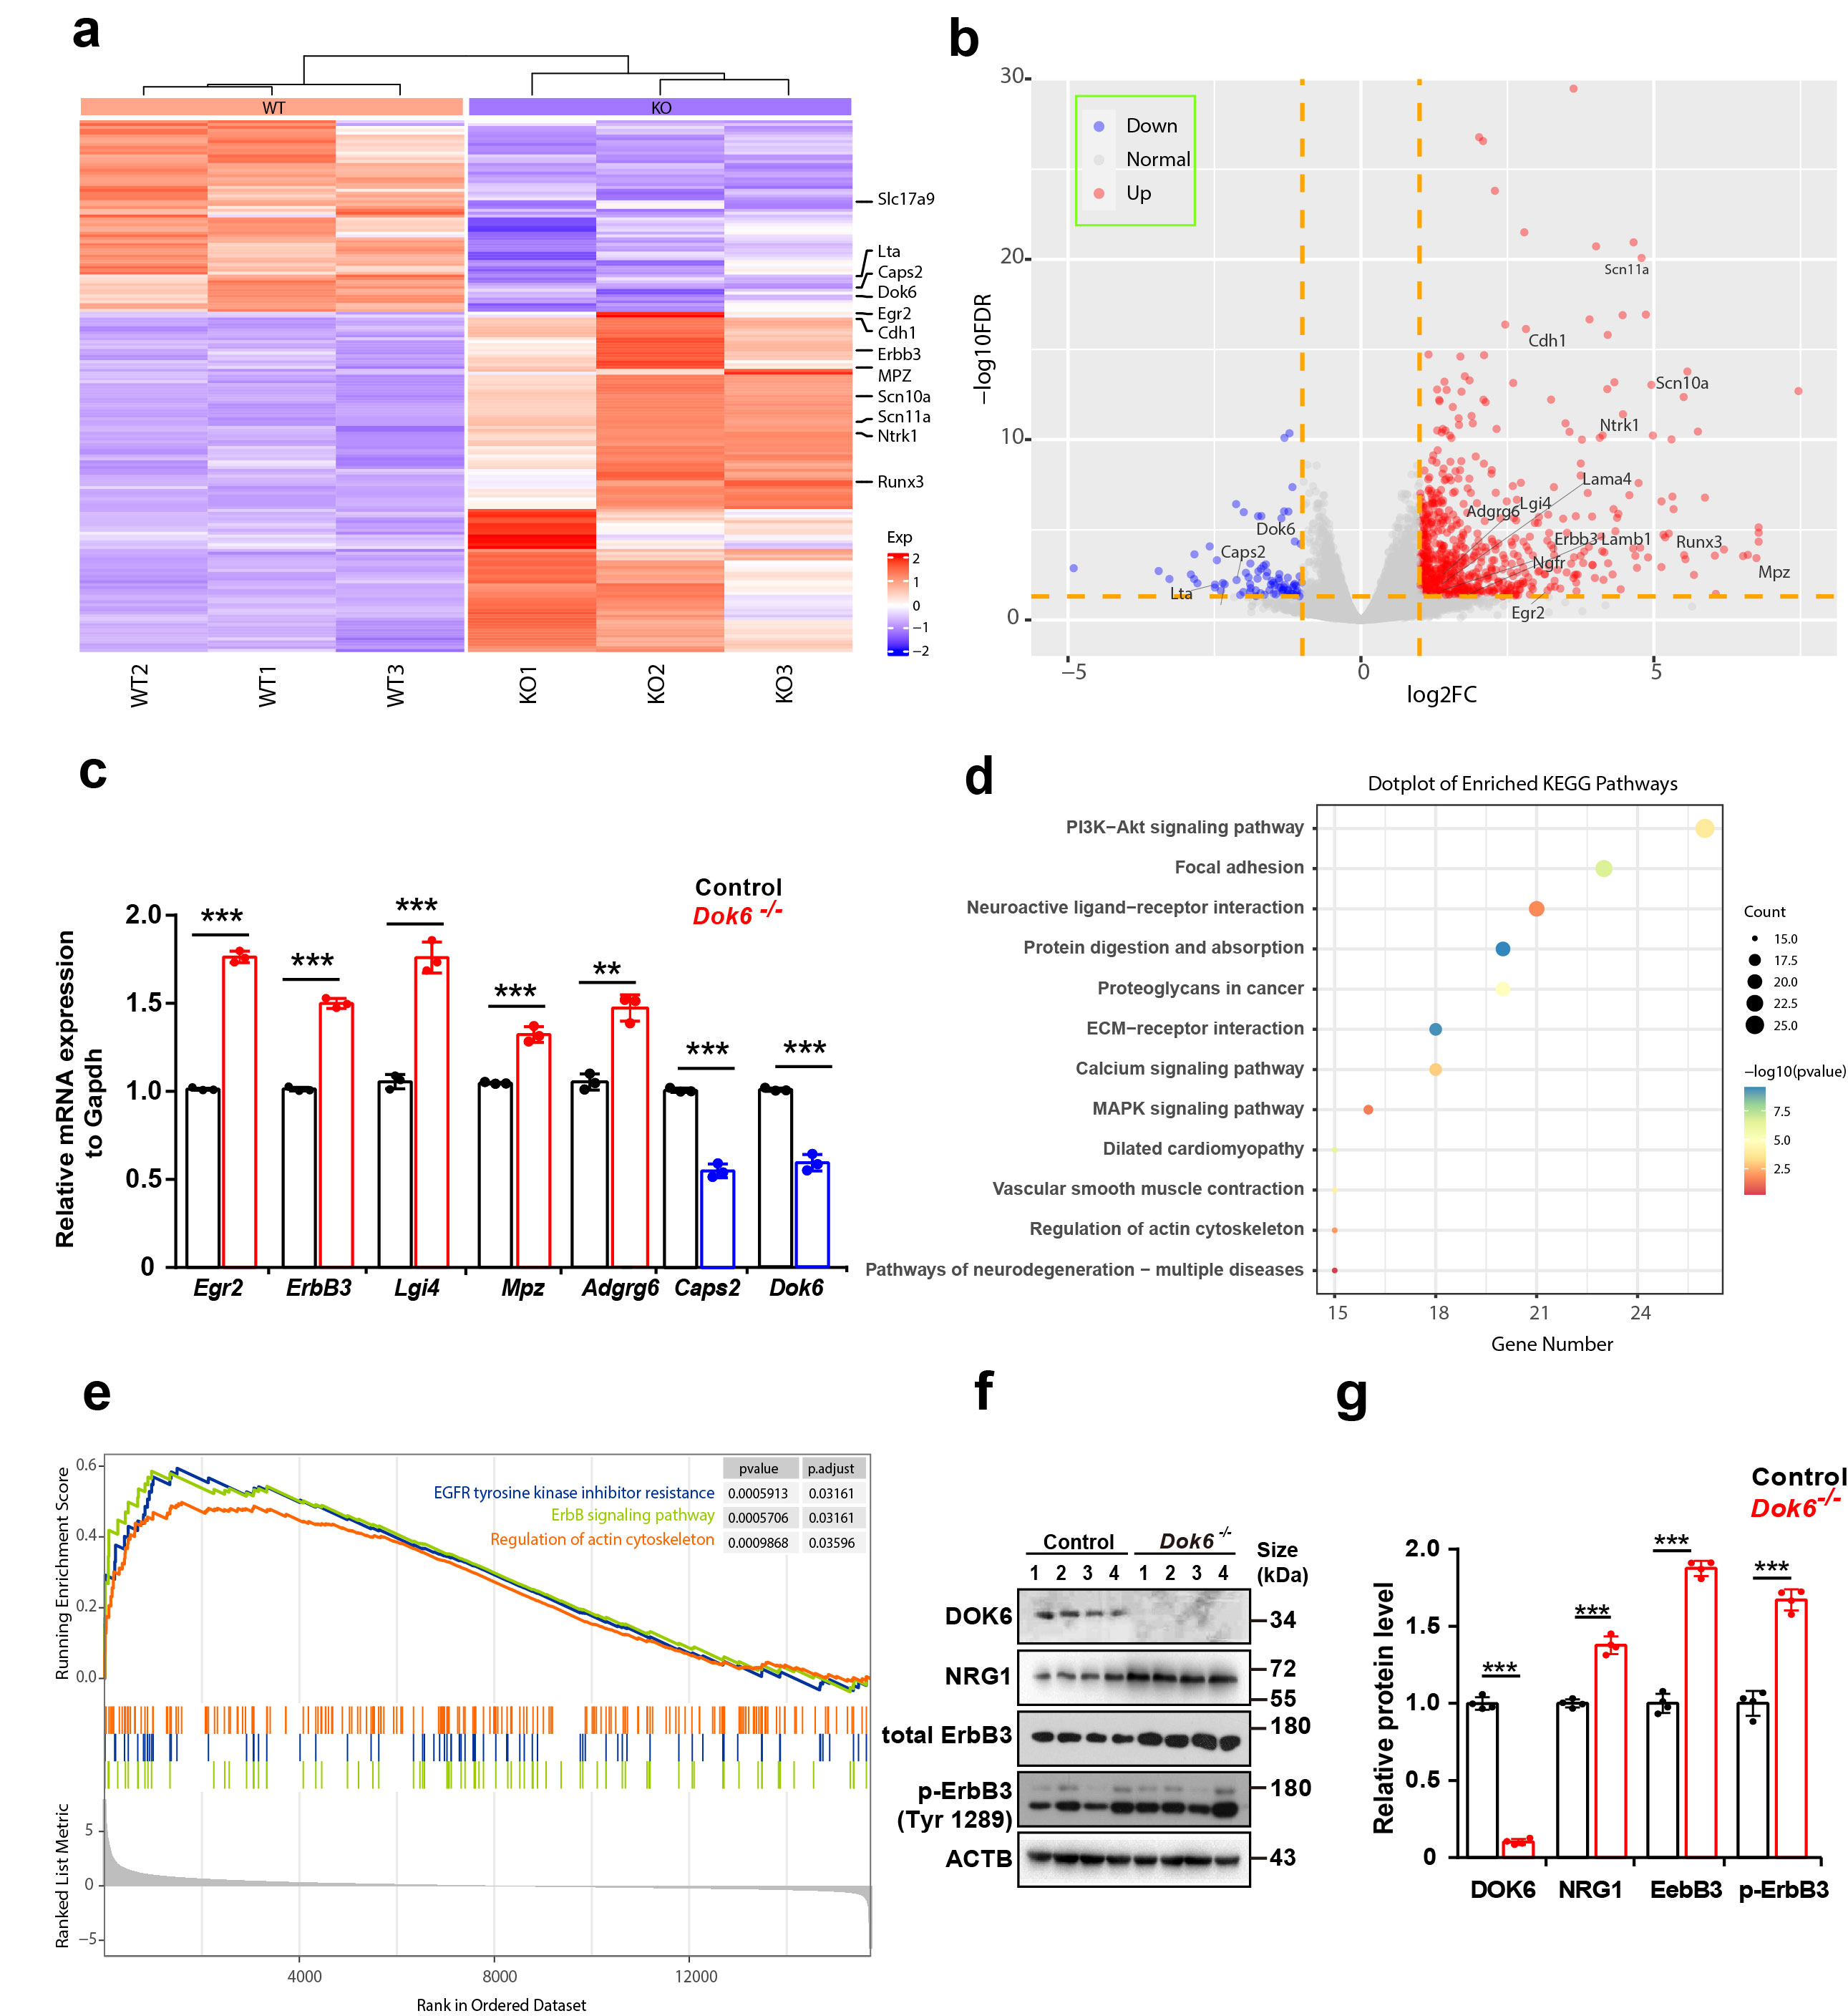

**Figure S6. The expression of myelination-related genes is altered in *Dok6* mutant sciatic nerves at P3. (a)** Heat map of a microarray analysis depicting the top 125 up-regulated and all 84 down-regulated genes in sciatic nerves of 3 *Dok6* mutant mice (Mut) compared to littermate controls (WT) at P3. **(b)** Volcano plot showing up or down-regulated genes detected in control and *Dok6^-/-^* groups. **(c)** qRT-PCR of P3 sciatic nerves from *Dok6* mutant versus WT mice. **(d)** KEGG pathway analysis of differentially expressed genes between *Dok6^-/-^* and control groups. **(e)** Ridgeline plot of GSEA results for KEGG pathway analysis. **(f and g)** Western blot analysis of NRG1, ErbB3 Tyr 1289 phosphorylation (pErbB3) and total ErbB3 in sciatic nerves from P3 control and *Dok6^-/-^* mice. β-actin served as a loading control. Data are presented as the mean ± SD, ***p < 0.01*, ****p < 0. 001.unpaired* t test between different lines of mice.

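Among the genes labelled in the heat map, Scn10a and Scn11a are genes of sensory neurons. Scn10a was at 2.41 ± 1.05 CPM (SD, n = 3 mice) in control and 115 ± 62.4 (SD, n = 3 mice) in Dok6 mutant nerves, a log2 fold change of 5.58 (standard error 0.54, adjusted p = 0.00433 from edgeR's quasi-likelihood test). Scn11a had a log2 fold change of 4.8 (standard error 0.40, adjusted p = 0.0028 from the same test). The adjusted p-values of Scn10a and Scn11a with the replicate block were 0.0123 and 0.000995. Of 38 DRG neuron markers tested, 13 were called higher and none lower, and the transcripts of neuron cell bodies were not separated from those of the nerve in these libraries. Runx3 did not pass the filter. It had at most 1 count in a control library and 7, 33 and 59 counts in mutant mice 1, 2 and 3. Its mean in the mutants was at least 10.2-fold higher, with the controls taken at the floor of 3 counts. Cdh1 had a log2 fold change of 2.82 (standard error 0.35, adjusted p = 0.00716). Slc17a9 and Lta, shown as lower in the heat map, had from 2 to 22 and from 2 to 27 counts per library. Their log2 fold changes were -2.29 (standard error 0.52, adjusted p = 0.0259) and -2.44 (standard error 0.52, adjusted p = 0.0224), and with the replicate block the adjusted p-values were 0.0676 and 0.060.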

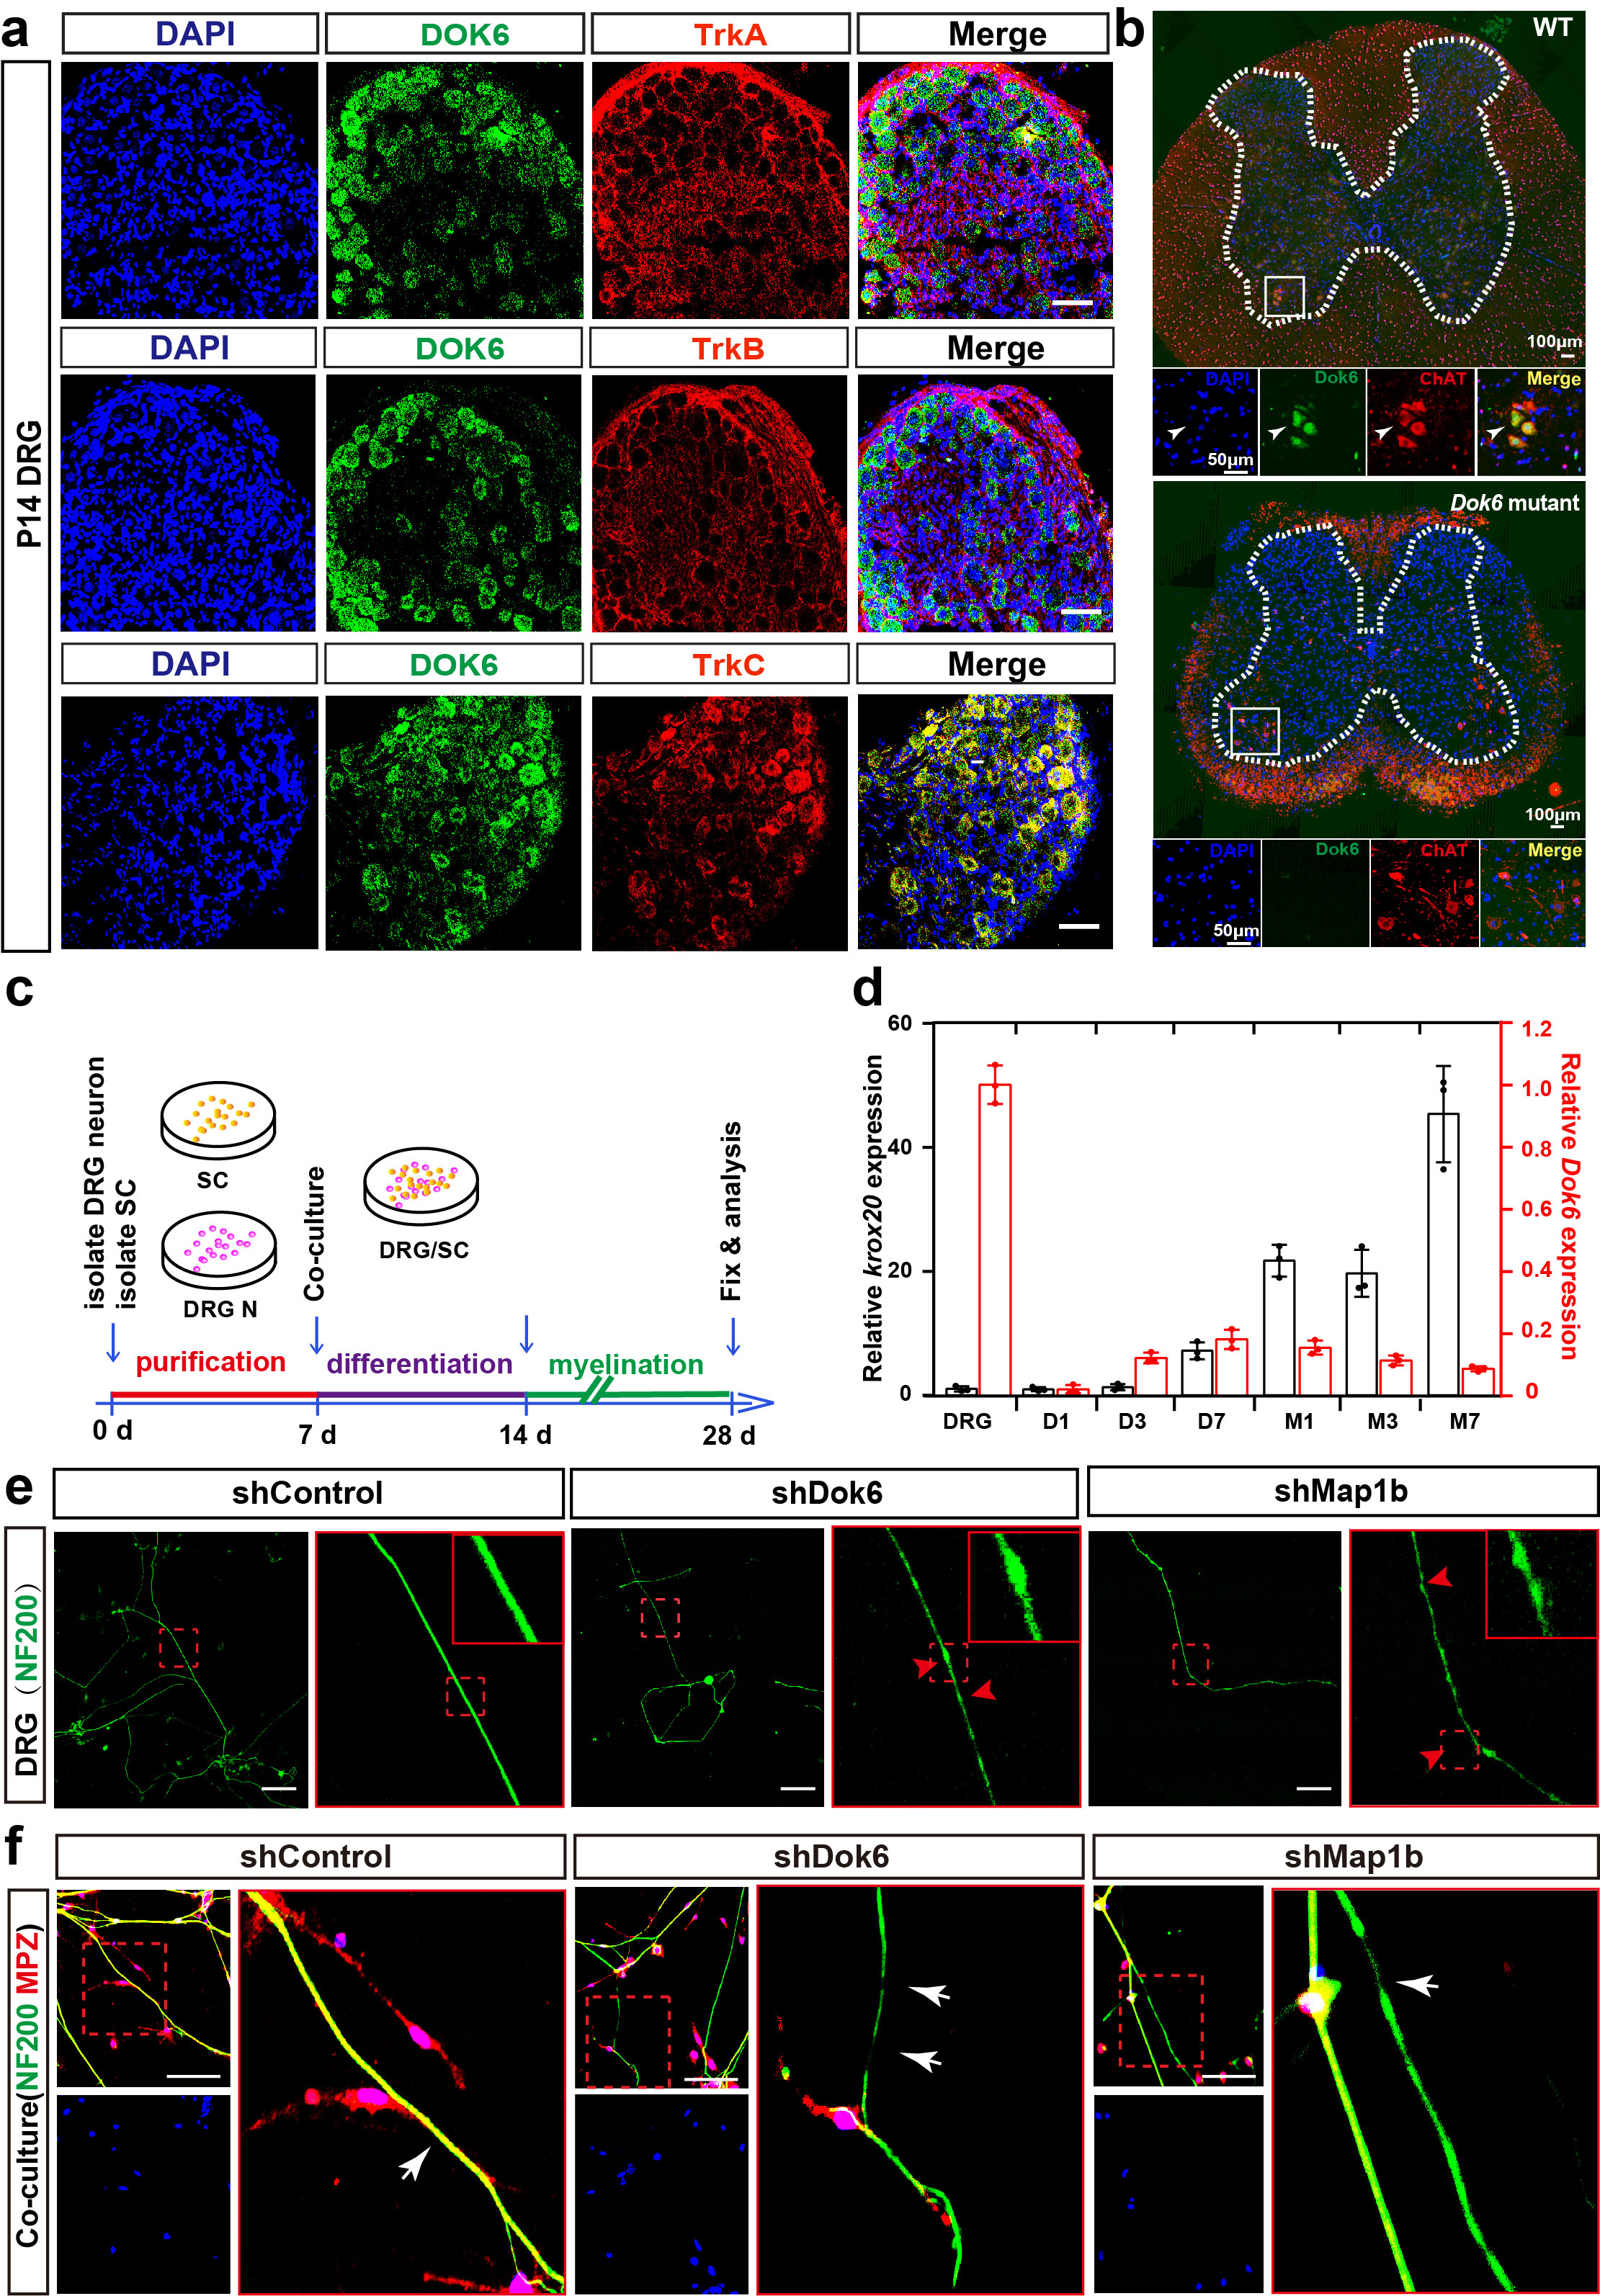

**Figure S7. DOK6 is expressed in specific types of neurons and mediates peripheral neuronal degeneration through the MEK/ERK signaling cascade.** (**a)** Immunofluorescence co-expression of DOK6 with TrkA, TrkB, and TrkC in DRG neurons of P14 mice, Scale bar, 100 μm. **(b)** Co-labeling of Dok6 and ChAT in cholinergic motoneuron-positive cells in the anterior horn of the spinal cord of P14 mice. Blue: DAPI, green: Dok6; Red: ChAT. Arrows indicate neuronal cells colocalizing Dok6 and ChAT. (figure scale bar, 100μm, the amplification figure scale bar, 50μm). **(c)** Schematic timeline diagram of the cell coculture system. **(d)** The expression of *Dok6* and *Krox20* (an SC marker) was tested in the coculture system. D, days in differentiation medium; M, days in myelination medium. **(e)** NF200 immunostaining in sham, *Dok6-*shRNA- and *Map1b-*shRNA lentivirus-infected DRG neurons. The axon was detected after 5 days of cell culture. The red arrow indicates the torpedo-like degenerated axon structure. Scale bar, 100 μm. **(f)** Immunocytochemistry of cocultured DRG neurons and SCs after infection with sham, *Dok6-*shRNA, and *Map1b-*shRNA lentiviruses. The effects of DOK6 and MAP1B on myelination were determined by MPZ staining (red). The arrowhead indicates to unmyelinated axons which are not protected by the myelin sheath. Scale bar, 100 μm.

**Supplementary Table**

**Table S1.** **Correlation between *Dok6*** **genotype and penetrance of the various phenotypes**

| Genotypes | Phenotypes | |
| --- | --- | --- |
| *Dok6* | Aberrant hindlimb | Abnormal posture |
| (+/+) | 0% (0/232) | - |
| (+/-) | 3.9% (12/305) | - |
| (-/-) | 31.1% (71/228) | 2.6% (6/228) |

**Table S2. *Dok6* mutants and conditional *Dok6* knockout mice** **genotyping primers**

| Primer | Sequence |
| --- | --- |
| Dok6 3loxp-F | TGGAGAGCTCTCTTTGTACAAGA |
| Dok6 3loxp-R | TGCAGGTTCAAACGACAAACTGC |
| Dok6 Frt-F | TACCTGGGAGATGTTCAGAATCAGC |
| Dok6 Frt-R | TGCAGGTTCAAACGACAAACTGC |
| Dok6 Aloxp-F | TGGAGAGCTCTCTTTGTACAAGA |
| Dok6 Aloxp-R | GGATAGTATGTGTGCTACATACAGT |
| Cre-F | TCGATGCAACGAGTGATGAG |
| Cre-R | TTCGGCTATACGTAACAGGG |

**Table S3. *In situ* hybridization** **probes primers**

| Primer | Sequence |
| --- | --- |
| Dok6-F | CGAGCTCGCTGCAGACAAGCTTGACTG |
| Dok6-R | CGGTACCTTGAATGAGGCTGGAGCTATAG |
| TrkA-F | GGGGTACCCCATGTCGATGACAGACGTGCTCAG |
| TrkA -R | CCAAGCTTGGGCTTTCAGCCACCAGAGTGG |
| TrkB-F | GCTCTAGAGGACACGCACTCCGACTGA |
| TrkB-R | CGGAATTCATGGAATGCA CCAGTGGTGAT |
| TrkC-F | GCTCTAGAGAGTCTGATGCGAGCCCTAC |
| TrkC-R | CGGAATTCTGTGGTGAACTTCCGGTACA |
| CGRP-F | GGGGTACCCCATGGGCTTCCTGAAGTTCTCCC |
| CGRP -R | CCAAGCTTGGGGCCTGAAGGTCCCTGCGG |
| RET-F | GGGGTACCCCGGCCACAGCCTTCCGTCTG |
| RET-R | GCTCTAGAGCCATGTGGAAGGGAGGGAGCG |
| PV-F | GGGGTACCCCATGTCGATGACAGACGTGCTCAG |
| PV-R | CCAAGCTTGGGCTTTCAGCCACCAGAGTGG |

**Table S4.** **qRT-PCR primers**

| Primer | Sequence |
| --- | --- |
| Dok6-F | CGAGCTCGCTGCAGACAAGCTTGACTG |
| Dok6-R | CGGTACCTTGAATGAGGCTGGAGCTATAG |
| Krox20-F | GCCAAGGCCGTAGACAAAATC |
| Krox20-R | CCACTCCGTTCATCTGGTCA |
| S100β-F | TGGTTGCCCTCATTGATGTCT |
| S100β-R | CCCATCCCCATCTTCGTCC |
| Tubb3-F | TAGACCCCAGCGGCAACTAT |
| Tubb3-R | GTTCCAGGTTCCAAGTCCACC |
| Mbp-F | GGCGGTGACAGACTCCAAG |
| Mbp-R | GAAGCTCGTCGGACTCTGAG |
| Mpz-F | CGGACAGGGAAATCTATGGTGC |
| Mpz-R | TGGTAGCGCCAGGTAAAAGAG |
| ErbB3-F | ATGCGCCCATTTTCGTGATG |
| ErbB3-R | CTGGTCCCTTACACCCTTGG |
| LGI4-F | CACACGCTACATTGGGGACTC |
| LGI4-R | AGCCCCTTGTCAGGCTCAAG |
| EGR2-F | TGGTGTGTGTGGTGGTTGTT |
| EGR2-R | TGTTGATCATGCCATCTCCG |
| CAPS2-F | TAC TGC TTT CCC TTC GGA CG |
| CAPS2-R | TCT GCG GGC CCT TCT ATT TT |
| Gpr126-F | CCAAAGTTGGCAATGAAGT |
| Gpr126-R | GCTGGATCAGGTAGGAACCA |
| Gapdh-F | AGGTCGGTGTGAACGGATTTG |
| Gapdh-R | TGTAGACCATGTAGTTGAGGTCA |

**Table S5.** **GST pull-down followed by mass spectrometry and identified 55 proteins**

How the deposited data were processed for this re-analysis (not part of the article)

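RNA-seq counts were analysed for the sciatic nerves of 3 control and 3 Dok6 mutant mice at postnatal day 3. The columns of the table carry genotype and mouse number, and they were matched to the sample labels by genotype and number. The deposited values are counts, the whole number of reads the authors counted on each gene, not normalized. The aligner, the counting tool, the genome build and the use of strand in counting are not named in the text of the paper. The authors also give a length for each gene, which was used only to check for bias. The other assays of the paper were not analysed here.

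The 6 libraries held between 17699904 and 18678170 counts. With 3 counts taken as the smallest detectable level, the floor was between 0.161 and 0.169 CPM, and this floor covers counting error only, since the reads carry no molecular identifiers. The biological coefficient of variation was 16.6% for a typical gene.

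Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the genotype as group (17099 of 54532 genes), the libraries were scaled by TMM, and all 6 libraries entered one quasi-likelihood fit (glmQLFit and glmQLFTest) without a block. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 2 were called. The standard error of a log2 fold change was derived from the F statistic of the test. CPM are scaled by the TMM factors, and means are given with the SD of 3 mice. Genes named in the text are those the paper names for this experiment, Cadps2, the genes of proteins the paper measured in P3 sciatic nerve, members of the lists below, and the 5 largest increases and 5 largest decreases among called genes with at least 1 CPM in every library of the higher group and no overlap of the genotypes.

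Lists of genes were written by hand, because the KEGG sets were not used here, and the neuroactive ligand-receptor list in part as patterns of gene symbols. The myelination, ErbB signaling and actin cytoskeleton lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over the 3 lists. The focal adhesion and neuroactive ligand-receptor lists were tested by a one-sided Fisher's exact test against the genes that passed the filter, adjusted over the 2 lists. Lists of marker genes of other cell types, adjusted over 13 lists, serve the closing section.

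The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter, at least 10 counts in every sample, other fold change thresholds, limma voom, the replicate number as a block, fgsea 1.28.0 with 10000 permutations, and leaving out each mouse in turn. Corrections for GC content and gene length and thinning of the libraries to the smallest total were added after the data were seen. The pairing by replicate number comes from the sample labels, which number the mice 1 to 3 in each genotype. The legend of Fig. S6 calls the controls littermates and does not say which mice shared a litter.

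The procedures were tested on simulated counts for the same libraries, in which 200 genes were given log2 changes of at least 2.5 in either direction. The edgeR test called 192 of the 200 with the right direction and 1 unchanged gene among 16832 genes tested, DESeq2 called 191 and 3 unchanged genes among 17099, and limma voom called 190 and 3 unchanged genes among 16832. For a simulated list of 80 genes of which 20 had changed, the camera test of limma and the one-sided Fisher's exact test gave p = 9.67e-13 and p = 1.1e-21. For a random list of 80 genes, camera and the one-sided Fisher's exact test gave p = 0.754 and p = 1.0. The counts of each simulated gene were drawn independently of the other genes. These values therefore do not test camera or Fisher's exact test on lists whose genes vary together between mice.

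Gene positions, overlaps and exons were taken from GENCODE M21 on GRCm38. Of the identifiers, 54409 are in this annotation and 123 are not. Near-identical transcripts were sought with BLAST 2.17.0 at 95% identity or more over at least 200 bases. Among the annotated genes, 1041 have no row in the table that was analysed, of which 503 are on chromosome 18, 303 on chromosome 19 and 218 on chromosome 17, and these genes are not analysed here.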

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

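The tests of the order of the mutant mice within a marker list and of central nervous system markers were chosen only after the result was seen. The marker lists were not changed after it.

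Skeletal muscle markers, which the paper does not discuss, were higher in Dok6 mutant nerves, with a median log2 fold change of 3.64 over 19 markers tested. All 3 mutant libraries were above all 3 control libraries for 14 of the 19 markers and below for none, where chance gives 10% for both directions together and all genes tested gave 38.2%. The camera test gave an adjusted p of 9.47e-08. Of the 19 markers, 12 kept the order mutant mouse 1, then 2, then 3. The camera test measures the rise of these markers and does not say where they come from. A candidate explanation is muscle carried into the dissected nerves in unequal amounts, for which the shared order of the 12 markers is the only separate test. A response of the mutant nerve itself was not separated from it by any test.

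DRG neuron markers had a median log2 fold change of 0.88 over 38 markers tested, and 13 were called higher and none lower. The camera test gave an adjusted p of 0.000158, and 22 of the 38 markers kept the order mutant mouse 3, then 2, then 1. Of the 38 markers, 20 were higher and 2 were lower in every mutant mouse than in every control mouse, where chance gives 10% for both directions together and all genes tested gave 38.2%. The sum of the list was 8293 ± 483 CPM (SD, n = 3 mice) in control and 8125 ± 1233 (SD, n = 3 mice) in mutant nerves. The sum thus did not rise, while genes such as Scn10a did. Cell bodies of DRG neurons in the dissected tissue are a candidate explanation that remains, and a change of axonal transcripts in the mutant was not tested.

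Fibroblast markers had a median log2 fold change of 2.27, endothelial markers one of 0.86 and proliferation genes one of 0.74. The camera tests gave adjusted p-values of 7.93e-05, 0.000388 and 0.000123 over 13 lists, and 9 of 11, 5 of 9 and 9 of 10 genes had no overlap of the genotypes, where chance gives 10% and all genes tested gave 38.2%. All of these genes without overlap were higher in the mutants, whereas the 10% and the 38.2% cover both directions together. Of the 17099 genes tested, 3349 were higher in every mutant mouse than in every control mouse. The commonest order of the mutant mice was kept by 6 of 9 endothelial markers, 4 of 11 fibroblast markers and 5 of 10 proliferation genes, against 20.8% for the commonest order of all genes tested. The order of the endothelial markers, mutant mouse 3, then 1, then 2, is also the commonest order of all genes tested. With lists this short, an unequal share of vessels, connective tissue or dividing cells was neither shown nor excluded. No biological explanation was tested for these lists.

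Y chromosome genes were counted in 1 library, that of Dok6 mutant mouse 2, at 157.8 CPM (2893 counts) and at 0 counts in each of the other 5. Xist had 11 counts in that library and between 13282 and 27524 in the others. Mutant mouse 2 is thus the only library with transcripts of the Y chromosome, and 1 mutant library with such transcripts does not separate the genotypes. Sex and that library cannot be told apart.

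Central nervous system markers were counted in all 6 libraries, at sums from 1457 to 2341 CPM. At least 1 CPM in every library was reached by 12 of the 13 markers, including Slc6a5 (176.6 or more) and Gad1 (167.1 or more). Tissue of the central nervous system in the RNA, or a label that names another tissue than was sequenced, may explain this pattern. The count of 12 markers describes the pattern and is no separate test of it. No library of another tissue was set against these, and the data do not say which tissue was sequenced. The list did not shift between the genotypes (median log2 fold change 0.15, adjusted p = 0.86 from camera).

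Technical explanations that apply to all of these patterns were tested on the 204 called genes. After each library's trend on GC content and gene length was removed, 197 of the 204 genes were still called, and after the libraries were thinned to the smallest total, 199 were. The share of counts on the 10 genes with most counts differed between the genotypes by 0.074 percentage points. Of the 204 genes, 59 overlap the exons of another annotated gene or match one at 95% identity, so shared reads apply to a part of them. The library totals were between 17699904 and 18678170 counts, too close for thinning to move many calls. Across genes, the log2 fold change had a Spearman correlation of 0.079 with GC content and of 0.0772 with gene length, so the correction had little to remove. The 197 and 199 genes are therefore weak evidence of stability.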

How the results depend on the processing

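The alternatives were set before the data were examined, except the correction for GC content and gene length and the thinning of libraries, which were chosen after seeing the data.

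The 185 higher and 19 lower genes became 221 and 19 with DESeq2, 186 and 20 with RLE scaling, 189 and 19 with upper-quartile scaling and 152 and 22 with limma voom. DESeq2 shared 177 and 17 of its genes with the main calls. Without a filter, 326 genes were higher and 38 lower, and with at least 10 counts in every sample 74 and 2. With a log2 fold change above 1, 612 were higher and 74 lower, with any fold change 1474 and 1028 (58.9% higher, against 90.7%), and with DESeq2 and a fold change above 1 together 672 and 80. The cause of these differences was not tested beyond the thresholds themselves. The filter on counts in every sample removes genes that are near 0 in the control libraries.

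With the replicate number as a block, 125 genes were higher and 9 lower, and 119 and 8 of these were among the main calls. Same-numbered mice had a mean correlation of -0.14 between their deviations. With the GC content and gene length correction, 183 were higher and 20 lower, and with this correction and the replicate block 109 and 6. After thinning, the counts were 189 and 19. Across the 6 fits that each left out one mouse, the higher genes ranged from 26 to 263 and the lower genes from 1 to 30. Both lowest counts came without control mouse 2. The cause was not tested.

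The myelination list kept its direction in every setting run, and its adjusted p stayed under 0.05 except with the correlation between genes estimated from the data (0.512). Across the fits that left out one mouse it ranged from 3.66e-06 to 0.00213. The ErbB signaling list changed direction with fgsea (adjusted p = 0.668) and with at least 10 counts in every sample (0.899), and also without control mouse 1 (0.929) and without mutant mouse 1 (0.83). Its adjusted p ranged from 0.765 to 0.929 across the fits that left out one mouse. It was over 0.05 in every setting run. The actin cytoskeleton list passed with fgsea (0.00227) and ranged from 0.0407 to 0.197 when one mouse was left out. The focal adhesion list was over-represented with a fold change above 1 (1.05e-05), and ranged from 0.00354 to 1.0 when one mouse was left out. The neuroactive ligand-receptor list ranged from 0.00035 to 1.0 across those fits. The value of 1.0 came without control mouse 2, where 27 genes were called and none was on the list, and it follows from the number of called genes. The cause of the other changes was not tested.

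Other splits of the mice were compared with the split by genotype. Of the 4 splits that part all same-numbered pairs, 1, the real one, called as many genes, and the others called 8, 0 and 0, with 1601, 179 and 376 genes at an unadjusted p under 0.05. With 4 splits the share cannot be under 0.05. The 6 other splits part only 1 pair each, and none of them called a gene, with 172 to 785 genes at an unadjusted p under 0.05, against 5737 in the split by genotype. A p-value as small as that of the genotypes was found in 4 of the 4 splits for the myelination list, 4 of 4 for the ErbB signaling list, 2 of 4 for the actin cytoskeleton list, 4 of 4 for the focal adhesion list, where the p of the genotypes is 1.0, and 1 of 4 for the neuroactive ligand-receptor list. The last value restates the number of called genes, since a list cannot be over-represented where no gene or few genes are called, and it is no test of the list. For the myelination list, 7 of all 10 splits gave a p as small.

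The log2 fold changes of 39 named genes were recomputed with other settings, giving 261 values, and without one mouse, giving 234. Of the former, 238 kept their direction and their side of 0.05 for the adjusted p, 15 no longer had an adjusted p under 0.05, 4 came to have one and 4 changed direction. Of the latter, 177 kept both, 46 no longer had it, 2 came to have it and 9 changed direction. These counts leave aside the fold change threshold of 2, which Caps2, Adgrg6, Lamb1, Egr2 and Slc17a9 crossed in some of the fits without one mouse. With the replicate block, 11 genes lost the adjusted p under 0.05. The changes of direction were in Map1b, Dbn1 and Ntrk2, whose log2 fold changes were near 0. Dbn1 was at 0.000982 with upper-quartile scaling and at 0.00824 with at least 10 counts in every sample, and Ntrk2 at -0.00371 with DESeq2 and at -0.00126 with RLE scaling. These 4 changes are of the size by which each setting moved the median gene, which was 0.00199, 0.009, -0.0116 and -0.00907 in the same order. Across the fits that left out one mouse, Map1b ranged from -0.17 to 0.067, Dbn1 from -0.11 to 0.053 and Ntrk2 from -0.087 to 0.087. The cause of the changes without one mouse was not tested.

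The depth of the libraries, at most 18678170 counts, limits genes such as Caps2, Slc17a9 and Lta, which had fewer than 30 counts in every library.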

Differences from the paper's values

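The paper reports 687 genes with an increase and 84 with a decrease, and the main setting here gave 185 and 19. The alternatives set before the data were examined that came within 1.5 times of both values were an absolute log2 fold change above 1 (612 and 74) and DESeq2 with an absolute log2 fold change above 1 (672 and 80). DESeq2 with the threshold of 2 that the paper's methods state gave 221 and 19. RLE and upper-quartile scaling, no filter, at least 10 counts in every sample, any fold change, limma voom, the replicate block and leaving out any one mouse did not come within it for either value.

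The paper states between 45 and 50 M mapped reads per sample, and the counts in the table summed to between 17.7 and 18.7 M per library. The former is the paper's count of mapped reads and the latter the reads counted on genes. No alternative bears on this.

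The paper lists Adgrg6, Lgi4 and Dok6 among its differentially expressed genes and gives a fold change threshold of 2 on the log2 scale in its methods. Here their log2 fold changes were 1.76, 1.38 and -1.23, so that they were not called at that threshold, and with an absolute log2 fold change above 1 all 3 were called. Adgrg6 was also called at the threshold of 2 without mutant mouse 1 (2.02). Lama4, Lamb1 and Ngfr, labelled in Fig. S6b, were at 1.34, 1.77 and 1.35 and were likewise called at the threshold of 1, and Lamb1 also at the threshold of 2 without control mouse 1 (2.33) or mutant mouse 1 (2.09). None of these 3 genes was called with the replicate block, where the adjusted p-values were 0.0695, 0.0895 and 0.101. Runx3, shown as higher in Fig. S6a, did not pass the filter, and it was called with DESeq2 (log2 fold change 5.52, adjusted p = 0.000332), with no filter (5.29, adjusted p = 0.00033) and without control mouse 3 or mutant mouse 1. Its adjusted p ranged from 0.00033 to 0.0897 over the settings in which it was tested.

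The paper reports focal adhesion as enriched among its differentially expressed genes. Here no focal adhesion gene was called at a fold change above 2, and the list was over-represented with a fold change above 1 (adjusted p = 1.05e-05) and without control mouse 1 (adjusted p = 0.00354), with adjusted p-values up to 1.0 in the other settings. The paper reports an increase of genes of ErbB signaling in its GSEA. Here the hand-written list had a median log2 fold change of -0.03 and was not past the threshold in any setting run, with adjusted p-values from 0.668 with fgsea to 0.959 with upper-quartile scaling. The paper reports an increase of genes of the actin cytoskeleton, and the list here passed with fgsea (adjusted p = 0.00227) and without control mouse 1 (0.0407) and not with camera on all mice (0.112), and its highest adjusted p was 0.512, with the correlation between genes estimated. The paper describes its protein results for NRG1 and phosphorylated ErbB3 together as matching its RNA-seq. Erbb3 RNA was higher here, with a log2 fold change of 3.30 (adjusted p = 0.0151 from edgeR's quasi-likelihood test). Its adjusted p ranged from 1.53e-05 to 0.0854 over the alternatives. Nrg1 RNA had a log2 fold change of 0.18 (adjusted p = 0.359 from the same test), and its adjusted p ranged from 0.218 to 0.76 over the alternatives. These values are of RNA and not of protein. The reference the paper gives for the function of Caps2 is on the protein CAPS2, a name also used for the product of Cadps2, and Cadps2 had a log2 fold change of -0.17 (adjusted p = 0.312).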

Other observations

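All tests in this part were chosen only after the result was seen.

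Schwann cell and myelination genes followed single libraries. Of the 60 genes on either list that were tested, 47 were highest in Dok6 mutant mouse 2, where chance gives 33.3%. Schwann cell markers summed to 8030 CPM in mutant mouse 2, 2577 in mutant mouse 1 and 1148 in mutant mouse 3, and to 1116, 862.5 and 2835 in control mice 1, 2 and 3. Control mouse 3 was thus above mutant mouse 3. An unequal share of Schwann cells in the dissected nerves may explain the higher myelination genes, and the 47 genes with the same highest library leave it open. The commonest order, mutant mouse 2, then 1, then 3, was kept by 31 of the 60 genes. A rise of these genes within each Schwann cell could show the same pattern and cannot be told apart from it in RNA of whole nerves.

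Of 147 genes called higher outside the marker lists, 47 (32%) kept the commonest order of the muscle or of the DRG neuron markers across the mutant mice, where chance gives 33.3%. This test cannot speak against DRG neuron cell bodies as a source, since the DRG neuron markers that were themselves called higher did not all keep the order of their list. Of these 13 markers, 7 kept the order mutant mouse 2, then 3, then 1, and mutant mouse 1 was lowest for all 13. The order mutant mouse 2, then 3, then 1 was also the commonest of the 147 genes, kept by 62 (42.2%), against 20.8% for the commonest order of all genes tested. Muscle and DRG neuron cell bodies may thus account for a part of the calls, and the 47 genes do not settle how large a part.

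Red blood cell markers were lower in Dok6 mutant nerves, from 600.7 ± 160.4 CPM (SD, n = 3 mice) in control to 192.7 ± 109 (SD, n = 3 mice) in mutant nerves, with a median log2 fold change of -1.65 (adjusted p = 0.00167 from camera). Of 6 markers tested, 4 had every mutant mouse below every control mouse, where chance gives 10% for both directions together and all genes tested gave 38.2%. A smaller share of blood in the mutant nerves may explain this. The count of 4 markers describes the fall and is no separate test of it. No difference in the blood of the mutants was tested.

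Gm15446 was near 0 in all 3 Dok6 mutant libraries. Wdfy1, which was chosen after its values were seen, was at 20.8, 23.2 and 24.5 CPM in the control mice and at 81.7, 78.2 and 86.9 in the mutants, a log2 fold change of 1.85 (adjusted p = 0.000236 from edgeR's quasi-likelihood test). Both changes are larger than the spread between mice. A strain variant that came with the targeted allele might cause such changes. Genes with an adjusted p-value under 0.05 were not over-represented within 20 Mb of Dok6 (13 of 80 genes, 16.2% against 14.6% elsewhere, one-sided Fisher's exact test p = 0.388), and neither gene is on chromosome 18. Many genes of that chromosome have no row in the table, as stated in the summary of the processing. Variants elsewhere in the genome remain possible. Over 276 windows of 10 Mb, the fullest was not fuller than in 1000 shuffles of the genes (permutation p = 0.581), and scattered variants would not show in this test.

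The table also holds the transcripts of proteins the paper measured in P3 sciatic nerve. Map1b had a log2 fold change of -0.02 (adjusted p = 0.923 from edgeR's quasi-likelihood test), at 2509 ± 84.2 CPM (SD, n = 3 mice) in control and 2469.5 ± 425 (SD, n = 3 mice) in mutant nerves. Mapt, Dbn1 and Basp1 had log2 fold changes of -0.29, -0.00 and -0.40 (adjusted p = 0.288, 0.997 and 0.0507). Mapk3, which encodes ERK1, was at 0.50 (adjusted p = 0.025). The adjusted p of Mapk3 with the replicate block was 0.0582, and over all its alternatives it ranged from 0.0021 to 0.111. Ntrk2, Ntrk3 and Ret had adjusted p-values of 0.969, 0.0874 and 0.22.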
